# Profiling DNA break sites and transcriptional changes in response to contextual fear learning

**DOI:** 10.1371/journal.pone.0249691

**Published:** 2021-07-01

**Authors:** Ryan T. Stott, Oleg Kritsky, Li-Huei Tsai

## Abstract

Neuronal activity generates DNA double-strand breaks (DSBs) at specific loci *in vitro* and this facilitates the rapid transcriptional induction of early response genes (ERGs). Physiological neuronal activity, including exposure of mice to learning behaviors, also cause the formation of DSBs, yet the distribution of these breaks and their relation to brain function remains unclear. Here, following contextual fear conditioning (CFC) in mice, we profiled the locations of DSBs genome-wide in the medial prefrontal cortex and hippocampus using γH2AX ChIP-Seq. Remarkably, we found that DSB formation is widespread in the brain compared to cultured primary neurons and they are predominately involved in synaptic processes. We observed increased DNA breaks at genes induced by CFC in neuronal and non-neuronal nuclei. Activity-regulated and proteostasis-related transcription factors appear to govern some of these gene expression changes across cell types. Finally, we find that glia but not neurons have a robust transcriptional response to glucocorticoids, and many of these genes are sites of DSBs. Our results indicate that learning behaviors cause widespread DSB formation in the brain that are associated with experience-driven transcriptional changes across both neuronal and glial cells.

## Introduction

Neuronal activity has been reported to generate DSBs [1–6]. This was initially observed in cultured neurons, where a well-known marker of DSBs, γH2AX (phosphorylation on serine 139 of histone H2A variant X [7]), rapidly increased following glutamate receptor activation [2]. Subsequently, stimulation of the rodent brain was found to generate DSBs following seizures [5] or behavioral manipulation [1, 3]. While wakefulness in zebrafish [4], or wakefulness with exploration in fruit flies and mice [8], increased DSBs in neurons that were reduced during sleep.

One source of genomic stress in the brain is its high transcriptional output; neurons respond in real-time to environmental changes and this activity necessitates continual modulation of transcription [9]. We made the unexpected discovery that stimulating the activity of primary cortical neurons generates DSBs specifically at the rapidly induced early response genes (ERGs), and this promotes their expression [3]. Increases in γH2AX at some of these ERGs was later observed in the brain during fear learning [6] or following memory retrieval [10]. In other contexts of gene induction, including through transcriptional induction mediated by nuclear receptors [11–14] or heat shock and serum-stimulation [15], DSBs appear to facilitate gene induction. Within the complex milieu of the brain, it is therefore likely that different upstream pathways contribute to the generation of DSBs, yet their locations and their relation to brain function is an open question. As DSBs pose a threat to genomic integrity [3], understanding the genome-wide DSB landscape of the brain would facilitate our understanding of how the brain balances timely transcriptional responses with the generation of DSBs, while revealing sites of genomic stress that could seed DNA lesions detrimental to neuronal function and contribute to brain aging and neurodegenerative diseases.

We set out to understand the *in vivo* landscape of DSBs in the brain during learning and how they correspond with gene expression changes occurring in neurons and glia. We find fear learning paradigm-induced genes are overrepresented amongst those genes with the highest levels of DSBs in the medial prefrontal cortex and hippocampus. These genes are downstream of pathways that are shared in part by neurons and non-neurons, and in other cases unique to each group of cells. Surprisingly, we find potential glia-enriched DSB hotspots at genes that have a robust transcriptional response to glucocorticoid receptor signaling in glia.

## Results

### Fear learning induces DNA double-strand breaks in the brain

Increases in neuronal activity result in the formation of DSBs both *in vitro* and *in vivo* [1, 3]. However, it was unclear whether DSBs form at specific genomic loci in the brain and in which cell types in response to a normal physiological event. To elicit neuronal activation in a physiologically relevant manner, we utilized contextual fear conditioning (CFC), which generates a strong associative memory between a novel environment and an aversive stimulus, a foot shock [16]. We assessed neuronal activation in the hippocampus (HIP) and the medial prefrontal cortex (mPFC) of adult wild-type male C57BL/6J mice, two brain regions known to be recruited during CFC for subsequent memory formation [16]. Induced expression of ERGs (e.g., *Npas4*, *Arc*) is known to rapidly follow neuronal activation [3]. Indeed, we found induction of these genes in both brain regions 30 minutes after CFC, with higher induction in the mPFC (S1A Fig).

Chromatin immunoprecipitation sequencing (ChIP-Seq) for γH2AX, a chromatin marker of DSBs [7], is a sensitive method for identifying DSBs genome-wide [3, 17–20]. 

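γH2AX is the histone H2AX phosphorylated in chromatin around a DNA double-strand break, and ChIP-Seq with an antibody against it maps those regions. Whole tissue was collected from naive mice and from mice 30 minutes after contextual fear conditioning (CFC). The hippocampus (HIP) gave 3 replicates per condition and the medial prefrontal cortex (mPFC) gave 4, each replicate pooling tissue of 3 animals. The authors aligned the reads to GRCm38 (mm10) with Bowtie2, removed duplicates with Picard and poorly aligned reads with SAMtools, downsampled the replicates to equal read numbers and merged them. They called broad peaks with MACS2 at a strict threshold, recalled them at a loose threshold, intersected both sets with bedtools and annotated the peaks to genes of Ensembl release 93. The deposited lists hold 1 combined set of peaks per region with gene names, and no score or read count per replicate. Read depth and the spread between replicates can therefore not be read from these lists for any γH2AX value. The γH2AX log2 fold changes, their adjusted p-values and the peak scores per condition are the paper's, from S2 Table, where 281 of 282 HIP peaks and 260 of 260 mPFC peaks have the same coordinates. From the lists, peaks were counted, compared between regions and set against gene positions of GENCODE release M21.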

We performed γH2AX ChIP-Seq 30 minutes following CFC to measure the formation of DSBs. In the naive hippocampus we observed 136 γH2AX peaks, increasing to 280 γH2AX peaks after CFC, with 125 peaks shared between conditions (S2 Table). In the naive mPFC we observed 120 γH2AX peaks, increasing to 255 γH2AX peaks after CFC, with 102 peaks shared between conditions (S2 Table). 

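At Arc, an early response gene whose product acts at synapses, the peak spanned 74667354 to 74672746 on chromosome 15 of GRCm38 in HIP and 74667117 to 74673281 in mPFC. The paper's γH2AX log2 fold change at Arc was 0.38 in HIP (the paper's adjusted p = 0.00833) and 0.65 in mPFC (the paper's adjusted p = 6.04e-06). Nr4a1, which encodes a nuclear receptor, had a peak at 101266219 to 101276499 on chromosome 15 in HIP, scored after CFC and not in naive tissue. Npas4, a transcription factor gene of active neurons, had a peak on chromosome 19 at 4982543 to 4990770 in mPFC and none in the HIP list. In HIP, 282 peaks carried 306 genes, with 131 peaks scored in naive tissue, 275 after CFC and 124 in both. In mPFC, 260 peaks carried 283 genes, with 110 scored in naive tissue, 251 after CFC and 101 in both. At an adjusted p under 0.05 in the paper's table, 6 of the HIP peaks rose and 1 fell, against 43 and 19 in mPFC. Which peaks are scored in a condition depends on the calling threshold, and the deposited peak lists hold no replicate values to test it.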

Including all peaks called under the naive and CFC conditions, we found 291 γH2AX peaks annotated to 323 genes in hippocampus, and 273 γH2AX peaks annotated to 306 genes in mPFC (Fig 1A; S1B Fig; S2 Table). Consistent with previous studies, γH2AX peaks were located at gene bodies and proportional to gene length, yet often stretching past the 3’-UTR (S1C Fig) [3, 15, 17].

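The peak at Arc was 5393 bp long in HIP, while that at Grin2b, a glutamate receptor gene, was 467845 bp long. Homer1, a scaffold gene of the synapse, carried a peak of 144002 bp, and Hspa8, a chaperone gene, one of 9601 bp. Over the 263 HIP peaks annotated to 1 gene, the median peak was 14667 bp and the median gene 12194 bp. For the 245 such peaks of mPFC the medians were 15486 and 10508 bp. Peak length and gene length correlated across genes with a Spearman's rho of 0.891 in HIP and 0.873 in mPFC, and a Pearson's r on log lengths of 0.880 and 0.873. The permutation p was 1e-05 in each region, the smallest that the permutations can give, and genes are not independent replicates. A peak ran past the 3′ end of its gene in 238 cases in HIP (90.5%) and 229 in mPFC (93.5%), and covered the gene's first base in 138 (52.5%) and 154 (62.9%). The annotation of a peak to a gene already required an overlap with that gene, which ties the lengths to each other in part.

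**Figure D1:**
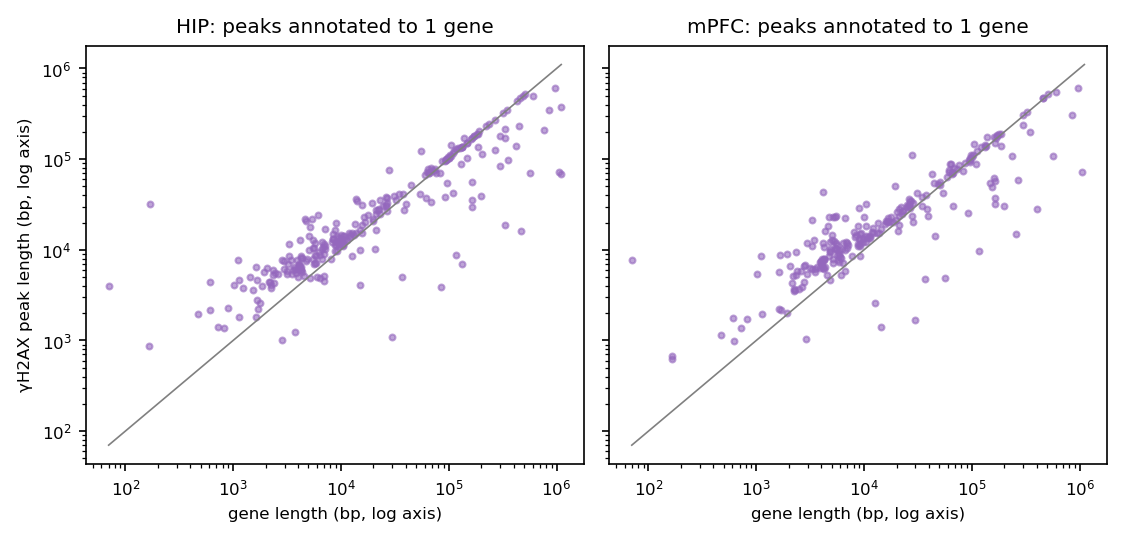
Peak length against gene length in base pairs on log axes, for γH2AX peaks annotated to 1 gene in HIP and mPFC, each point a peak and the line marking equal lengths. Points lie along the line, with rho of 0.891 in HIP and 0.873 in mPFC.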

**Fig 1:**
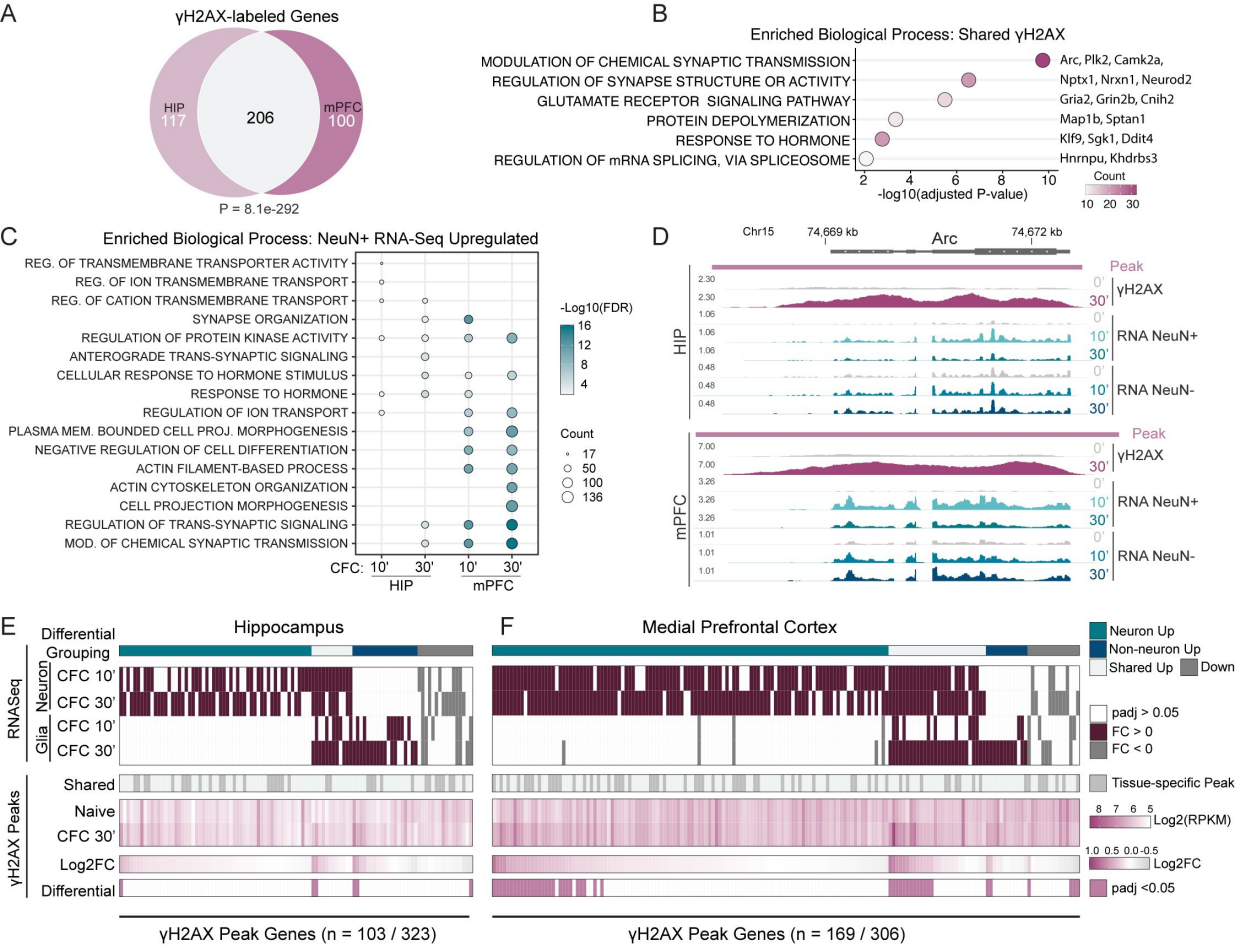
Fear learning induces DNA double-strand breaks in the brain. (A) Venn diagram of the γH2AX peak-containing genes shared between HIP and mPFC for both naive and CFC conditions. P-value calculated using hypergeometric distribution test. (B) Six representative top biological processes for the 206 γH2AX peak-containing genes shared between HIP and mPFC in (A). Over-representation analysis with gene ontology (GO) category “Biological Process.” (C) The top 5 biological processes for the CFC-upregulated genes in NeuN+ nuclei at each 10- and 30-minute timepoint. Over-representation analysis with gene ontology (GO) category “Biological Process.” (D) Genome browser tracks for the gene *Arc*. Both HIP and mPFC are shown. Whole tissue γH2AX ChIP-Seq is shown as LogLR signal tracks (‘γH2AX’). Signal normalized total RNA-Seq from FACS-isolated nuclei is shown for neurons (‘RNA NeuN+’) and non-neurons (‘RNA NeuN-’). Time points following contextual fear conditioning are noted; naïve, 10, and 30 minutes (0’, 10’, 30’). γH2AX ChIP-seq tracks are the combined signal for 3–4 independent replicates, each replicate generated from the pooling of 3 animals. RNA-Seq tracks are the combined signal for 3–4 independent replicates. (E-F) Heatmaps of the genes containing γH2AX peaks that sustained transcriptional regulation after CFC. RNA-Seq heatmap denotes differential genes (‘RNA-Seq’) and color bar (‘Differential Grouping’) denotes cell type specificity. The γH2AX heatmaps show peaks shared between tissues (‘Shared’), RPKM of γH2AX signal, Log2FC, and those peaks changing after CFC with padj <0.05 (‘Differential’). Left is hippocampus (E), Right is mPFC (F).

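Hspa8, which encodes a constitutive HSP70 chaperone, had peaks on chromosome 9 of GRCm38 at 40799911 to 40809511 in HIP and 40801115 to 40809722 in mPFC. Sgk1, a kinase gene regulated by glucocorticoids, had peaks on chromosome 10 at 21992635 to 22001490 and 21991983 to 22001566. Xbp1, a transcription factor gene of the unfolded protein response, and Ntrk2, which encodes a receptor for BDNF, appeared in the mPFC list and not in the HIP list. At least 1 base of 181 HIP peaks lay in an mPFC peak, and 164 shared at least 50% of both lengths. By gene, 199 of the 305 HIP and 283 mPFC peak genes in the RNA tables were in both lists. Among the 11673 genes tested in NeuN+ nuclei of both regions, 192 carried a peak in both where 6.80 would fall together by chance (odds ratio 272, one-sided Fisher's exact test, p = 2.76e-274). This background was not matched for expression or gene length. The paper reads the overlap as a reflection of the shared recruitment of both regions during learning.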

There was a large overlap between γH2AX peaks called in both hippocampus and mPFC, reflecting their shared recruitment during learning (Fig 1A). We utilized clusterProfiler [21] to perform gene ontology (GO) analysis of these 206 γH2AX peak-containing genes and clustering of the top biological processes yielded four unique categories (S1D Fig). 

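Gria2, which encodes an AMPA receptor subunit, carried a peak on chromosome 3 of GRCm38 at 80669641 to 80802952 in HIP and 80665021 to 80802741 in mPFC. Grin2b, an NMDA receptor gene, carried one on chromosome 6 at 135705310 to 136173154 in HIP and 135703757 to 136173224 in mPFC. The peak at Camk2a, a kinase gene of synaptic plasticity, lay on chromosome 18 at 60925514 to 60997079 in HIP and 60925507 to 61013856 in mPFC. Plk2, a kinase gene induced by activity, had peaks on chromosome 13 at 110394693 to 110403359 and 110394587 to 110403271. In the paper's table the γH2AX log2 fold change after CFC was 0.01 at Gria2, 0.01 at Grin2b, 0.17 at Camk2a and 0.11 at Plk2 in HIP. Its adjusted p-values at these genes in HIP ran from 0.631 at Camk2a to 0.979 at Grin2b. In mPFC the paper's values were -0.13, 0.05, 0.19 and 0.05 in the same order, with Camk2a past the threshold (the paper's adjusted p = 0.0469).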

The largest cluster contained those GOs related to synaptic function (e.g., ‘modulation of chemical synaptic transmission’) that included glutamate receptors *Gria2* and *Grin2b*, synaptic plasticity regulators like *Camk2a* [22], and ERGs like *Arc* [23] and *Plk2* [24] (Fig 1B). Similar to a previous report in the immune setting, many of these genes are lineage-specific, like the transcription factor *Neurod2* [17]. 

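Neurod2, a transcription factor gene of excitatory neurons, carried a peak on chromosome 11 of GRCm38 at 98323265 to 98329775 in HIP and at 98323491 to 98329573 in mPFC. The HIP peak was scored in naive tissue and after CFC, and the mPFC peak after CFC alone. The paper's γH2AX log2 fold change at Neurod2 was 0.17 in HIP (the paper's adjusted p = 0.638) and 0.09 in mPFC (the paper's adjusted p = 0.587), so neither peak changed past its threshold.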

Two clusters composed of single GO terms were observed, one enriched for RNA binding genes (‘Regulation of mRNA splicing, via spliceosome’) and one enriched for cytoskeleton-related genes (‘protein depolymerization’) (Fig 1B). Finally, the fourth unique cluster was related to hormone or biological rhythms (e.g., ‘response to hormone’) (Fig 1B). To confirm γH2AX peaks at ERGs, we performed γH2AX ChIP-qPCR on pooled hippocampi collected 30 minutes following CFC. Compared to the naive condition, hippocampi of CFC mice had significant increases in γH2AX at the gene bodies of the ERGs *Npas4* and *Nr4a1*, but not at the housekeeping gene *B2m* (S1E Fig). These findings indicate that many genes essential for neuronal function and memory formation, and significantly more of them than expected based on previous observations in cultured neurons following NMDA stimulation, are potentially hotspots of DSB formation. As DSBs represent a grave threat to genomic integrity [25], with its sequela including transcriptional dysregulation and genomic rearrangements, this suggests that genes critical for neuronal function are uniquely vulnerable to DNA damage.

We previously observed that the formation of DSBs correlated with rapid gene induction in neurons, particularly the ERGs which we find are sites of DSBs in the brain. To understand how these DSBs correlate with CFC-induced gene expression changes, we performed nuclear RNA-Seq. While whole-cell mRNA levels reflect both RNA synthesis and RNA degradation, assaying nuclear RNA levels more directly measures transcriptional activity. We fixed and enriched for neuronal and non-neuronal nuclei collected 10 and 30 minutes after CFC through fluorescence-activated cell sorting (FACS), using the pan-neuronal nuclei marker NeuN [26] (S2A Fig). Nuclei were decrosslinked after sorting and total RNA was isolated for downstream analysis. Utilizing an intronic primer, we found higher transcriptional induction of the neuron-specific ERG *Npas4* [27] in the FACS-isolated neuronal (NeuN+) nuclear RNA than whole mPFC lysate, with minimal expression in the non-neuronal (NeuN-) fraction, indicating successful purification of neurons and non-neurons (S2B Fig). Assaying mRNA of the canonical ERG *Arc* showed induction in both neuronal and non-neuronal nuclei following CFC (S2B Fig). Because the peak of ERG induction occurred as early as 10 minutes or as late as 30 minutes after CFC, we included both time points in our sequencing analyses (S2B Fig).

We next performed nuclear RNA-seq of sorted neurons and non-neurons 10 and 30 minutes subsequent to CFC. 

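Nuclei of HIP and mPFC were fixed, sorted by the neuronal nuclear protein NeuN into NeuN+ and NeuN- fractions, and their total RNA was sequenced from naive mice and from mice 10 and 30 minutes after CFC. HIP had 4 libraries per group and mPFC had 3. In HIP NeuN- nuclei, naive replicates 3 and 4 held the same count for each of the 53749 genes and were counted as 1 library, which leaves n = 3 in that group. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with HISAT2, removed duplicates with Picard and counted reads over whole gene bodies, introns included, with featureCounts. The values are raw counts per gene, 10561897 to 18271372 per HIP library and 10577263 to 16392677 per mPFC library. Libraries of the 2 regions were made with different versions of the library kit, so no test was made between regions. Genes with a mean FPKM above 0.2 in at least 1 group were normalized by TMM and tested with edgeR's quasi-likelihood test, in 1 fit per region and fraction, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM are counts scaled to the size of the library after TMM normalization. Changes were simulated only at genes averaging at least 30 counts, so recovery at weaker genes was not measured. In counts altered by simulation, the test recovered 91.0% of 1.5-fold and 100% of 2-fold changes in HIP NeuN+ nuclei, and 85.1% and 100% in HIP NeuN- nuclei. The corresponding shares in mPFC were 89.5% and 100% in NeuN+ nuclei and 68.7% and 95.5% in NeuN- nuclei. The smallest of the 3 simulated folds was a log2 of 0.32. Of changes of that size the test recovered 53.7% and 17.9% in HIP and 50.8% and 13.4% in mPFC, NeuN+ nuclei first. The median called rise in NeuN+ nuclei lay near that size, from a log2 of 0.26 in HIP at 30 minutes to 0.36 in mPFC at 10 minutes. No smaller change was simulated. Unchanged genes made up 6.86% and 6.25% of the simulated calls in HIP and 6.43% and 8.53% in mPFC, where the threshold aims at 5%.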

First, successful isolation of neuronal nuclei was validated by examining aggregate expression of known cell type-enriched genes [28], finding that pyramidal- and interneuron-enriched genes were highly correlated with the NeuN+ RNA-Seq, while genes enriched in glia, including astrocytes, microglia, and oligodendrocytes, along with other non-neuronal cells were strongly enriched in the NeuN- RNA-Seq (S3A Fig). 

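In naive HIP, the mean log2(CPM + 1) of neuron markers was 8.46 ± 0.05 (SD, n = 4) in NeuN+ and 5.93 ± 0.22 (SD, n = 3) in NeuN- nuclei. Oligodendrocyte markers went the other way, at 1.53 ± 0.28 (SD, n = 4) in NeuN+ and 8.08 ± 0.05 (SD, n = 3) in NeuN- nuclei. As NeuN- minus NeuN+, astrocyte markers differed by 4.70 in HIP and 4.91 in mPFC, and microglia markers by 4.92 and 5.55. The difference was 5.08 and 5.43 for oligodendrocyte precursor markers, 3.53 and 3.34 for endothelial markers, and 2.31 and 2.54 for markers of mural cells and fibroblasts. It was 6.89 for oligodendrocyte and -3.11 for neuron markers in mPFC, with excitatory neuron markers at -1.79 in HIP and -2.37 in mPFC and inhibitory neuron markers at -0.42 and -1.13. Blood cell markers differed by 0.81 and 1.04, and markers of choroid plexus and ependyma by 0.62 and 0.01. Ribosomal protein genes were higher in NeuN- nuclei by 0.63 and 0.89, and RNAs retained in the nucleus differed by -1.56 and -2.45. Every HIP difference had p = 0.0571 in a two-sided exact permutation test, the smallest that 3 libraries against 4 allow. In mPFC every difference had p = 0.1, the smallest that 3 against 3 allow, except that of choroid plexus and ependymal markers at p = 0.8 in the same exact test. NeuN- nuclei kept a median of 11.9% of the NeuN+ level of neuron markers in naive HIP and 10.2% in naive mPFC.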

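Npas4 went from 3.43 ± 0.678 CPM (SD, n = 4) in NeuN+ nuclei of naive HIP to 16.6 ± 1.03 CPM (SD, n = 4) 10 minutes after CFC, a log2 fold change of 2.27 (SE 0.13, adjusted p = 5.13e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 30 minutes Npas4 was closer to its naive level, with a log2 fold change of 0.55 (SE 0.16, adjusted p = 0.0319), a call that ended in a fit of all libraries, with thinned counts and in 5 of 12 runs without 1 library, and shrinking turned its direction to -0.151. Junb, a partner of Fos in transcription, rose by 1.68 (SE 0.23, adjusted p = 2.38e-04) at 10 minutes on that scale, and Btg2, an antiproliferative gene, by 1.14 (SE 0.14, adjusted p = 7.69e-05). Dusp5, which encodes a phosphatase of MAP kinases, stayed raised, with 1.36 at 10 and 0.95 (SE 0.13, adjusted p = 1.85e-04) at 30 minutes. Pcsk1, a prohormone convertase gene, was among the largest rises at 30 minutes at 0.91 (SE 0.12, adjusted p = 1.46e-04), together with Irf9, an interferon signaling gene, at 0.91 (SE 0.17, adjusted p = 0.00247). Of 12442 genes tested in HIP NeuN+ nuclei, 338 were higher and 266 lower at 10 minutes, with 21 and 4 of them changed over 2-fold. At 30 minutes 582 were higher and 482 lower, and the median rise was 0.26 against 0.32 at 10 minutes. The higher genes at 10 minutes ran from 118 without NeuN+ CFC10 replicate 1 to 495 without NeuN+ CFC30 replicate 1, and numbered 131 in a fit of all libraries, 167 with thinned counts and 631 with no filter. Those at 30 minutes ran from 355 without NeuN+ CFC30 replicate 2 to 659 without NeuN+ CFC30 replicate 4, and numbered 339 in a fit of all libraries and 356 with thinned counts.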

We identified hundreds of upregulated genes, indicating that fear learning activates the transcriptomes of neurons and non-neurons across brain regions within minutes (S3B–S3E Fig; S3 Table). The mPFC had the highest number of upregulated genes, suggesting a stronger transcriptional response in this area during learning (S3F Fig). 

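Fosb, an early response gene of the Fos family, went from 0.140 ± 0.127 CPM (SD, n = 3) in naive mPFC NeuN+ nuclei to 8.63 ± 0.802 CPM (SD, n = 3) 10 minutes after CFC, a log2 fold change of 5.87 (SE 0.35, adjusted p = 2.43e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fosb then fell back to 3.67 above naive at 30 minutes (adjusted p = 8.13e-06). Btg2 rose by 3.24 (SE 0.23, adjusted p = 6.13e-10) at 10 minutes and Dusp5 by 2.74 (SE 0.17, adjusted p = 9.62e-11). Egr3, a zinc finger transcription factor gene, reached 2.17 (SE 0.13, adjusted p = 6.23e-11) at 30 minutes, and Nr4a3, an orphan nuclear receptor gene, 1.91 (SE 0.15, adjusted p = 4.22e-09). Of 13001 genes tested in mPFC NeuN+ nuclei, 1065 were higher and 813 lower at 10 minutes, and 1703 and 1510 at 30 minutes. Changes over 2-fold numbered 68 rises and 13 falls at 10 minutes and 84 and 44 at 30 minutes. The median rise was 0.36 at 10 and 0.31 at 30 minutes. Without naive replicate 1, 468 genes were lower at 10 minutes, while a fit of all libraries gave 612 higher at 10 minutes and thinning 994 lower at 30 minutes. Naive libraries held 114 to 133 CPM of olfactory and vomeronasal receptor genes, against 109 to 116 at 10 and 105 to 109 at 30 minutes. The difference between regions was not tested, since the library kits differed, and mPFC had 3 libraries per group where HIP NeuN+ nuclei had 4. Shrinking the fold changes, in a fit that also held the libraries at 10 minutes, turned the change of Fosb in mPFC NeuN+ nuclei at 30 minutes to -0.120. That turn does not show a fall, as the fold change without shrinking was 3.67, and its cause was not tested.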

In agreement with our γH2AX ChIP-seq analysis, there was a large overlap between HIP and mPFC upregulated genes in neurons (202 genes at 10 minutes and 448 genes at 30 minutes) (S3F Fig). 

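Sik1, a kinase gene regulated by CREB signaling, rose in NeuN+ nuclei 10 minutes after CFC by a log2 fold change of 1.48 (SE 0.27, adjusted p = 0.00332) in HIP, and at 30 minutes by 2.02 (SE 0.25, adjusted p = 2.39e-06) in mPFC, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Homer1 rose at 30 minutes by 0.90 (SE 0.07, adjusted p = 3.59e-07) in HIP and 1.63 (SE 0.06, adjusted p = 1.4e-14) in mPFC. Per1, a clock gene, rose at 30 minutes by 0.42 (SE 0.07, adjusted p = 5.68e-04) in HIP and 1.12 (SE 0.10, adjusted p = 2.36e-08) in mPFC. In all, 221 genes were higher in NeuN+ nuclei of both regions at 10 minutes, where 28.1 would be by chance (odds ratio 28.5, one-sided Fisher's exact test, p = 3.44e-162). At 30 minutes 426 were higher in both against 78.2 by chance (odds ratio 26.2, p = 2.09e-262 from the same exact test). The background was the 11673 genes tested in both regions, of which 325 and 560 were higher in HIP and 1009 and 1629 in mPFC at 10 and 30 minutes. Without CFC10 replicate 1 of HIP NeuN+ nuclei, 99 genes were shared at 10 minutes, and 282 at 30 minutes without CFC30 replicate 2. A fit of all libraries gave 85 and 234 shared genes, thinning 104 and 247, and no filter 382 at 10 minutes.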

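Nr4a3 went from 3.25 ± 0.458 CPM (SD, n = 3) in naive mPFC NeuN- nuclei to 44.2 ± 11.7 CPM (SD, n = 3) 30 minutes after CFC, a log2 fold change of 3.77 (SE 0.20, adjusted p = 7.7e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Map3k19, which encodes a stress-activated kinase, rose by 1.16 (SE 0.14, adjusted p = 8.16e-04) in HIP and 2.28 (SE 0.09, adjusted p = 2.93e-09) in mPFC NeuN- nuclei. Plekhf1, an endosomal adaptor gene, rose in HIP by 0.69 (SE 0.14, adjusted p = 0.0457) at 10 and 1.19 (SE 0.13, adjusted p = 3.23e-04) at 30 minutes. Arl4d, a small GTPase gene, had the largest rise in HIP at 30 minutes among genes averaging at least 30 counts, with 1.72 (SE 0.26, adjusted p = 0.00342). Dynll1, a dynein light chain gene, rose in HIP at 10 minutes by 1.09 (SE 0.12, adjusted p = 8.07e-04). In HIP NeuN- nuclei 18 of 14817 genes were higher and 33 lower at 10 minutes, and 177 and 175 at 30 minutes. In mPFC the numbers were 110 and 144 of 14878 at 10 minutes and 398 and 472 at 30 minutes. The genes higher in both regions numbered 6 at 10 minutes against 0.142 by chance (odds ratio 66.3, one-sided Fisher's exact test, p = 3.66e-09). At 30 minutes 120 were shared against 5.03 by chance (odds ratio 103, p = 2.75e-148 from the same exact test, over 13911 genes). Olfactory and vomeronasal receptor genes held 62.0 to 87.1 CPM in naive HIP libraries, 40.3 to 51.2 at 10 and 46.2 to 57.2 at 30 minutes, and in mPFC 50.5 to 54.6 in naive libraries and 36.9 to 39.6 at 30 minutes. In mPFC at 10 minutes CFC10 replicate 1 stood at 100.1 CPM and the others at 35.6 to 41.3, and without it 61 genes were higher and 95 lower. The HIP numbers rest on 3 naive libraries, and without naive replicate 3 the test called 35 genes higher and 26 lower at 30 minutes. Without CFC10 replicate 3 of HIP, 2 genes were higher and 1 lower at 10 minutes. Without naive replicate 1 of mPFC, 12 were higher and 16 lower at 10 minutes, and 201 were higher and 201 lower at 30 minutes. Shared genes were as few as 1 at 10 minutes, without that mPFC library, and 33 at 30 minutes, without naive replicate 3 of HIP. Across settings the higher genes ran in HIP from 6 (thinning) to 230 (no filter) at 10 and 103 to 519 (identical libraries counted as 2, DESeq2) at 30 minutes, and in mPFC from 59 (filterByExpr) to 292 at 10 and up to 755 at 30 minutes, the latter 2 with no filter. The call of Plekhf1 in HIP NeuN- nuclei at 10 minutes ended under the filterByExpr filter and thinning and in 7 of 11 runs without 1 library, and that of Arl4d in HIP NeuN- nuclei at 30 minutes under DESeq2.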

Non-neuronal nuclei also exhibited considerable transcriptional changes in response to CFC, but with more comparable numbers of upregulated genes between brain areas and with a large overlap occurring at 30 minutes (34 genes at 10 minutes and 242 genes at 30 minutes) (S3G Fig). 

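Dlg4, which encodes the scaffold protein PSD-95, rose in NeuN+ nuclei 30 minutes after CFC by a log2 fold change of 0.38 (SE 0.07, adjusted p = 0.00189) in HIP and 0.61 (SE 0.06, adjusted p = 2e-07) in mPFC, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Snap25, a gene of synaptic vesicle fusion, rose in mPFC by 0.32 (SE 0.04, adjusted p = 3.34e-06), and Shank1, another scaffold gene, rose in HIP by 0.21 (SE 0.04, adjusted p = 0.00674). Nptx1, which encodes a secreted protein that binds AMPA receptors, rose in HIP at 10 minutes by 0.33 (SE 0.07, adjusted p = 0.0102). Baiap2, a gene of the actin cytoskeleton in spines, rose by 0.28 (SE 0.06, adjusted p = 0.00582) in HIP and 0.77 (SE 0.06, adjusted p = 1.68e-09) in mPFC at 30 minutes. Among genes for glutamate receptors and synaptic scaffold in HIP, 4 of 34 tested were higher (7 higher and 3 lower adjusted over the list alone) at 10 minutes and 8 of 34 tested were higher and 1 lower (9 higher and 1 lower adjusted over the list alone) at 30 minutes. In mPFC, 12 of 34 tested were higher and 4 lower (14 higher and 6 lower adjusted over the list alone) at 10 minutes and 18 of 34 tested were higher and 6 lower (18 higher and 6 lower adjusted over the list alone) at 30 minutes. Among genes of the actin cytoskeleton in mPFC, 11 of 19 tested were higher and 1 lower (11 higher and 1 lower adjusted over the list alone) at 30 minutes, and in HIP 3 of 20 tested were higher (3 higher and 1 lower adjusted over the list alone). Among regulators of MAP kinase feedback in mPFC, 10 of 11 tested were higher (10 adjusted over the list alone) at 10 minutes, and in HIP 5 of 12 tested were higher and 1 lower (9 higher and 1 lower adjusted over the list alone). A few members of the list of splicing regulators also changed in mPFC at 30 minutes, where 6 of 24 tested were higher and 3 lower (6 higher and 3 lower adjusted over the list alone). Among all 13001 genes tested in mPFC, 1065 were higher and 813 lower at 10 minutes, and 1703 and 1510 at 30 minutes. In HIP the numbers were 338 and 266, and 582 and 482, of 12442. Calls in any list of genes occur at these rates, so the counts alone do not show a response of a list. The lists were written before the data were examined and do not equal the gene ontology terms. The calls of Snap25 in mPFC NeuN+ nuclei at 30 minutes, Shank1 and Baiap2 in HIP NeuN+ nuclei at 30 minutes and Nptx1 in HIP NeuN+ nuclei at 10 minutes ended under a fit of all libraries.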

Further, we found biological processes related to synaptic structure and function were amongst the most enriched GO categories in the upregulated genes of neurons–mirroring our γH2AX ChIP-Seq (Fig 1C). In contrast, neuronal downregulated genes had minimal enrichment for biological processes (a single significantly enriched term: “cell-cell adhesion via plasma-membrane adhesion molecules”; adjusted p-value = 2.4x10^-3^).

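Wnt9a, which encodes a secreted signaling protein, fell in HIP NeuN+ nuclei from 8.89 ± 1.87 CPM (SD, n = 4) to 3.30 ± 0.190 CPM (SD, n = 4) 30 minutes after CFC, a log2 fold change of -1.41 (SE 0.14, adjusted p = 7.93e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zfp46, a zinc finger gene, changed by -0.98 (SE 0.11, adjusted p = 3.38e-05) in HIP at 30 minutes and by -0.83 (SE 0.10, adjusted p = 2.19e-06) in mPFC at 10 minutes. Cstad, a gene of unsettled function, changed by -0.79 (SE 0.09, adjusted p = 3.46e-05) at 10 and -0.95 (SE 0.10, adjusted p = 7.93e-06) at 30 minutes in HIP. Vegfc, a growth factor gene of lymphatic vessels, changed by -0.86 (SE 0.12, adjusted p = 1.58e-05) in mPFC at 10 minutes, and Map3k21, a kinase gene, by -1.17 (SE 0.15, adjusted p = 2.73e-06) at 30 minutes. Genes lower at 10 minutes were long, with a median length of 66809 bp in HIP against 21406 bp for higher and 20288 bp for tested genes. In mPFC those medians were 78506, 27378 and 19093 bp. At 30 minutes the lower genes had a median of 39899 bp in HIP and 41363 bp in mPFC, below the 44741 and 43710 bp of the higher genes, and no test was made on these lengths. The median fall was -0.28 and -0.30 in HIP and -0.30 and -0.35 in mPFC at 10 and 30 minutes. Without CFC10 replicate 1 of HIP, 71 genes were lower at 10 minutes, and without CFC30 replicate 2, 263 were lower at 30 minutes. A fit of all libraries gave 111 and 285 lower genes in HIP.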

To assess the relationships between activity-induced DSBs and gene expression in the brain, we compared the ChIP-seq and RNA-seq data. First, examining a specific genomic locus of the ERG Arc revealed increases in γH2AX signal with concomitant upregulation in both neurons and non-neurons (Fig 1D). 

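Arc went from 4.64 ± 1.60 CPM (SD, n = 3) in naive mPFC NeuN+ nuclei to 65.2 ± 6.85 CPM (SD, n = 3) 10 minutes after CFC and 32.1 ± 3.12 CPM (SD, n = 3) at 30 minutes. These are log2 fold changes of 3.81 (SE 0.13, adjusted p = 9.62e-16) and 2.79 (SE 0.14, adjusted p = 2.62e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In mPFC NeuN- nuclei Arc rose by 1.03 (SE 0.14, adjusted p = 0.00432) and 1.09 (SE 0.14, adjusted p = 4.24e-04), and the change at 30 minutes was smaller there than in NeuN+ nuclei by 1.70 (SE 0.24, adjusted p = 1.68e-04). Arc rose in HIP NeuN+ nuclei by 2.20 (SE 0.15, adjusted p = 8.93e-09) and 1.16 (SE 0.17, adjusted p = 3.09e-04). It went in HIP NeuN- nuclei from 6.35 ± 0.773 CPM (SD, n = 3) to 8.33 ± 1.83 CPM (SD, n = 4) at 10 minutes, and its changes of 0.38 (SE 0.17, adjusted p = 0.319) and 0.24 (SE 0.18, adjusted p = 0.545) did not pass the threshold. The γH2AX rise at Arc is a single value per region in the files used, so it was not tested against these changes.

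**Figure D2:**
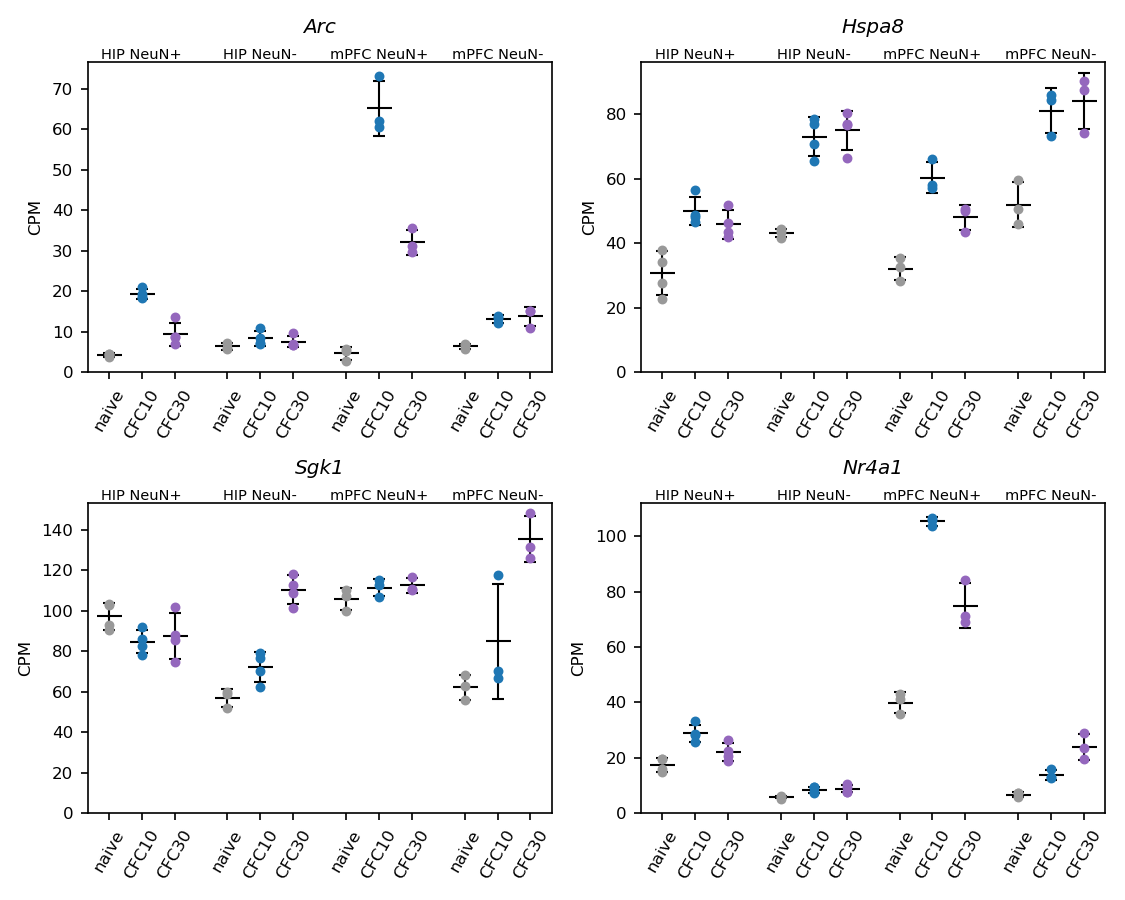
CPM of Arc, Hspa8, Sgk1 and Nr4a1 in NeuN+ and NeuN- nuclei of HIP and mPFC from naive mice and 10 and 30 minutes after CFC, each point a library and bars the mean ± SD. Arc stands above naive in mPFC NeuN+ nuclei at each time, and Sgk1 rises in NeuN- nuclei at 30 minutes.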

Globally, we find four categories of γH2AX-associated genes whose expression was altered after CFC: those upregulated exclusively in neurons (56 HIP and 114 mPFC), genes upregulated in both neurons and non-neurons (12 HIP and 28 mPFC), genes upregulated specifically in non-neurons (19 HIP and 12 mPFC), and a small subset of downregulated genes (16 HIP and 15 mPFC) (categories denoted by “Differential Grouping” row) (Fig 1E and 1F). 

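Nr4a1 was upregulated in both fractions, by a log2 fold change at 30 minutes of 0.35 (SE 0.11, adjusted p = 0.0438) in HIP NeuN+, 0.61 (SE 0.15, adjusted p = 0.0422) in HIP NeuN-, 0.91 (SE 0.07, adjusted p = 7.25e-09) in mPFC NeuN+ and 1.84 (SE 0.15, adjusted p = 6.57e-06) in mPFC NeuN- nuclei, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Glul, which encodes glutamine synthetase, was called in HIP NeuN- nuclei alone, at 0.34 (SE 0.06, adjusted p = 0.00926) at 30 minutes. Polr3e, a subunit gene of RNA polymerase III, was called in NeuN- nuclei of both regions, at 0.49 (SE 0.09, adjusted p = 0.0106) in HIP and 0.48 (SE 0.09, adjusted p = 0.00638) in mPFC. Its rise at 30 minutes was larger in NeuN- than in NeuN+ nuclei by 0.56 (SE 0.12, adjusted p = 0.0318) in HIP and 0.62 (SE 0.11, adjusted p = 0.00151) in mPFC, and chance cannot be excluded for the number of genes with such a difference in HIP. Among HIP peak genes, 54 were higher in NeuN+ nuclei alone, 7 in both fractions, 6 in NeuN- nuclei alone, and 15 were lower and never higher. The corresponding mPFC numbers were 118, 28, 7 and 17. The HIP genes of both fractions were Hspa8, Per1, Nr4a1, Hspa5, Dnaja1, Klf9 and Mat2a, and those of NeuN- nuclei alone Dynll1, Sgk1, Glul, Polr3e, Kcnn2 and Zbtb18. Peak genes without any call numbered 224 of 306 in HIP (73.2%) and 113 of 283 in mPFC (39.9%). Being called in 1 fraction does not show a difference between fractions, which was tested gene by gene only at 30 minutes. Genes of both fractions in HIP ran from 2 without NeuN- naive replicate 1 to 9 without NeuN- CFC10 replicate 1, and those of NeuN- nuclei alone from 3 without NeuN- naive replicate 2 to 10 without NeuN- CFC10 replicate 1. In mPFC both fractions shared 16 without NeuN- naive replicate 1, and NeuN- nuclei alone held 12 without NeuN+ naive replicate 1. NeuN+ alone and NeuN- alone stood in HIP at 21 and 18 in a fit of all libraries, 68 and 16 with no filter, 47 and 18 with the identical libraries counted as 2, and 16 and 3 for peaks with -log10 q of at least 10, with 21 and 1 in both fractions under no filter and for these peaks. In mPFC they stood at 85 and 15 in a fit of all libraries and 77 and 4 for these peaks. The call of Nr4a1 in HIP NeuN+ nuclei at 30 minutes ended under a fit of all libraries and thinning and in 6 of 12 runs without 1 library, that of Nr4a1 in HIP NeuN- nuclei at 30 minutes under the filterByExpr filter and thinning and in 6 of 11 runs without 1 library, and those of Glul and Polr3e in HIP NeuN- nuclei at 30 minutes in 1 of 11 runs without 1 library.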

Overall, we find transcriptional changes are more strongly associated with γH2AX in the brain than anticipated. Previously, we observed twenty gene-associated γH2AX loci following stimulation of cultured neurons [3], while in the HIP and mPFC we see more than 100–150 gene-associated γH2AX loci that are transcriptionally induced (Fig 1E and 1F).

### Activity-dependent genes are a source of DNA breaks in the brain

We next sought to understand the overlap between CFC-upregulated genes and γH2AX peaks. 

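Ntrk2, which encodes the receptor TrkB, rose in mPFC NeuN+ nuclei by a log2 fold change of 0.66 (SE 0.05, adjusted p = 7.77e-10) at 10 and 0.70 (SE 0.05, adjusted p = 3.65e-10) at 30 minutes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and carries a peak in mPFC. Klf9, a transcription factor gene, rose in mPFC by 0.57 (SE 0.07, adjusted p = 2.84e-06) and 0.60 (SE 0.07, adjusted p = 4.95e-07) and carries a peak in both regions. In mPFC NeuN+ nuclei 128 of the 1065 genes higher at 10 minutes held a peak (12.0%), against 2.10% of all tested genes (odds ratio 11.1, one-sided Fisher's exact test, p = 4.15e-67). At 30 minutes 123 of 1703 did (odds ratio 5.79, exact p = 3.15e-39). The odds ratio was 3.91 when the background was limited to the expression range of peak genes (exact p = 2.13e-23). In HIP NeuN+ nuclei 41 of 338 genes at 10 minutes (12.1%, odds ratio 6.41, exact p = 4.17e-18) and 40 of 582 at 30 minutes (6.87%, odds ratio 3.35, exact p = 1.26e-09) held a peak. Seen from the peaks, 46.9% of tested mPFC peak genes and 13.9% of HIP peak genes were higher at 10 minutes. Without CFC10 replicate 1 of HIP NeuN+ nuclei the odds ratio at 10 minutes there was 10.8, and with no filter each of the 4 odds ratios was over 1.5 times larger. Genes are not independent, so these p-values describe the overlap in these genes.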

Overall, we found that γH2AX peaks were over-represented with genes upregulated by fear learning, particularly in the mPFC where we saw higher induction of gene expression (Fig 2A and S4A Fig). However, absolute transcription level is known to correlate with DSBs in both human and mouse cells [29–31]. By binning all expressed genes at the CFC30’ time point in the mPFC by expression level, we observed that genes with higher RNA expression had higher γH2AX levels in the gene body (S4B Fig). This potentially explains some of the ~55% of the γH2AX-associated genes in the mPFC and ~80% in the HIP that are non-responsive to CFC (Fig 2A).

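Gapdh, a metabolic housekeeping gene with a peak in both regions, had log2 fold changes of 0.02 in HIP and 0.01 in mPFC NeuN+ nuclei at 30 minutes (adjusted p = 0.948 and 0.987 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gria2 had -0.09 and -0.08 (adjusted p = 0.236 and 0.18), and Neurod2 -0.02 and 0.11 (adjusted p = 0.927 and 0.542). Of mPFC peak genes, 137 of 283 (48.4%) were not higher in NeuN+ nuclei at either time. Of HIP peak genes, 245 of 306 (80.1%) were not. These shares include peak genes that the filter on FPKM left untested, and a gene that did not pass the test is not shown to be unchanged.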

**Fig 2:**
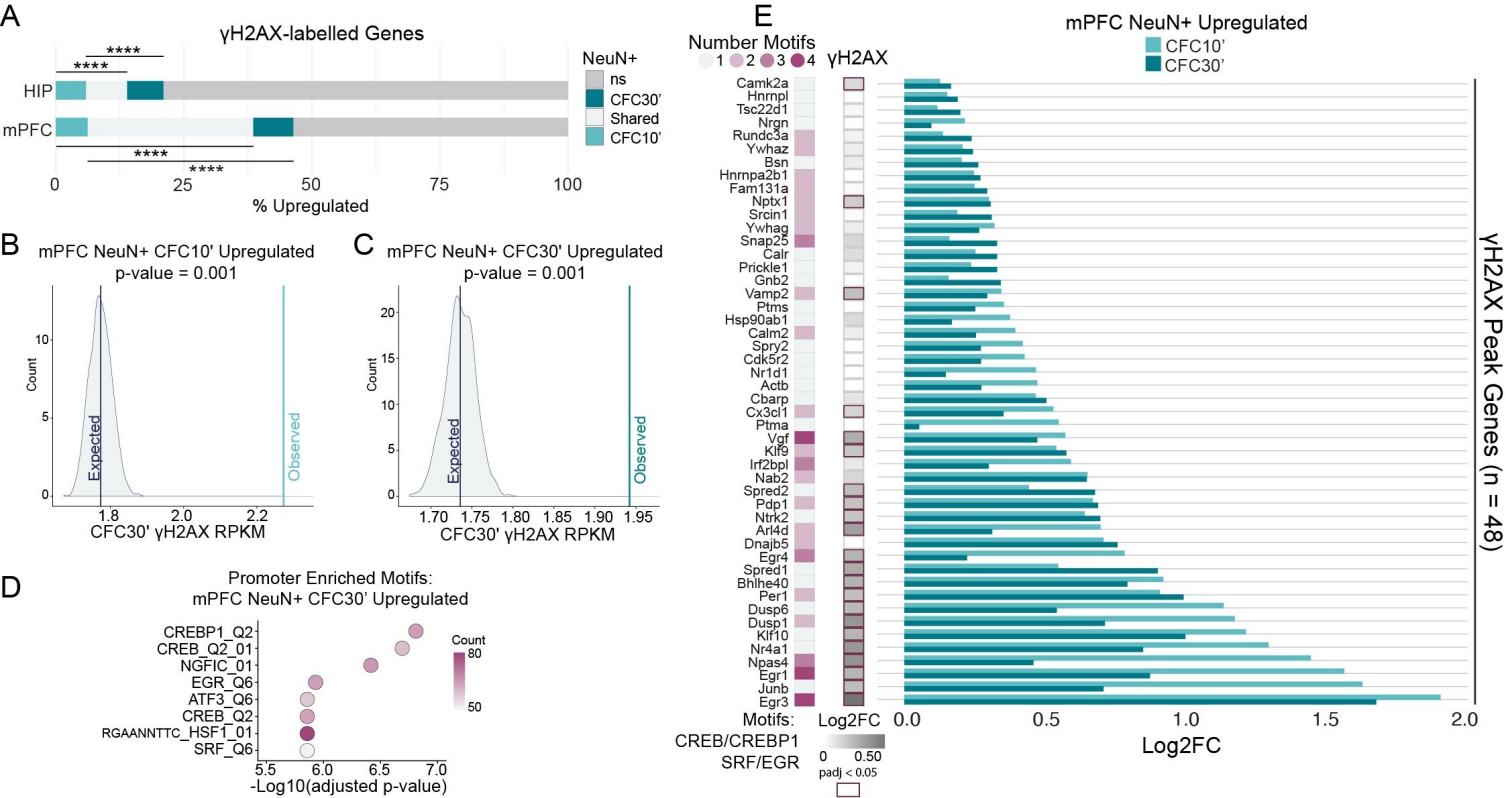
Activity-dependent genes are a source of DNA breaks in the brain. (A) Percent overlap between genes containing a γH2AX peak and those that were upregulated (padj < 0.05) in neuronal nuclei after CFC. Hypergeometric distribution test; **** P <0.0001. (B-C) Permutation testing to assess whether CFC-upregulated genes at 10 minutes (B) or 30 minutes (C) have greater than expected γH2AX intensity, accounting for RNA expression level at the same time point (CFC30’). Distributions show the mean γH2AX intensity (RPKM) for 1000 permutations of random sampling, binned by RNA expression level (FPKM). Lines are the mean γH2AX RPKM of either all permutations (‘Expected’), or genes upregulated at the specified time point (‘Observed’). (D) Top 8 enriched promoter motifs for the genes upregulated in neuronal nuclei from mPFC 30 minutes after CFC (Log2FC >0 & FDR < 0.05). Using the “Transcription Factor Targets” (TFT) gene set from the molecular signatures database (MSigDB). (E) Select activity-associated motifs at the promoters of 48 upregulated genes with DSBs. Left, number of the specified motifs associated with each gene’s promoter. Center, γH2AX Log2FC, right, fold change observed after CFC in mPFC NeuN+ nuclei. Using the TFT gene sets from MSigDB for each transcription factor motif.

We next asked whether upregulated genes have higher amounts of γH2AX than can be explained simply by their transcription level alone. Using permutation testing, we binned neuronal upregulated genes by RNA expression level, and these bins were then used for random sampling without replacement from all expressed genes. We found upregulated genes have higher γH2AX intensity than would be expected by their transcriptional level (Fig 2B and 2C and S4C Fig). 

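Homer1 had a rise in RNA of 0.95 at 10 and 1.63 at 30 minutes in mPFC NeuN+ nuclei (log2) beside the paper's γH2AX log2 fold change of 0.69. Actb, which encodes cytoplasmic actin, rose by 0.53 and 0.29 while the paper's γH2AX value was -0.03. Such fold changes do not measure γH2AX against the level of expression. Because the deposited lists hold peaks and no intensities, genes with a peak were counted among upregulated genes and among random genes drawn from the same bins of expression. The lists combine naive and CFC peaks, so these counts do not measure a change in γH2AX. In mPFC NeuN+ nuclei 128 genes higher at 10 minutes held a peak, where 48.2 ± 5.85 (SD over 10000 draws) were drawn. At 30 minutes 123 did, where 70.1 ± 6.73 were drawn. In HIP the observed numbers were 41 and 40 at 10 and 30 minutes, and the draws gave 10.6 ± 3.00 and 22.8 ± 4.32. The permutation p was 0.0001, the smallest that the draws can give, in every case except HIP at 30 minutes (p = 0.0002). Expression was the mean FPKM at 30 minutes weighted 60% to NeuN+ and 40% to NeuN- nuclei. The call of Actb in mPFC NeuN+ nuclei at 30 minutes ended under a fit of all libraries and thinning and in 2 of 9 runs without 1 library.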

Further, the more rapid the induction (CFC 10 minutes) the greater the discrepancy between the observed and the expected γH2AX level (Fig 2B and 2C). Thus, while many of the observed sites of DSBs may reflect high expression levels, as exemplified by non-induced highly expressed housekeeping genes like histone genes or neuronal lineage genes (S2 Table), gene induction also appears to correlate with increased γH2AX.

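The ratio of observed to drawn peak genes was 3.88 in HIP and 2.66 in mPFC for genes upregulated at 10 minutes, such as Npas4 and Fosb. For genes upregulated at 30 minutes it was 1.75 in HIP and 1.75 in mPFC. With bins of both expression and gene length the ratios were 4.48 and 3.23 at 10 minutes and 2.30 and 2.16 at 30 minutes. Without CFC10 replicate 1 of HIP the HIP ratio at 10 minutes was 5.90. The difference between the times was not itself tested, and genes such as Arc, Dusp5 and Per1 belong to the sets of both times.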

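Among genes with a peak in mPFC, those with the larger change in γH2AX had the larger change in NeuN+ RNA at 30 minutes, with Homer1 and Arc near the top of both. Across 236 genes that were alone at their peak, the Spearman's rho was 0.728 and the Pearson's r 0.736 between the paper's γH2AX log2 fold change and the RNA log2 fold change. The HIP NeuN+ values were 0.466 and 0.395 across 254 genes. The permutation p of each rho was 1e-05, the smallest that the permutations can give (2e-05 adjusted over the 8 correlations computed). Against RNA of NeuN- nuclei the rho was 0.268 in HIP (permutation p = 3e-05, adjusted 4.8e-05) and 0.198 in mPFC (permutation p = 0.00258, adjusted 0.00258). The Pearson's r there was 0.362 in HIP and 0.356 in mPFC. These are correlations across genes of whole tissue γH2AX with RNA of sorted nuclei, and genes are not independent replicates. From the excess of γH2AX at upregulated genes, the paper proposes that gene induction, beside the level of expression, goes with increased γH2AX.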

To understand what pathways were mediating the rapid induction of gene expression following CFC in neurons, we searched for transcription factor motif overrepresentation at the promoters of differentially expressed genes, using the Molecular Signatures Database (MSigDB) [32]. Motifs from CREB/ATF family members, EGR family members, as well as SRF, were all enriched (Fig 2D and S5A–S5C Fig). These transcription factors are known to act downstream of cellular activation and calcium influx, including through MAPK signaling [23]. Examining all upregulated genes associated with CREB/ATF, EGR, and SRF motifs for the presence of γH2AX enrichment yields 48 genes in mPFC and 20 genes in HIP (Fig 2F and S5D Fig). 

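Fos, whose product forms the AP-1 transcription factor, went from 0.309 ± 0.273 CPM (SD, n = 3) to 7.97 ± 1.47 CPM (SD, n = 3) in mPFC NeuN+ nuclei 10 minutes after CFC, a log2 fold change of 4.66 (SE 0.33, adjusted p = 5.5e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Egr1, a zinc finger transcription factor gene, rose by 3.04 (SE 0.15, adjusted p = 1.92e-12) at 10 and 1.88 (SE 0.17, adjusted p = 3.12e-08) at 30 minutes in mPFC, and by 2.25 (SE 0.18, adjusted p = 1.62e-07) and 0.77 (SE 0.23, adjusted p = 0.0363) in HIP. Npas4 rose in mPFC by 2.58 (SE 0.14, adjusted p = 3.05e-12) and 0.93 (SE 0.16, adjusted p = 1.52e-04), and Nr4a1 by 1.40 (SE 0.07, adjusted p = 2.09e-12) at 10 minutes. Smaller rises at 10 minutes were those of Ntrk2 in HIP (0.30 (SE 0.05, adjusted p = 7.77e-04)) and Actb in HIP (0.32 (SE 0.09, adjusted p = 0.0435)), the latter no longer called in a fit of all libraries, with thinned counts or in 8 of 12 runs without 1 library. Among early response genes in mPFC NeuN+ nuclei, 29 of 31 tested were higher (29 higher and 1 lower adjusted over the list alone) at 10 minutes and 25 of 31 tested were higher and 1 lower (27 higher and 1 lower adjusted over the list alone) at 30 minutes. In HIP, 22 of 29 tested were higher (25 adjusted over the list alone) at 10 minutes and 16 of 29 tested were higher (16 adjusted over the list alone) at 30 minutes. As a set against other genes, camera gave adjusted p = 2.37e-31 in mPFC and 1.6e-29 in HIP at 10 minutes, and adjusted p = 0.0245 and 0.0108 with an estimated correlation. At 30 minutes it gave 4.02e-17 and 1.55e-11, and adjusted p = 0.0716 and 0.0618 with an estimated correlation, past the threshold no longer. The call of Egr1 in HIP NeuN+ nuclei at 30 minutes ended under a fit of all libraries and in 4 of 12 runs without 1 library. Shrinking the fold changes turned the change of Egr1 in HIP NeuN+ nuclei at 30 minutes to -0.109 and of Npas4 in mPFC NeuN+ nuclei at 30 minutes to -0.076. Both were rises without shrinking, and the cause of these turns was not tested.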

Importantly, a number of these activity regulated genes, such as *Npas4*, *Fos*, *Nr4a1*, *Actb*, *Ntrk2*, and *Egr1* are known to be targets of these transcription factors, and are essential for efficient memory formation after CFC [13, 33–37]. 

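1700016P03Rik, the host transcript of the microRNAs mir212 and mir132, rose in mPFC NeuN+ nuclei by a log2 fold change of 2.94 (SE 0.15) at 10 and 3.08 (SE 0.15) at 30 minutes. Its rises in HIP NeuN+ nuclei were 2.13 (SE 0.13) and 2.07 (SE 0.14), and in mPFC NeuN- nuclei it rose by 2.36 (SE 0.51) at 30 minutes. Each of these 5 rises had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its peak lay on chromosome 11 of GRCm38 at 75169952 to 75182738 in mPFC, with the paper's γH2AX log2 fold change of 0.57 (the paper's adjusted p = 5.01e-07). Another gene covers part of its length, so part of its count may belong to that gene.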

Other genes that fit the same category, including *Arc* and *1700016P03Rik* (mir212/mir132) were not included because their regulatory motifs are not in the close vicinity of the TSS [38–40].

Having established a connection between rapid gene induction and γH2AX foci in the brain, we next wanted to understand if any of our DSBs are likely to correspond to late response genes, the second wave of genes induced following stimulation [41]. We compared the observations in the mPFC to a published single-cell RNA-Seq dataset which measured cell-type-specific induction of early-response genes (n = 350) and late-response genes (n = 251) after light stimulation of the visual cortex [42]. We found that the rapidly induced early-response genes are enriched with our mPFC DSB-labeled genes (S6 Fig), with *Tuba1a* the only γH2AX site that is exclusively upregulated at the late-response time point (S6 Fig). This suggests that we are not missing DSBs that occurred at late response genes and recapitulates our nuclear RNA-Seq findings with single cell mRNA. 

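Tuba1a, a tubulin gene, had log2 fold changes of 0.12 (SE 0.14, adjusted p = 0.643) at 10 and -0.25 (SE 0.15, adjusted p = 0.244) at 30 minutes in mPFC NeuN+ nuclei, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and another gene covers 96.1% of its length. Bdnf, a neurotrophin gene of the later wave, already rose by 0.82 (SE 0.11, adjusted p = 9.8e-06) at 10 and 1.01 (SE 0.10, adjusted p = 1.47e-07) at 30 minutes. Nptx2, which encodes a protein that clusters AMPA receptors, rose by 1.40 (SE 0.13, adjusted p = 7.89e-08) and 1.02 (SE 0.14, adjusted p = 4.96e-06), and Pcsk1 by 1.28 (SE 0.10, adjusted p = 7.25e-09) at 30 minutes. Among late response genes in mPFC NeuN+ nuclei, 7 of 12 tested were higher (9 adjusted over the list alone) at 10 minutes and 9 of 12 tested were higher (10 adjusted over the list alone) at 30 minutes. Of the same list in HIP NeuN+ nuclei, 3 of 11 tested were higher (4 adjusted over the list alone) at 30 minutes. The list is not the set of the published single-cell study, and no time after 30 minutes was sampled.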

Altogether, these results indicate that DSB formation is more widespread in the brain than previously documented and is associated with an important subset of transcriptionally upregulated genes following CFC.

### Fear learning induces a proteostasis response in neurons and non-neurons

We observed a number of γH2AX-associated genes whose expression was altered after CFC in both neurons and non-neurons (Fig 1E). These included early genes (e.g., *Arc*, *Egr1*) and chaperones (e.g., *Hsp90ab1*, *Hspa8*). 

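Egr1 rose in mPFC NeuN- nuclei by a log2 fold change of 1.75 (SE 0.29, adjusted p = 0.0104) at 10 and 1.77 (SE 0.29, adjusted p = 0.00219) at 30 minutes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its changes in HIP NeuN- nuclei, 1.35 (SE 0.30, adjusted p = 0.0726) and 1.10 (SE 0.31, adjusted p = 0.0734), did not pass the threshold. Hsp90ab1, which encodes a constitutive HSP90 chaperone, rose in mPFC NeuN- nuclei from 60.6 ± 8.41 CPM (SD, n = 3) to 99.2 ± 7.66 CPM (SD, n = 3) at 30 minutes, by 0.71 (SE 0.10, adjusted p = 9.68e-04). In mPFC NeuN+ nuclei Hsp90ab1 rose by 0.40 (SE 0.07, adjusted p = 4.71e-04) at 10 minutes, and its change at 30 minutes was 0.16 (SE 0.07, adjusted p = 0.119). In HIP its changes at 30 minutes were 0.30 (SE 0.11, adjusted p = 0.113) in NeuN+ and 0.52 (SE 0.13, adjusted p = 0.0516) in NeuN- nuclei. The call of Egr1 in mPFC NeuN- nuclei at 10 minutes ended under DESeq2 and in 3 of 9 runs without 1 library.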

We had also observed the heat shock transcription factor HSF1, which induces genes in response to protein folding stress [43], enriched in the promoters of neuronal upregulated genes in both HIP and mPFC (Fig 2D and S5A and S5C Fig). Transcription factor motif analysis of the promoters of genes upregulated in non-neuronal nuclei 30 minutes after CFC yielded both HSF1 and the activity-regulated transcription factor CREB, as in neurons (Fig 3A). Indeed, a number of the CFC-induced genes in non-neuronal nuclei appear to be activity-regulated (S7A Fig). 

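Nr4a2, an orphan nuclear receptor gene, rose in mPFC NeuN- nuclei 30 minutes after CFC by a log2 fold change of 2.70 (SE 0.20, adjusted p = 2.3e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Klf4, a transcription factor gene, rose there by 2.18 (SE 0.52, adjusted p = 0.0224), and Fosl2, of the Fos family, by 2.31 (SE 0.22, adjusted p = 1.92e-05). Sik1 rose by 2.64 (SE 0.25, adjusted p = 1.83e-05) in mPFC and 1.30 (SE 0.25, adjusted p = 0.0139) in HIP NeuN- nuclei, and Gem, a small GTPase gene, by 2.27 (SE 0.20, adjusted p = 8.79e-06) and 1.11 (SE 0.26, adjusted p = 0.0336). Fos rose in mPFC NeuN- nuclei by 3.48 (SE 0.37, adjusted p = 0.00106) at 10 and 3.32 (SE 0.38, adjusted p = 1.16e-04) at 30 minutes. Among early response genes in mPFC NeuN- nuclei, 6 of 28 tested were higher (11 adjusted over the list alone) at 10 minutes and 15 of 28 tested were higher (17 adjusted over the list alone) at 30 minutes. In HIP NeuN- nuclei, 1 of 27 tested was higher (4 adjusted over the list alone) at 10 minutes and 5 of 27 tested were higher (8 adjusted over the list alone) at 30 minutes. For the set at 30 minutes camera gave adjusted p = 2.45e-13 in mPFC and 1.7e-06 in HIP, and adjusted p = 0.188 and 0.390 with an estimated correlation. Olfactory and vomeronasal receptor genes held 62.0 to 87.1 CPM in naive and 46.2 to 57.2 in CFC30 libraries of HIP NeuN- nuclei, and 50.5 to 54.6 and 36.9 to 39.6 in mPFC. The first pair of camera values preset the correlation between genes at 0.01, and the second estimated it from residuals of the libraries. Which serves this list better was not tested, and the set passes the threshold only under the first. The fraction mixes glia with vascular and other cells, and it holds some RNA of neuron markers, whose source was not tested. The call of Klf4 in mPFC NeuN- nuclei at 30 minutes ended in 4 of 9 runs without 1 library, that of Sik1 in HIP NeuN- nuclei at 30 minutes in 4 of 11 runs without 1 library, that of Gem in HIP NeuN- nuclei at 30 minutes under DESeq2 and thinning and in 5 of 11 runs without 1 library, and those of Fos in mPFC NeuN- nuclei at 10 minutes and Fos in mPFC NeuN- nuclei at 30 minutes under DESeq2.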

Activation of astrocytes during learning is known to be important for memory formation [44], and these rapid transcriptional responses mediated by activity-regulated transcription factors may reflect an important role of glia in the response to fear learning. We next examined clustering of the top GO terms from these non-neuronal genes and found biological processes related to protein folding, hormone response, metabolism, and signaling (Fig 3B and S7B and S7C Fig). This indicates that CFC elicits a protein folding response and cellular activity-regulated response which is shared by multiple cell types. 

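Hspa8 went from 43.2 ± 1.30 CPM (SD, n = 3) in naive HIP NeuN- nuclei to 75.0 ± 6.03 CPM (SD, n = 4) 30 minutes after CFC, a log2 fold change of 0.80 (SE 0.08, adjusted p = 2.04e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its rise at 10 minutes was 0.70 (SE 0.11, adjusted p = 8.18e-04) in HIP NeuN+, 0.76 (SE 0.08, adjusted p = 8.07e-04) in HIP NeuN-, 0.91 (SE 0.08, adjusted p = 2.79e-08) in mPFC NeuN+ and 0.64 (SE 0.10, adjusted p = 0.00884) in mPFC NeuN- nuclei. At 30 minutes Hspa8 was raised by 0.58 (SE 0.11, adjusted p = 0.00236) in HIP NeuN+, 0.58 (SE 0.08, adjusted p = 9.71e-06) in mPFC NeuN+ and 0.69 (SE 0.10, adjusted p = 9.68e-04) in mPFC NeuN- nuclei. The peak at Hspa8 was scored after CFC and not in naive tissue in mPFC, with the paper's γH2AX log2 fold change of 0.54 (the paper's adjusted p = 3.09e-06). In HIP that value was 0.42 (the paper's adjusted p = 0.00266). The call of Hspa8 in mPFC NeuN- nuclei at 10 minutes ended in 2 of 9 runs without 1 library.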

Inspecting signal tracks for the HSP70 family member *Hspa8* highlighted this relationship, showing the presence of an inducible γH2AX peak (S1B Fig) and increased RNA expression after CFC in both neurons and non-neurons (Fig 3C). Confirming increased HSF1 activity following CFC, we found increased nuclear HSF1 in neurons and non-neurons following CFC, and increased binding of HSF1 to the promoters of Hsp90ab1 and Hspa8 (S8A and S8B Fig).

**Fig 3:**
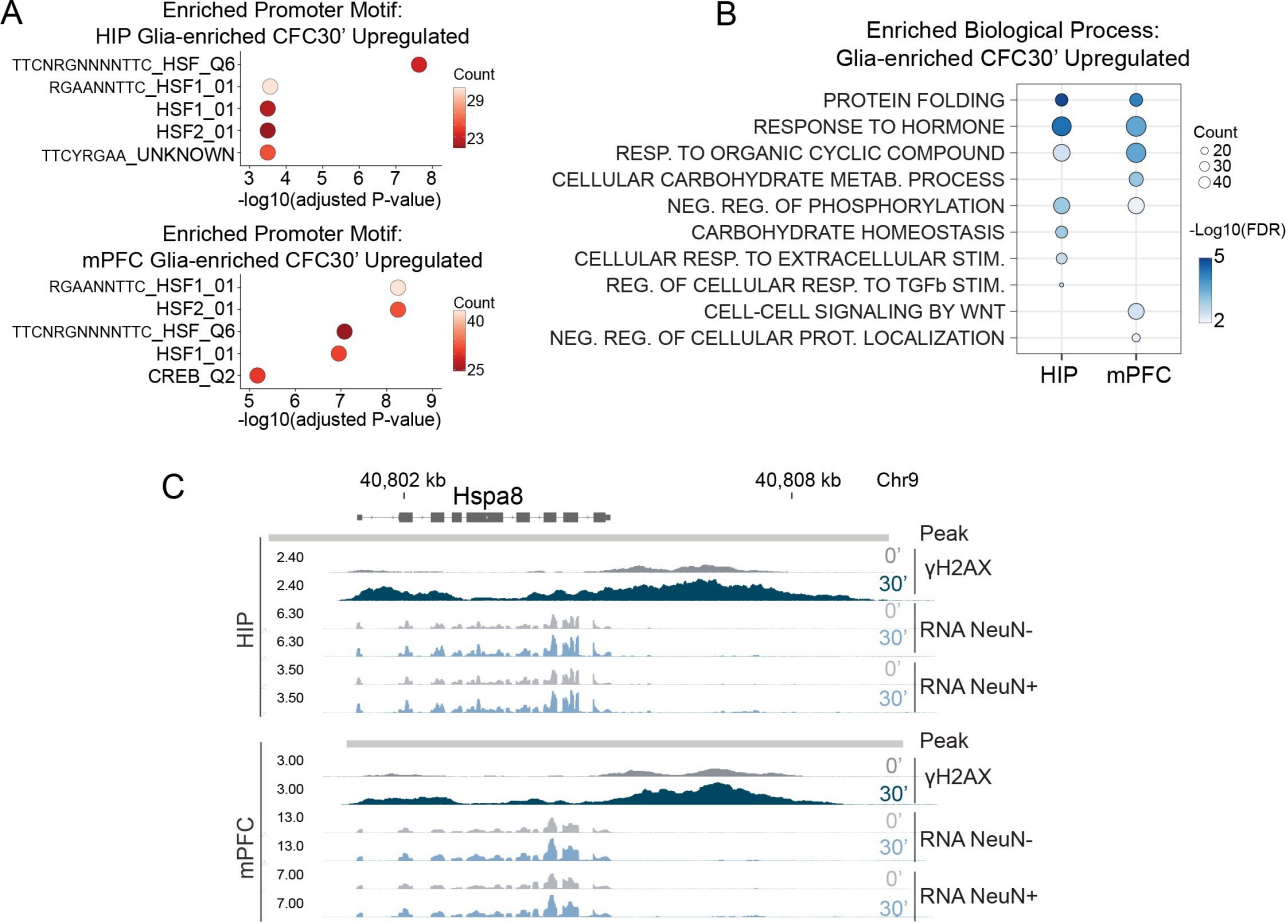
Fear learning induces a proteostasis response in neurons and non-neurons. (A) Top 5 enriched promoter motifs at the genes upregulated in HIP NeuN- nuclei (top) and mPFC NeuN- nuclei (bottom) 30 minutes after CFC. Using the TFT gene sets from MSigDB for each transcription factor motif. (B) Ten representative top enriched biological processes for non-neuronal nuclei 30 minutes after CFC. Enrichment for the 426 upregulated genes in HIP and 511 upregulated genes in mPFC. Over-representation analysis with GO category “Biological Process.” (C) Genome browser tracks for the chaperone *Hspa8*.

In HIP and mPFC we found multiple genes with γH2AX peaks that were induced after CFC and which are potential HSF1 targets because of promoter HSF1 binding following heat shock in mouse embryonic fibroblasts [45] (HIP: *Hspa8*, *Baiap2*, *Sh3gl1*, *Dnaja1*, *Hsp90ab1*, *Dynll1*, *Mbp*, *Ywhah*, *Dnajb5*, *Ddit4*, *Prkag2*, *Gse1*, *Ptk2b*, *Arpc2*, *Ywhag*; mPFC: *Tcf4*, *Hspa8*, *Baiap2*, *Hsp90ab1*, *Hnrnpa2b1*, *Gfod1*, *Lncpint*, *Ywhah*, *Dnajb5*, *Ddit4*, *Ywhag*). 

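Dnajb5, which encodes an HSP40 co-chaperone, rose in NeuN+ nuclei by a log2 fold change of 0.63 (SE 0.08, adjusted p = 6.63e-05) at 10 minutes in HIP and 1.01 (SE 0.11, adjusted p = 2.26e-07) at 30 minutes in mPFC, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dnaja1, another co-chaperone gene, rose at 10 minutes by 0.35 (SE 0.06, adjusted p = 0.00183) in HIP and 0.49 (SE 0.08, adjusted p = 1.1e-04) in mPFC NeuN+ nuclei, and by 0.51 (SE 0.12, adjusted p = 0.0333) at 30 minutes in HIP NeuN- nuclei. Baiap2 rose at 10 minutes in mPFC NeuN+ nuclei by 0.43 (SE 0.06, adjusted p = 1.52e-05). Among the HSF1 candidates that the paper names for HIP, 7 of 15 tested were higher (14 adjusted over the list alone) at 10 minutes in HIP NeuN+ nuclei and 7 of 15 tested were higher (13 adjusted over the list alone) at 30 minutes. In HIP NeuN- nuclei, 3 of 15 tested were higher (8 adjusted over the list alone) at 30 minutes. Among those it names for mPFC, 9 of 10 tested were higher (9 adjusted over the list alone) at 10 minutes in mPFC NeuN+ nuclei, and in mPFC NeuN- nuclei 4 of 11 tested were higher (6 adjusted over the list alone) at 30 minutes. Counting any of the 4 comparisons of a region, 11 of the 15 HIP genes and 10 of the 11 mPFC genes were higher. The study chose these genes on these samples, so the numbers are not independent evidence. The call of Dnaja1 in HIP NeuN- nuclei at 30 minutes ended in 5 of 11 runs without 1 library.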

We also identified ATF6, which functions as part of the unfolded protein response (UPR) and facilitates protein quality control in the endoplasmic reticulum [46], as a potential regulator of additional genes. 

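Hspa5, which encodes the chaperone GRP78 of the endoplasmic reticulum, rose in NeuN+ nuclei at 30 minutes by a log2 fold change of 0.44 (SE 0.09, adjusted p = 0.00384) in HIP and 0.52 (SE 0.10, adjusted p = 3.48e-04) in mPFC, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In NeuN- nuclei its rise at 30 minutes was 0.42 (SE 0.10, adjusted p = 0.0333) in HIP and 0.56 (SE 0.08, adjusted p = 0.00107) in mPFC. Calr, the calreticulin gene, rose at 30 minutes by 0.26 (SE 0.07, adjusted p = 0.0152) in HIP NeuN+, 0.33 (SE 0.07, adjusted p = 5.33e-04) in mPFC NeuN+ and 0.30 (SE 0.08, adjusted p = 0.0408) in mPFC NeuN- nuclei. Xbp1 rose in mPFC NeuN+ nuclei by 0.48 (SE 0.12, adjusted p = 0.00566) at 10 minutes, while its change in HIP NeuN+ nuclei was 0.38 (SE 0.14, adjusted p = 0.119). Ywhaz, which encodes a 14-3-3 protein, rose by 0.23 (SE 0.06, adjusted p = 0.00316) in mPFC NeuN+ nuclei at 30 minutes, and Atp2b1, a calcium pump gene, by 0.14 (SE 0.04, adjusted p = 0.00979). Their changes in HIP NeuN+ nuclei at 30 minutes were -0.06 (SE 0.04, adjusted p = 0.443) and -0.05 (SE 0.06, adjusted p = 0.636). Among these genes in mPFC NeuN+ nuclei, 5 of 5 tested were higher (5 adjusted over the list alone) at 30 minutes, and in mPFC NeuN- nuclei 2 of 5 tested were higher (4 adjusted over the list alone). In HIP NeuN+ nuclei, 2 of 5 tested were higher (2 adjusted over the list alone), and in HIP NeuN- nuclei 1 of 5 tested was higher (2 adjusted over the list alone). The paper chose the list with these samples in view, which makes it no independent evidence, and the smaller number in NeuN- nuclei was not tested as a difference. The call of Hspa5 in HIP NeuN- nuclei at 30 minutes ended under a replicate block and in 5 of 11 runs without 1 library, that of Calr in HIP NeuN+ nuclei at 30 minutes in 2 of 12 runs without 1 library, that of Calr in mPFC NeuN- nuclei at 30 minutes under the filterByExpr filter and thinning and in 6 of 9 runs without 1 library, that of Xbp1 in mPFC NeuN+ nuclei at 10 minutes under thinning, and that of Atp2b1 in mPFC NeuN+ nuclei at 30 minutes under a fit of all libraries and thinning.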

Known ATF6 targets such as *Hspa5* (Grp78) [47], *Calr* [47], *Xbp1* [48], and others (*Ywhaz*, *Atp2b1*) [49], were enriched with γH2AX peaks and upregulated in neurons and to a lesser degree non-neurons. These findings indicate that CFC generates a rapid proteostasis response in both neurons and non-neurons, with induced genes constituting sites of DNA breaks.

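Hsph1, which encodes an HSP110 chaperone, rose at 30 minutes by a log2 fold change of 1.00 (SE 0.08, adjusted p = 9.54e-09) in mPFC NeuN+ and 1.12 (SE 0.15, adjusted p = 5.44e-04) in mPFC NeuN- nuclei, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Chordc1, a co-chaperone gene of HSP90, rose in HIP NeuN- nuclei by 0.48 (SE 0.08, adjusted p = 0.0067). Pdia6, which encodes a disulfide isomerase, rose by 0.50 (SE 0.09, adjusted p = 0.00133) in HIP NeuN+ and 0.47 (SE 0.09, adjusted p = 0.0079) in mPFC NeuN- nuclei. Among heat shock chaperones in NeuN+ nuclei at 30 minutes, 9 of 22 tested were higher (16 higher and 1 lower adjusted over the list alone) in HIP and 10 of 22 tested were higher (10 adjusted over the list alone) in mPFC. In NeuN- nuclei, 10 of 25 tested were higher (19 higher and 1 lower adjusted over the list alone) in HIP and 17 of 26 tested were higher (19 higher and 1 lower adjusted over the list alone) in mPFC. Among genes of the unfolded protein response, 8 of 22 tested were higher (11 adjusted over the list alone) in HIP NeuN+ and 15 of 22 tested were higher (16 adjusted over the list alone) in mPFC NeuN+ nuclei. In NeuN- nuclei, 1 of 23 tested was higher (10 adjusted over the list alone) in HIP and 9 of 23 tested were higher (15 adjusted over the list alone) in mPFC. For heat shock chaperones in NeuN- nuclei camera gave adjusted p = 9.12e-14 in HIP and 3.51e-13 in mPFC, and adjusted p = 0.148 and 0.188 with an estimated correlation. The NeuN- libraries at 30 minutes also held fewer olfactory and vomeronasal receptor counts than naive ones, 46.2 to 57.2 against 62.0 to 87.1 CPM in HIP and 36.9 to 39.6 against 50.5 to 54.6 in mPFC. For the unfolded protein response in NeuN+ nuclei camera gave 2.48e-06 and 7.15e-08, and adjusted p = 0.0618 and 0.0928 with an estimated correlation. From the peaks at induced chaperone genes, HSF1 binding and these changes, the paper concludes that CFC generates a proteostasis response in both cell classes and that its induced genes are sites of breaks. The call of Pdia6 in mPFC NeuN- nuclei at 30 minutes ended in 1 of 9 runs without 1 library.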

### Glucocorticoid-regulated genes are sites of DNA double-strand breaks

‘Response to hormone’ was one of the top enriched biological processes observed amongst the CFC-induced genes in non-neuronal nuclei (Fig 3B) as well as the γH2AX peaks (Fig 1B). 

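Sgk1 went from 62.3 ± 6.24 CPM (SD, n = 3) in naive mPFC NeuN- nuclei to 135 ± 11.5 CPM (SD, n = 3) 30 minutes after CFC, a log2 fold change of 1.12 (SE 0.16, adjusted p = 8.8e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It rose in HIP NeuN- nuclei by 0.96 (SE 0.09, adjusted p = 6.48e-05) at 30 minutes, after 0.34 (SE 0.09, adjusted p = 0.0991) at 10 minutes. In NeuN+ nuclei its change at 30 minutes was -0.15 (SE 0.07, adjusted p = 0.215) in HIP and 0.09 (SE 0.05, adjusted p = 0.251) in mPFC. Tested against each other, the change in NeuN- nuclei exceeded that in NeuN+ nuclei by 1.11 (SE 0.12, adjusted p = 9.18e-06) in HIP and 1.03 (SE 0.18, adjusted p = 0.00106) in mPFC.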

Examining these genes further, we found examples such as *Sgk1* and *Ddit4* which are known to be regulated by the glucocorticoid receptor (GR) [50, 51] and while not upregulated in neuronal nuclei, were upregulated at the mRNA level in whole HIP and mPFC lysate (Fig 4A and S9A Fig). Unlike neuronal activity, which occurs immediately upon exposure to environmental changes, the hormonal response to stress is delayed while the signal is relayed through the hypothalamic-pituitary-adrenal axis, before eliciting glucocorticoid release into the blood stream. Glucocorticoids increase in the blood within 30 minutes following exposure to a stressor [52], corresponding with increases in the intrahippocampal corticosterone concentration [53] and nuclear localization of the GR in the mouse brain [52]. We observed that 30 minutes was the time point where non-neuronal CFC-upregulated genes were most likely associated with a γH2AX peak (Fig 4A). Furthermore, compared to other brain areas, the mPFC and HIP have some of the highest expression of GR [54], suggesting they are key targets of the stress response. 

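Dynll1, which carries a γH2AX peak in HIP, rose in HIP NeuN- nuclei at 30 minutes by a log2 fold change of 0.56 (SE 0.13, adjusted p = 0.0313) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Arl4d and Nr4a1, which rose in the same nuclei, carry a peak in mPFC and in both regions. Of the 177 genes higher in HIP NeuN- nuclei at 30 minutes, 13 held a peak (odds ratio 4.01, one-sided Fisher's exact test, p = 5.89e-05). At 10 minutes 3 of 18 did (odds ratio 9.87, exact p = 0.00520). In mPFC NeuN- nuclei 31 of 398 held a peak at 30 minutes (odds ratio 5.10, exact p = 5.82e-12) and 10 of 110 at 10 minutes (odds ratio 5.65, exact p = 2.84e-05). The background was all tested genes, matched for neither expression nor gene length. Draws matched by expression were made for NeuN+ nuclei only, so how far expression level accounts for these odds ratios was not tested. By number, more upregulated genes with a peak were found at 30 than at 10 minutes in each region, and the difference in odds between the times was not tested. Without 1 library the odds ratio reached 15.5 in mPFC at 10 minutes (CFC10 replicate 3 left out), 8.27 in HIP at 30 minutes (naive replicate 3) and 246 in HIP at 10 minutes (naive replicate 2), whose value with all libraries rests on 3 genes. Settings put the odds ratio at 10 minutes between 4.70 (identical libraries counted as 2) and 49.9 (thinning) in HIP and between 3.71 (DESeq2) and 9.45 (filterByExpr) in mPFC. The call of Dynll1 in HIP NeuN- nuclei at 30 minutes ended under thinning and in 5 of 11 runs without 1 library.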

To identify putative GR-regulated genes, we utilized two ChIP-Seq datasets of GR binding in rat cortex to map all binding sites containing the glucocorticoid-responsive element (GRE) in the mouse genome to the nearest gene (S4 Table) [55, 56]. Interestingly, we found that many of the γH2AX-containing genes that were responsive to CFC only in non-neuronal nuclei are coincident with genes annotated to a GR-binding site (Fig 4A).

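Usp2, a deubiquitinase gene with a circadian rhythm, rose in mPFC NeuN- nuclei 30 minutes after CFC by a log2 fold change of 1.45 (SE 0.09, adjusted p = 8.94e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its change in NeuN- nuclei exceeded that in NeuN+ nuclei by 1.59 (SE 0.13, adjusted p = 1.65e-07) in mPFC and 0.99 (SE 0.10, adjusted p = 2.76e-06) in HIP, though other genes cover 100% of its length. Per1 rose in NeuN- nuclei by 0.68 (SE 0.13, adjusted p = 0.0125) in HIP and 1.01 (SE 0.10, adjusted p = 3.01e-05) in mPFC, and Nfkbia, an inhibitor of NF-κB, by 0.90 (SE 0.17, adjusted p = 0.0113) in HIP. The mPFC peak genes higher in NeuN- nuclei alone were Sgk1, Ddit4, Fth1, Polr3e, Usp2, Klf2 and Sptan1. Among established glucocorticoid receptor targets in NeuN- nuclei, 8 of 25 tested were higher (14 adjusted over the list alone) in HIP at 30 minutes, and in mPFC 11 of 25 tested were higher and 1 lower (17 higher and 1 lower adjusted over the list alone). At 10 minutes 2 of 25 tested were higher (8 higher and 1 lower adjusted over the list alone) in mPFC NeuN- nuclei. In NeuN+ nuclei at 30 minutes, 4 of 17 tested were higher and 2 lower (4 higher and 2 lower adjusted over the list alone) in HIP and 6 of 16 tested were higher (6 adjusted over the list alone) in mPFC. For NeuN- nuclei at 30 minutes camera gave adjusted p = 1.3e-10 in HIP and 3.03e-08 in mPFC, and adjusted p = 0.148 and 0.188 with an estimated correlation. In these NeuN- libraries olfactory and vomeronasal receptor genes held 62.0 to 87.1 CPM in naive HIP and 46.2 to 57.2 at 30 minutes, and 50.5 to 54.6 and 36.9 to 39.6 in mPFC. Receptor binding sites of rat cortex are not among the data used here, so the link of a gene to a binding site was not examined. The call of Per1 in HIP NeuN- nuclei at 30 minutes ended in 2 of 11 runs without 1 library, and that of Nfkbia in HIP NeuN- nuclei at 30 minutes under thinning and in 2 of 11 runs without 1 library.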

**Fig 4:**
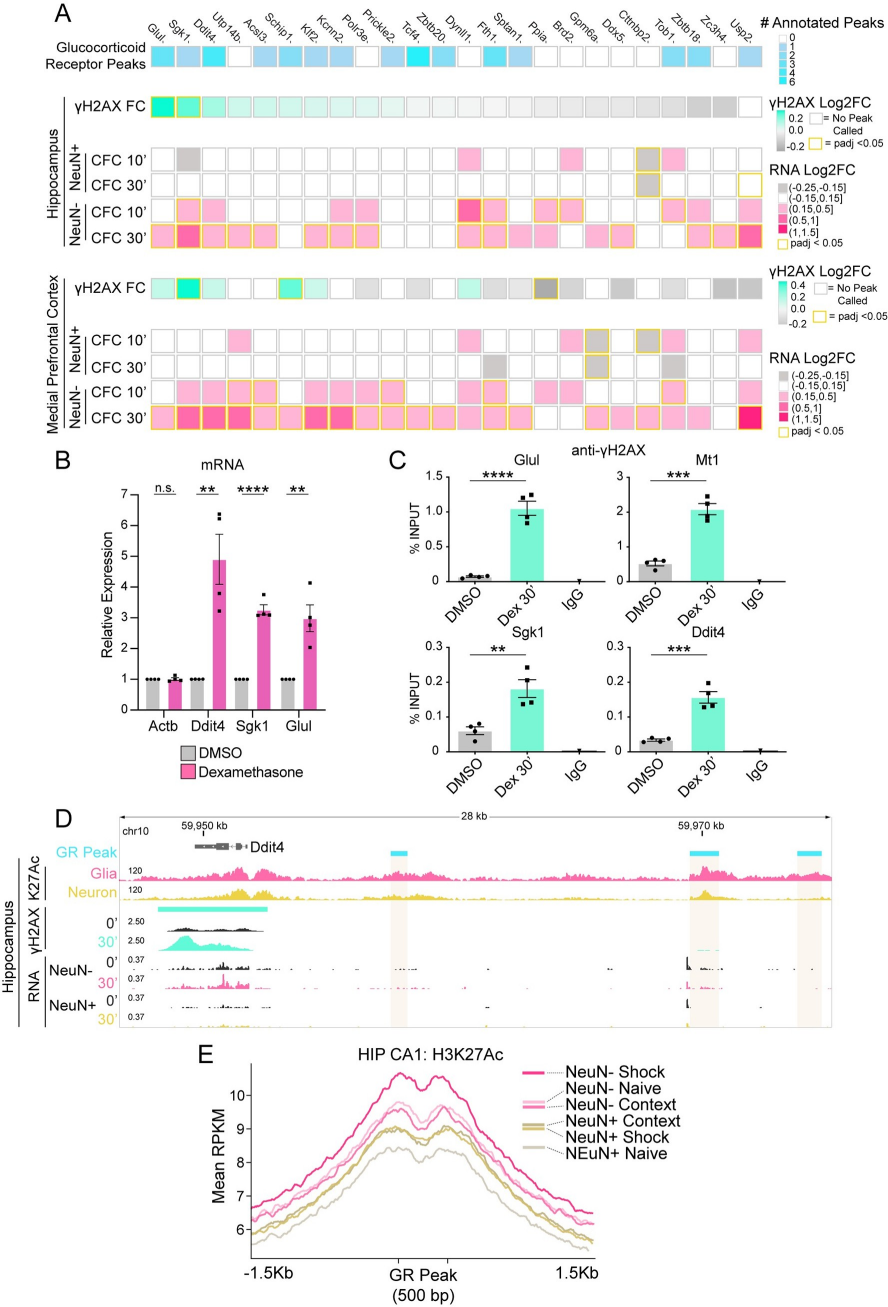
Glucocorticoid-regulated genes are sites of DNA double-strand breaks. (A) Heatmap of γH2AX peaks occurring at genes upregulated specifically in non-neuronal nuclei. Top, number of glucocorticoid receptor binding sites annotated per gene (rat cortical ChIP-Seq) [55, 56]. γH2AX Log2FC and upregulated genes for HIP and mPFC after CFC. (B) RT-qPCR analysis of mRNA induction in mouse glial primary cultures 2 hours after treatment with glucocorticoid receptor agonist dexamethasone (100nM). N = 4 independent cultures; two-tailed unpaired student’s t-test; **P ≤ 0.01; *** P ≤ 0.001; **** P <0.0001; Mean ± SEM. (C) ChIP-qPCR analysis of γH2AX induction at select gene bodies in mouse glial primary cultures 30 minutes after treatment with dexamethasone (Dex) (100nM). N = 4 independent cultures; two-tailed unpaired student’s t-test; **P ≤ 0.01; *** P ≤ 0.001; **** P <0.0001; Mean ± SEM. (D) Genome browser snapshot of the gene *Ddit4*. Top, glucocorticoid receptor binding sites (‘GR Peak’; rat cortical ChIP-Seq) [55, 56], hippocampal region CA1 H3K27ac ChIP-Seq from NeuN+ or NeuN- isolated nuclei 1 Hour after CFC (‘K27Ac’) [57], γH2AX LogLR signal tracks, and nuclear RNA-Seq. (E) Average H3K27ac signal at glucocorticoid receptor binding sites (rat cortical ChIP-Seq) [55, 56] containing the GR motif in mouse (n = 5591 peaks). H3K27ac ChIP-Seq of mouse hippocampal CA1 region from NeuN+ or NeuN- isolated nuclei 1 hour after exposure to context, or CFC (‘shock’) [57]. Colored bars represent the apex of each condition.

We tested whether a subset of these genes can be induced by the GR-specific agonist dexamethasone in cultured primary glia. In contrast to *Actb* which is not a known target of GR, we found dexamethasone induced the expression of *Ddit4*, *Sgk1*, and *Glul*, genes that were specifically upregulated in non-neuronal nuclei during CFC and annotated to a GR-binding site (Fig 4B). Thus, our findings implicated the GR in mediating gene induction in glia after fear learning. Next, to assess whether GR activity is sufficient to increase DSBs at these genes, we treated cultured primary glia with dexamethasone and measured γH2AX enrichment by ChIP-qPCR. The genes *Ddit4*, *Glul*, and *Sgk1*, alongside the canonical GR-inducible gene *Mt1* [58], showed significant increases in γH2AX enrichment (Fig 4C). *Arc*, with similarly high γH2AX levels following CFC, alongside the housekeeping gene *B2m*, did not exhibit γH2AX enrichment in response to dexamethasone (S9B Fig).

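Ddit4, a stress gene that inhibits mTOR signaling, went from 3.61 ± 0.309 CPM (SD, n = 3) to 7.45 ± 0.988 CPM (SD, n = 3) in mPFC NeuN- nuclei at 30 minutes, a log2 fold change of 1.04 (SE 0.17, adjusted p = 0.002) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its change in HIP NeuN- nuclei was 0.62 (SE 0.26, adjusted p = 0.277) at 10 and 0.91 (SE 0.25, adjusted p = 0.0695) at 30 minutes, short of the threshold. The HIP NeuN+ change at 30 minutes was 0.07 (SE 0.30, adjusted p = 0.92), and in mPFC NeuN+ nuclei Ddit4 was too low to be tested. Its peaks lay on chromosome 10 of GRCm38 at 59948190 to 59952579 in HIP and 59948153 to 59952438 in mPFC. Glul, with peaks on chromosome 1 at 153899543 to 153912745 in HIP and 153899712 to 153912724 in mPFC, had a log2 fold change of 0.20 (SE 0.06, adjusted p = 0.0825) in mPFC NeuN- nuclei at 30 minutes.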

Our RNA-seq data from sorted nuclei showed upregulation of the γH2AX-associated gene *Ddit4* only in non-neuronal nuclei following CFC, a similar pattern for many of our other putative and confirmed GR-regulated genes (Fig 4D). To understand whether non-neurons had more active GR-bound enhancers, we utilized a ChIP-Seq dataset of histone 3 lysine 27 acetylation (H3K27Ac), a chromatin mark of enhancer and promoter activity, from purified neuronal and non-neuronal nuclei [57]. Glia have higher H3K27Ac signal at the GR-bound enhancers surrounding *Ddit4*, indicating that GR-regulated enhancers are more active in non-neuronal nuclei than neurons (Fig 4D). To examine this phenomenon genome-wide, we looked at aggregate H3K27Ac signal in neurons and non-neurons at all GR-binding sites (S4 Table) [55, 56]. Strikingly, both the anterior cingulate cortex (ACC) of the medial prefrontal cortex, and the hippocampal area Cornu Ammonis 1 (CA1) showed higher baseline acetylation around GR peaks in non-neurons vs. neurons (‘Naive’) (Fig 4E and S9C Fig). We then examined H3K27Ac signal in CA1 under additional experimental conditions including ‘context’ (exposure to the context without a foot shock) and ‘shock’ (context paired with a foot shock). We found that H3K27Ac signal at GR peaks in the neuronal fraction increased similarly after exposure to either context or shock, suggesting a generalized enhancer activation in response to exploratory behavior that may be independent of stress. In contrast, the non-neuronal fraction showed increases in H3K27Ac after shock, demonstrating that these enhancers are responsive to the stressful condition in non-neurons but not in neurons (Fig 4E; S9D Fig, intergenic peaks).

Our findings identified a group of CFC-responsive non-neuronal genes that are likely regulated by GR signaling (Fig 4A–4E). We checked gene expression of the GR gene, *Nr3c1*, finding that neurons express *Nr3c1* at approximately half the level of non-neurons (S9E Fig). 

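Nr3c1, which encodes the glucocorticoid receptor, was higher in NeuN- than in NeuN+ nuclei of naive HIP by a log2 difference of 0.84 (SE 0.08, adjusted p = 3.09e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both fractions in 1 fit). In mPFC it was 0.35 (SE 0.07, adjusted p = 9.75e-05), a smaller difference than the paper's approximate figure for neurons against non-neurons. CFC left Nr3c1 near its naive level in HIP, with 0.07 in NeuN+ and 0.03 in NeuN- nuclei at 30 minutes (adjusted p = 0.567 and 0.895). The level per fraction is a share of its own RNA, and the amount of receptor protein or of RNA per nucleus was not measured.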

The differing GR expression levels could be one of the reasons why these same genes did not exhibit induction or increased enhancer activity in neurons (Fig 4A). Therefore, we verified whether GR nuclear translocation occurs in response to receptor agonism in both cell types. We measured GR nuclear intensity in mouse brain after treatment with corticosterone, the predominant glucocorticoid in rodents [59]. We found increases in nuclear GR in both neurons and non-neurons (though there was a trend, it was not significant in the NeuN- fraction) (S9F Fig). Thus, the absence of a neuronal stress-mediated change in enhancer activity is likely due to decreased chromatin accessibility at the enhancer level [60], highlighting that glia may play a significant role in the homeostatic response to stress. Nevertheless, it is unclear whether neurons are capable of mounting a transcriptional response to stress hormone, and whether induction of hormone-responsive genes in neurons would be accompanied by DSBs.

### Glia but not neurons have a robust transcriptional response to corticosterone

To test whether an endogenous GR agonist was sufficient to upregulate some of the glial genes displaying elevated levels of γH2AX and transcription following CFC, we injected mice with corticosterone at a dose known to approximate a stressful experience [61], and collected the hippocampus 30 minutes later. We FACS-sorted nuclei into four cell populations: neuronal (NeuN+), astrocytic (GFAP+), microglial (PU.1+), and oligodendrocyte-enriched (NeuN-, GFAP-, PU.1-; 3X-), and subjected them to RNA extraction (S10A Fig). RT-qPCR analysis showed enrichment for respective cell type markers, indicating successful isolation of cell types (S10B Fig). We then assessed gene expression changes in *Sgk1* and *Glul* that have CFC-inducible γH2AX peaks (S2A Fig), and found that except for neurons, all three glial subtypes could respond to an endogenous GR agonist (S10C Fig). While GR agonists are sufficient to induce the putative glucocorticoid-regulated genes seen after CFC both *in vitro* (dexamethasone; Fig 4B) and *in vivo* (corticosterone; S10C Fig), we sought to determine whether these genes are dependent on the GR for CFC-induced changes in expression. We found that whereas pretreatment with a glucocorticoid receptor antagonist RU-486 (mifepristone) [62] blocked CFC-induced transcription of *Sgk1*, *Ddit4*, and *Glul* in whole hippocampal lysates, it did not alter transcription of the housekeeping gene *Gapdh*, or induction of the ERG *Arc* (Fig 5A).

**Fig 5:**
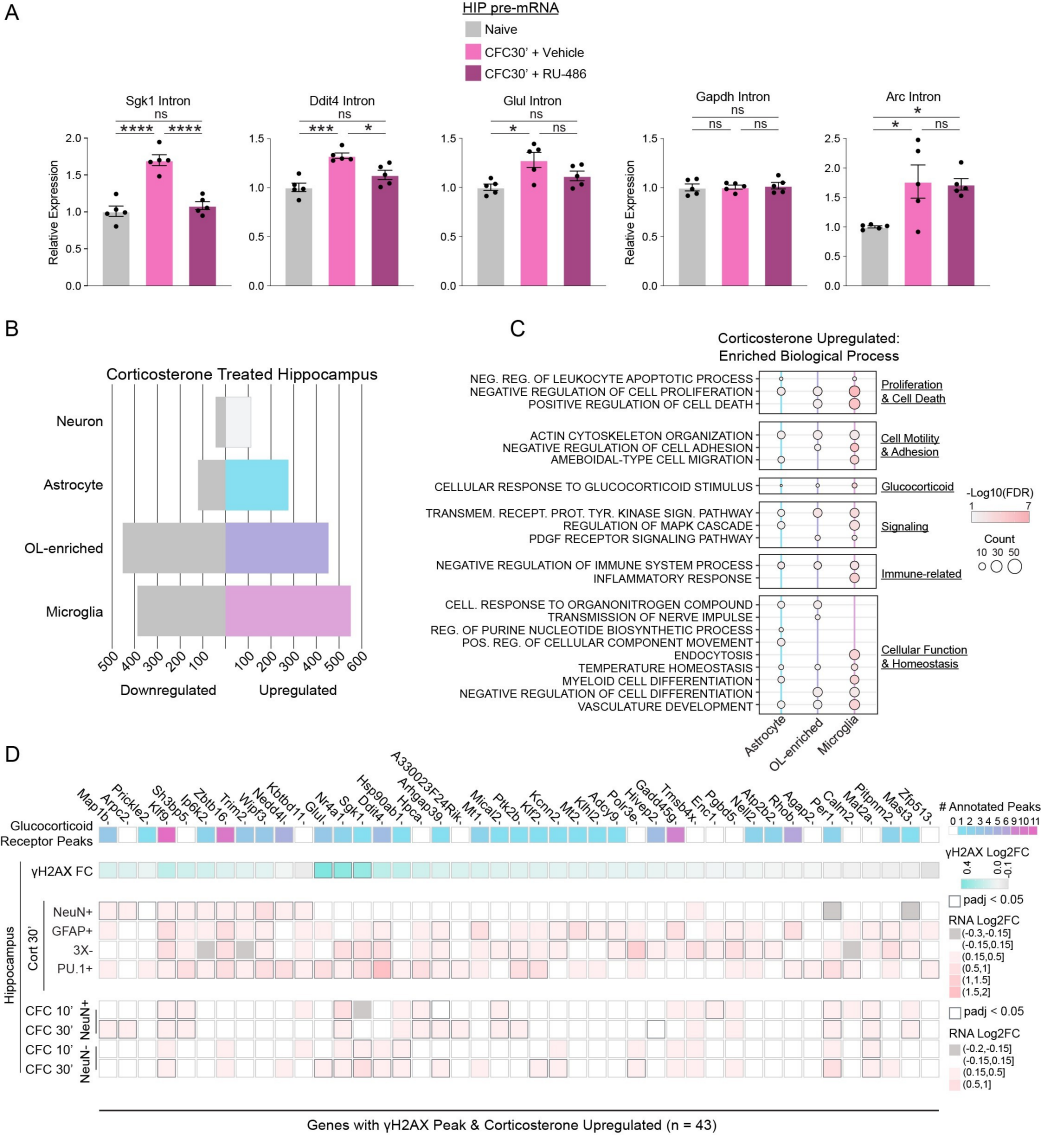
Glia, not neurons, have a robust transcriptional response to corticosterone. (A) Pretreatment with glucocorticoid receptor antagonist RU-486 (Mifepristone) blocks CFC-induced gene expression in hippocampus. Pretreatment with vehicle (1% v/v Tween 80 in saline) or 50 mg/kg RU-486 IP occurred 30 minutes prior to CFC. qRT-PCR analysis of pre-mRNA with intronic primer and normalized to *Hprt*. cDNA was primed with random hexamers. N = 5 mice per group; one-way ANOVA with Tukey’s multiple comparisons test. (B) Number of corticosterone upregulated and downregulated genes from RNA-Seq of FACS-isolated nuclei from hippocampal cell types 30 minutes after saline or corticosterone:HBC complex (2mg/Kg) treatment. Cutoff padj < 0.05. (C) Twenty-one representative top enriched biological processes for the upregulated genes in purified hippocampal nuclei from astrocytes, microglia, and oligodendrocyte-enriched after corticosterone treatment (276, 453, and 551 genes respectively; padj < 0.05). Summary categories representing each grouped list of GOs is listed on the right. No enrichment of processes at threshold padj < 0.05 with the 112 upregulated genes in neuronal nuclei. Over-representation analysis with gene ontology (GO) category “Biological Process.” (D) Heatmap of 43 γH2AX peaks at genes upregulated in FACS-isolated neurons and glia following corticosterone treatment. From top: number of glucocorticoid receptor (GC) binding sites annotated per gene (rat cortical ChIP-Seq) [55, 56], γH2AX Log2FC in HIP after CFC, corticosterone-induced genes in NeuN+, GFAP+, PU.1+, and oligodendrocyte-enriched (3X-; NeuN-GFAP-PU.1-) hippocampal nuclear RNA-Seq 30 minutes after corticosterone treatment, and HIP RNA-Seq after CFC.

We next performed RNA-Seq from hippocampal cell types after corticosterone treatment to better understand how the transcriptomes of the four major brain cell types respond to GR-mediated transcriptional regulation. 

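Nuclei of mouse HIP were sorted into neurons (NeuN+), astrocytes (GFAP+), microglia (PU.1+) and a fraction negative for all 3 markers (3X-), which is enriched for oligodendrocytes. Mice had received 2 mg/kg corticosterone or saline 30 minutes before, and each of the 8 groups had 4 libraries. Libraries of total nuclear RNA were trimmed, aligned, stripped of duplicates and counted over gene bodies by the authors with the tools of the CFC libraries. The raw counts per library ran from 5935395 to 12758257. Genes were filtered, normalized and tested as for CFC, in 1 fit per cell population. A change in 1 population was set against that in NeuN+ nuclei by the interaction term of a fit of all 4 populations. Changes were again simulated only at genes averaging at least 30 counts. In counts altered by simulation the share of 1.5-fold changes recovered was 91.0% in NeuN+, 73.1% in GFAP+, 83.6% in PU.1+ and 82.1% in 3X- nuclei. For 2-fold changes it was 100%, 98.5%, 100% and 98.5%. For the smallest of the 3 simulated folds, a log2 of 0.32, it was 61.2%, 29.9%, 47.8% and 34.3%. Unchanged genes made up 5.62%, 9.46%, 11.5% and 11.7% of the calls in these simulated counts in the same order, where the threshold aims at 5%.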

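Astrocyte markers stood at a mean log2(CPM + 1) of 8.72 ± 0.13 (SD, n = 4) in GFAP+ nuclei of saline mice and at 2.68 ± 0.05 (SD, n = 4) in NeuN+ nuclei. Microglia markers stood at 8.63 ± 0.06 (SD, n = 4) in PU.1+ and 1.95 ± 0.09 (SD, n = 4) in GFAP+ nuclei. Oligodendrocyte markers were highest in 3X- nuclei at 9.07 ± 0.05 (SD, n = 4), with 5.49 ± 0.34 (SD, n = 4) in GFAP+ and 3.77 ± 0.26 (SD, n = 4) in PU.1+ nuclei. Oligodendrocyte precursor markers were at 6.96 ± 0.05 (SD, n = 4) in 3X- nuclei, so the fraction also holds precursors. Neuron markers were at 8.51 ± 0.03 (SD, n = 4) in NeuN+, 7.01 ± 0.20 (SD, n = 4) in GFAP+, 6.53 ± 0.26 (SD, n = 4) in PU.1+ and 6.33 ± 0.14 (SD, n = 4) in 3X- nuclei. Some RNA of neurons and oligodendrocytes is thus present in the glial fractions, and no test was made on these levels.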

Successful isolation of brain cell types was validated by examining aggregate expression of known cell type-enriched genes [28] (S11A Fig). Neurons have a modest transcriptional response following corticosterone treatment (112 genes; Fig 5B and S11B Fig; S3 Table). In contrast, astrocytes, oligodendrocyte-enriched, and microglia have hundreds of upregulated genes (276, 453, and 551 respectively; Fig 5B and S11C–S11E Fig; S3 Table). 

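Fkbp5, which encodes a co-chaperone of the glucocorticoid receptor, rose in NeuN+ nuclei from 82.0 ± 3.94 CPM (SD, n = 4) to 121 ± 16.0 CPM (SD, n = 4) after corticosterone, a log2 fold change of 0.55 (SE 0.06, adjusted p = 6.2e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Spsb1, a gene of a ubiquitin ligase adaptor, rose by 0.79 (SE 0.07, adjusted p = 1.4e-12), and Npr3, a receptor gene for natriuretic peptides, by 0.60 (SE 0.06, adjusted p = 2.5e-11). Syt10, a synaptotagmin gene, rose by 0.68 (SE 0.09, adjusted p = 6.42e-07), and Adamts1, a secreted protease gene, by 0.71 (SE 0.15, adjusted p = 0.00193). Among falls, Ephb3, an ephrin receptor gene, changed by -0.75 (SE 0.12, adjusted p = 4.76e-05) and Cdc42ep4, which encodes an effector of CDC42, by -0.62 (SE 0.13, adjusted p = 0.00156). Of 12676 genes tested, 160 were higher and 101 lower, with a median rise of 0.27, 2 falls over 2-fold and no rise of that size. Among glucocorticoid receptor targets, 4 of 17 tested were higher and 1 lower (6 higher and 2 lower adjusted over the list alone) in NeuN+ nuclei. A fit of all libraries gave 37 higher and 10 lower. The number of lower genes was 58 without saline replicate 1, 45 under DESeq2, 62 with thinned counts and 161 with a replicate block. The call of Fkbp5 in NeuN+ nuclei ended under a fit of all libraries, and that of Adamts1 in NeuN+ nuclei under DESeq2.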

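Errfi1, a feedback inhibitor of EGF receptor signaling, rose after corticosterone by a log2 fold change of 1.43 (SE 0.12, adjusted p = 6.59e-05) in GFAP+ and 1.95 (SE 0.09, adjusted p = 8.27e-18) in 3X- nuclei, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fkbp5 rose by 2.06 (SE 0.18, adjusted p = 8.95e-05) in GFAP+, 2.44 (SE 0.16, adjusted p = 8.15e-08) in PU.1+ and 2.05 (SE 0.13, adjusted p = 1.91e-14) in 3X- nuclei. Cdkn1a, a cell cycle inhibitor gene, went from 0.683 ± 0.211 CPM (SD, n = 4) to 14.0 ± 5.33 CPM (SD, n = 4) in 3X- nuclei, a change of 4.28 (SE 0.28, adjusted p = 1.01e-13). Hif3a, which encodes a hypoxia-inducible factor subunit, rose by 2.65 (SE 0.29, adjusted p = 1.3e-05) in PU.1+ nuclei, and Nrros, a gene of TGF-β activation, by 1.84 (SE 0.17, adjusted p = 9.09e-05) in GFAP+ nuclei. In GFAP+ nuclei 295 of 14539 genes were higher and 130 lower, in PU.1+ 634 and 474 of 14291, and in 3X- 730 and 361 of 14596. Rises over 2-fold numbered 43 in GFAP+, 101 in PU.1+ and 111 in 3X- nuclei, with median rises of 0.54, 0.50 and 0.48. Among 3X- libraries, corticosterone replicates 2 and 4 held 209.8 and 258 CPM of olfactory and vomeronasal receptor genes, saline libraries 36.9 to 67, and without those 2 libraries 696 genes were higher and 281 lower. Without corticosterone replicate 2, 174 genes were higher and 57 lower in GFAP+ nuclei. With no filter 447 were higher and 263 lower in GFAP+ and 2004 and 778 in 3X- nuclei.

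**Figure D3:**
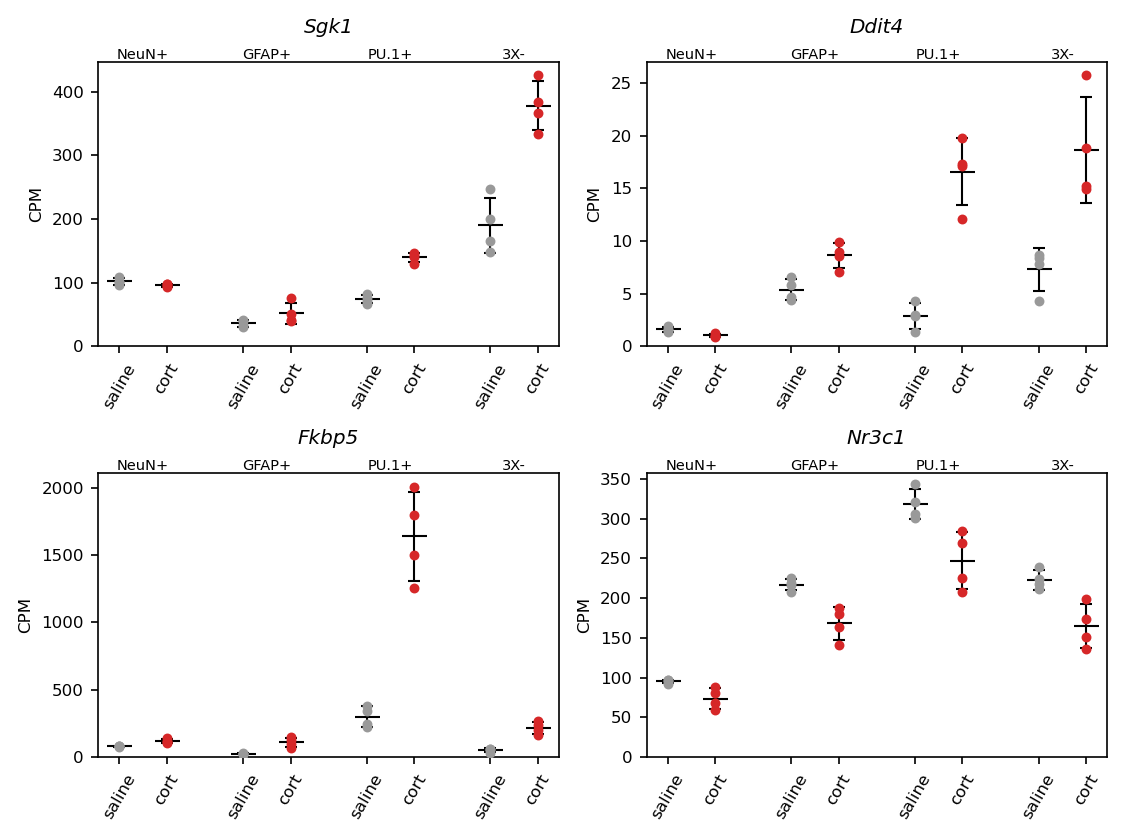
CPM of Sgk1, Ddit4, Fkbp5 and Nr3c1 in NeuN+, GFAP+, PU.1+ and 3X- nuclei of HIP after saline or corticosterone, each point a library and bars the mean ± SD. Fkbp5 rises in every population and most in the glial ones, while Nr3c1 falls in all 4.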

Our results are consistent with published *in vitro* findings that reported extensive response to dexamethasone in cultured astrocytes but little in cultured neurons [63]. The ability of glia to mount a robust transcriptional response to glucocorticoids suggests that glia may have a much larger role to play in the response to stress and its impact on the brain during learning than previously appreciated.

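Tsc22d3, which encodes the glucocorticoid-induced protein GILZ, rose in PU.1+ nuclei by a log2 fold change of 2.18 (SE 0.16, adjusted p = 2.25e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Bcl2l1, an antiapoptotic gene, rose in GFAP+ nuclei by 1.33 (SE 0.11, adjusted p = 5.26e-05), and Gadd45g, a gene of growth arrest, by 1.21 (SE 0.13, adjusted p = 2.31e-04). Mertk, a phagocytic receptor gene, rose in 3X- nuclei by 1.62 (SE 0.10, adjusted p = 2.61e-14). Ada, which encodes adenosine deaminase, rose in 3X- nuclei by 2.70 (SE 0.12, adjusted p = 7.22e-18). Mt1, a metallothionein gene, rose by 0.83 (SE 0.12, adjusted p = 0.00153) in GFAP+ and 0.66 (SE 0.19, adjusted p = 0.0259) in 3X- nuclei. Among glucocorticoid receptor targets, 21 of 26 tested were higher (23 adjusted over the list alone) in GFAP+, 17 of 23 tested were higher (19 adjusted over the list alone) in PU.1+ and 18 of 25 tested were higher (20 adjusted over the list alone) in 3X- nuclei. As a set camera gave them adjusted p = 1.03e-28, 3.38e-18 and 1.66e-20 in that order, and adjusted p = 0.109, 0.0620 and 0.119 with an estimated correlation. The genes of other processes named here were picked by the size of their change, and no test of gene ontology terms was made. The call of Mt1 in 3X- nuclei ended under DESeq2, the filterByExpr filter and no filter and in 4 of 8 runs without 1 library.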

Clustering of the top GO terms from the genes upregulated following corticosterone treatment shows major categories of biological processes pertaining to proliferation, cell death, cellular motility, homeostasis, signaling, inflammation, other various cellular functions, and as would be expected, a glucocorticoid response (Fig 5C; S12A–S12C Fig). No enriched terms were observed within the neuronal upregulated genes. 

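Prdm1, a transcription factor gene of immune cells, changed in PU.1+ nuclei after corticosterone by a log2 fold change of -1.47 (SE 0.11, adjusted p = 4.54e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cotl1, which encodes an actin-binding protein, changed there by -1.25 (SE 0.07, adjusted p = 2.49e-08), and Spi1, the gene of PU.1 itself, by -0.53 (SE 0.06, adjusted p = 1.28e-05). Nfkbiz, a nuclear regulator of NF-κB, changed by -0.75 (SE 0.11, adjusted p = 1.97e-04), Cd83, an activation marker, by -0.64 (SE 0.10, adjusted p = 2.9e-04), and Icam1, an adhesion gene, by -0.55 (SE 0.07, adjusted p = 6.77e-05). Sox10, a transcription factor gene of the oligodendrocyte lineage, changed in 3X- nuclei by -0.73 (SE 0.08, adjusted p = 4.11e-08), and Trim59, a ubiquitin ligase gene, by -1.36 (SE 0.10, adjusted p = 2.74e-13). Among genes of the inflammatory response in PU.1+ nuclei, 2 of 16 tested were higher and 5 lower (2 higher and 6 lower adjusted over the list alone). As a set they were lower by camera (adjusted p = 0.00787), and adjusted p = 0.673 with an estimated correlation. Among microglia markers in PU.1+ nuclei, 2 of 14 tested were higher and 5 lower (5 higher and 6 lower adjusted over the list alone). Among oligodendrocyte markers in 3X- nuclei, 1 of 12 tested was higher and 4 lower (2 higher and 5 lower adjusted over the list alone).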

Downregulated genes were enriched for biological processes related to cell motility, inflammation, differentiation and proliferation (S13A–S13D Fig). Glial function is known to be affected by cellular activity and motility, with morphological changes reflecting changes in cellular function [64–66]. Together, these large changes in the transcriptomes of the three glial cell types is likely to impact their functions and could affect the formation of memory.

We next sought to understand how well GR-mediated gene induction could explain the glia-specific DSBs seen *in vivo*, and whether genes regulated through this pathway in neurons incur DSBs. 

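Klf9, with a γH2AX peak in HIP, rose after corticosterone by a log2 fold change of 0.28 (SE 0.06, adjusted p = 8.31e-04) in NeuN+, 0.58 (SE 0.07, adjusted p = 5.45e-04) in GFAP+ and 0.96 (SE 0.09, adjusted p = 1.14e-10) in 3X- nuclei, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Zbtb16, a zinc finger gene, and Nedd4l, a ubiquitin ligase gene that SGK1 regulates, were also among the peak genes higher in NeuN+ nuclei. Of 45 HIP peak genes higher in at least 1 population, 34 (75.6%) were higher in glial nuclei and not in NeuN+ nuclei. The 11 others were Arpc2, Sh3bp5, Nedd4l, Trim2, Prickle2, Ip6k2, Klf9, Map1b, Kbtbd11, Zbtb16 and Wipf3. The number in glial nuclei alone was 66 with no filter and 11 for peaks with -log10 q of at least 10. Glial calls come from 3 populations and neuronal calls from 1, which alone favors the glial share. The call of Klf9 in NeuN+ nuclei ended under a fit of all libraries.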

Examining all γH2AX-containing genes that were also upregulated in one of the cell types after corticosterone, we found that the vast majority (32/43; 74%) are regulated only in glia (Fig 5D). Thus, we have identified a glial-enriched pathway that may be incurring DSBs during CFC. Collectively, these results show that genes responsive to stress hormone are predominantly glial, with some of these genes showing high levels of the DSB marker γH2AX and likely modulating important glial functions.

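Ddit4 rose after corticosterone by a log2 fold change of 0.68 (SE 0.16, adjusted p = 0.0352) in GFAP+, 2.50 (SE 0.22, adjusted p = 1.56e-06) in PU.1+ and 1.35 (SE 0.17, adjusted p = 1.88e-07) in 3X- nuclei, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its change in NeuN+ nuclei was -0.62 (SE 0.30, adjusted p = 0.418). The rise exceeded the change in NeuN+ nuclei by 3.10 (SE 0.46, adjusted p = 1.31e-05) in PU.1+ and 1.94 (SE 0.44, adjusted p = 0.00733) in 3X- nuclei. Sgk1 rose by 0.91 (SE 0.07, adjusted p = 2.45e-07) in PU.1+ and 0.99 (SE 0.10, adjusted p = 2.36e-09) in 3X- nuclei, with 0.52 (SE 0.18, adjusted p = 0.213) in GFAP+ and -0.09 (SE 0.05, adjusted p = 0.493) in NeuN+ nuclei, and differed from NeuN+ nuclei by 1.04 (SE 0.17, adjusted p = 5.19e-05) in 3X- nuclei. Glul rose in PU.1+ nuclei by 1.01 (SE 0.06, adjusted p = 2.63e-08), with 0.21 (SE 0.08, adjusted p = 0.233) in GFAP+ nuclei, where the enzyme is usually found. By RT-qPCR the paper found that each glial population could respond at Sgk1 and Glul. Here neither gene was called in GFAP+ nuclei, which does not show that they were unchanged there. The change differed from that in NeuN+ nuclei for 94 genes in GFAP+ (78 more and 16 less positive), 286 in PU.1+ (189 and 97) and 361 in 3X- nuclei (248 and 113). From the numbers of upregulated genes and the share of glial peak genes, the paper concludes that genes responsive to the stress hormone are mainly glial and that some carry high γH2AX. The γH2AX was measured in whole tissue after CFC and not after corticosterone, so the peaks cannot be assigned to a cell type from these data. The call of Ddit4 in GFAP+ nuclei ended under the filterByExpr filter, a fit of all libraries and thinning and in 5 of 8 runs without 1 library.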

## Discussion

There is increasing evidence for an association between neuronal activity and the generation of DSBs, but their *in vivo* location and relation to brain function is unknown [1–3, 5, 6]. Here, using γH2AX as a proxy for DSBs, we identify hundreds of gene-associated DSBs in the medial prefrontal cortex and hippocampus that are important for learning and memory [16]. The surprisingly high number of genes with DSBs expands upon the small number previously observed in neurons following NMDA stimulation *in vitro* [3].

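Lncpint, a long noncoding RNA gene, rose in mPFC NeuN+ nuclei by a log2 fold change of 0.25 (SE 0.06, adjusted p = 0.00413) at 10 and 0.38 (SE 0.06, adjusted p = 2.47e-05) at 30 minutes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mir9-3hg, the host gene of a miR-9 copy, rose there by 0.34 (SE 0.06) and 0.38 (SE 0.06), each with an adjusted p below 0.05. Cck, which encodes cholecystokinin, rose by 0.60 (SE 0.09, adjusted p = 4.46e-05) at 10 minutes in mPFC and 0.50 (SE 0.10, adjusted p = 0.00544) in HIP NeuN+ nuclei. Camk2a and Grin2b rose by less, with 0.15 (SE 0.05, adjusted p = 0.0369) and 0.19 (SE 0.04, adjusted p = 0.00188) in mPFC NeuN+ nuclei at 30 minutes. In mPFC NeuN+ nuclei at 10 minutes Actb rose by 0.53 (SE 0.08, adjusted p = 8.26e-05) and Hsp90ab1 by 0.40 (SE 0.07, adjusted p = 4.71e-04). The rises of Camk2a and Grin2b are below the smallest simulated change, a log2 of 0.32, so recovery at their size was not measured. The calls of Mir9-3hg in mPFC NeuN+ nuclei at 10 minutes and Grin2b in mPFC NeuN+ nuclei at 30 minutes ended under a fit of all libraries, and that of Camk2a in mPFC NeuN+ nuclei at 30 minutes under DESeq2, a fit of all libraries and thinning and in 4 of 9 runs without 1 library.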

We observed that gene induction exhibits higher γH2AX than expected based on gene expression level, and disparate classes of γH2AX peaks, such as lincRNAs (*Lncpint*, *Mir9-3hg*, *Mir9-1hg*, *1700016P03Rik*[mir212/mir132]), housekeeping genes (*Hsp90ab1*, *Actb*), and as seen previously, lineage-specific genes [17], particularly those related to neuronal function (*Grin2b*, *Camk2a*, *Cck*, *Mbp*), are all regulated by CFC. However, though there is a clear correspondence between γH2AX peaks and CFC-induced genes, we do see less significant changes in γH2AX enrichment at many of these genes, with most of the peaks already present in the naive condition. 

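Npas4 in mPFC shows a peak present before training, with the paper's peak score (-log10 q) of 7.03 in naive tissue and 51.8 after CFC. Arc had 5.76 and 28.8 in HIP, and 16.9 and 162 in mPFC. Homer1 and Egr3 in mPFC were scored after CFC and not in naive tissue. Of all deposited peaks, 131 of 282 in HIP and 110 of 260 in mPFC were scored in naive tissue. A score that is missing in naive tissue means that no peak passed the calling threshold, and signal below it is not given.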

In our previous study, significant γH2AX peaks become evident only after inducing neuronal activity in cultured neurons [3], suggesting that the presence of DSBs in the naive condition at known activity-induced genes may partially reflect basal neuronal activation occurring in the brain.

γH2AX is a sensitive marker of DSBs [67] that has been successfully used to map sites of DSBs occurring genome-wide through ChIP-Seq profiling [3, 17], including at known cleavage sites following the induction of restriction enzymes [18, 19, 68]. However, in some instances γH2AX is not reflective of underlying DSBs [69], including in neurons where pan-nuclear γH2AX staining was observed without evidence of DSBs during non-physiologic stimulation [70]. Additionally, two closely spaced single-strand DNA breaks (SSBs) could potentially be recognized as a DSB by the cell [71]. γH2AX increases following induction of SSBs in postmitotic neurons were dependent on transcription [72], suggesting that SSBs may require conversion to a DSB before generating a DNA damage response (DDR) and γH2AX formation [73]. While γH2AX ChIP-Seq has the benefit of measuring the DDR, profiling those DSBs in the genome that the cell recognizes as dangerous and in need of repair, it is important that methods which measure DNA breaks directly are utilized to both confirm the current results and to extend them through cell-type-specific analysis.

As most brain cells are postmitotic, they rely on non-homologous end joining (NHEJ) for DNA double-strand break (DSB) repair [25]. NHEJ can be error free, however, the presence of blocked DNA ends promotes end resection, which can result in sequence loss, rearrangements, or translocations [74]. The accumulation of irreversible sequence damage with time has the potential to perturb brain function during aging and disease [9], and efficient DNA repair pathways are thought to be critical to prevent functional decline during brain aging and neurodegeneration [25, 75]. ERGs and heat shock genes, two classes of DSB hotspots that were induced following CFC in neurons and non-neurons, were found in the aged pancreas to be sites of transcriptional noise and this correlated with the presence of somatic mutations [76]. It is interesting to speculate whether the same process also occurs in the brain with age and whether it may compromise the brain’s ability to respond to cellular insults occurring during aging or in neurodegeneration, where protein folding factors are upregulated during disease progression [77]. Whether their overexpression contributes to the accumulation of DNA breaks observed during the progression of neurodegenerative disease is unclear [70, 78]. Overall, we have identified sites of DSBs at genes important for neuronal and glial functions, suggesting that impaired DNA repair of these recurrent DNA breaks which are generated as part of brain activity could result in genomic instability that contribute to aging and disease in the brain [9, 25].

Convergent transcription that leads to polymerase collision is known to generate DSBs [17, 79]. We observed a few instances in which small γH2AX peaks are found near sites of antisense transcription. For example, a small γH2AX peak is present within intron 1 of *Polr3e*, a known site of transcriptional interference between RNA polymerase II (Pol II) and antisense transcription mediated by RNA polymerase III (Pol III) (S14 Fig) [80]. 

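The peak at Polr3e spanned 1078 bp on chromosome 7 of GRCm38 in HIP, from 120918159 to 120919236, and 1691 bp in mPFC, from 120918171 to 120919861. The paper's figure legend gives a shorter length for the mPFC peak than these deposited positions. The median deposited peak was 15425 bp in HIP and 16504 bp in mPFC. Polr3e also responded to corticosterone, with a log2 fold change of 1.45 (SE 0.08, adjusted p = 1.42e-15) in 3X- nuclei from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.05 (SE 0.07, adjusted p = 0.862) in NeuN+ nuclei.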

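2900060B14Rik, a noncoding RNA gene inside Clasp1, carried a peak on chromosome 1 of GRCm38 at 118457469 to 118461863 in HIP and one of 982 bp in mPFC. Clasp1, which encodes a microtubule-binding protein, changed in mPFC NeuN+ nuclei by a log2 fold change of -0.15 (SE 0.04, adjusted p = 0.0191) at 30 minutes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pcif1, an RNA methyltransferase gene, carried a peak on chromosome 2 at 164876730 to 164880808 in HIP, and its RNA changed by -0.37 (SE 0.09, adjusted p = 0.0128) in HIP and -0.43 (SE 0.11, adjusted p = 0.00712) in mPFC NeuN+ nuclei. The peak shared by Dbn1, an actin-binding gene of spines, and Prr7 lay on chromosome 13 at 55462207 to 55488080 in HIP and 55462282 to 55487961 in mPFC. In mPFC NeuN+ nuclei at 30 minutes Dbn1 rose by 0.33 (SE 0.07, adjusted p = 0.00135) and Prr7 by 0.25 (SE 0.08, adjusted p = 0.0295). Prrc2a and Bag6 had log2 fold changes of 0.07 and 0.07 there (adjusted p = 0.366 and 0.445). Other genes on either strand cover 100% of 2900060B14Rik, and whether its counts include reads of Clasp1 was not tested. The call of Clasp1 in mPFC NeuN+ nuclei at 30 minutes ended under no filter and a fit of all libraries and in 5 of 9 runs without 1 library, that of Pcif1 in HIP NeuN+ nuclei at 30 minutes under thinning and in 1 of 12 runs without 1 library, that of Pcif1 in mPFC NeuN+ nuclei at 30 minutes in 1 of 9 runs without 1 library, and that of Prr7 in mPFC NeuN+ nuclei at 30 minutes under DESeq2, a fit of all libraries and thinning and in 4 of 9 runs without 1 library.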

Other examples include a small peak at *29000060B14Rik* that is within and antisense to *Clasp1*, the promoter of *Pcif1*, or other peaks which overlap the 3’ UTRs of closely spaced genes (e.g., *Prrc2a*/*Bag6*, *Dbn1*/*Prr7*).

We found that glia are likely to play an underappreciated role in the response to stress in the nervous system and this corresponds with DSBs, a relation between stress hormones and DNA damage that was also observed in mouse fibroblasts [81]. Our results are reminiscent of observations in the nucleus accumbens after morphine treatment, where oligodendrocytes in particular were found to induce a number of genes targeted by the GR [82]. Why neurons exhibit such limited responses to corticosterone remains uncertain. However, given our observation that GR-bound enhancers are more active in glia, and that GR nuclear intensity increased in neurons after corticosterone treatment, it is likely that chromatin accessibility plays a key role determining the GR response, as reported previously [60]. This indicates a predominately epigenetic mechanism underpinning the modest transcriptional response that neurons exhibit to corticosterone.

We find that stress likely impacts the physiology of glia through modulation of their transcriptomes, impacting numerous cellular processes. These changes may explain how stress has been shown to impact glial morphology and function, including after CFC [50, 83–91]. The role of glucocorticoids during the brain’s response to stress could therefore be partially separated into a predominantly non-transcriptional role in neurons, wherein the GR has an important transcription-independent function at the synapse that aids memory formation [59, 92]. In contrast, the homeostatic response to stress may run primarily through glia, consistent with the general role of glia in brain homeostasis. Beyond homeostasis, astrocytic GR expression was found to be necessary for CFC-induced memory formation [91], and future work will be required to better understand how glia facilitate or hinder learning through their GR response.

Our observations suggest that the glial contribution to the deleterious effects of stress hormones may be stronger than previously appreciated. This may include cases of steroid dementia, wherein cognitive alterations occur in response to high levels of glucocorticoids (e.g., Cushing’s syndrome), as well as disorders characterized by anxiety and depression [93, 94]. Interestingly, the microglial gene expression signature seen after corticosterone treatment was enriched for disease associations such as inflammation and depression (S15 Fig). This fits with the observation that stress can potentiate the microglial inflammatory responses [95–97], and their implication in the etiology of depression [98]. Because we found that glial GR-bound enhancers are more active in responding to stress than those in neurons, we posit that susceptibility to stress may include an underappreciated genetic component comprised of glia-specific variants. This also implicates glia, particularly microglia, in the genetics of the many psychiatric and neurodegenerative disorders for which stress is a risk factor [99–102], including Alzheimer’s disease [103, 104] and schizophrenia [105].

## Materials and methods

### Ethics statement

All mouse work was approved by the Committee for Animal Care of the Division of Comparative Medicine at Massachusetts Institute of Technology (protocol number 0618-044-21).

### Contextual fear conditioning paradigm, treatments, and tissue collection

Sixty-eight 4-month-old C57BL6/J male mice were purchased from Jackson Laboratory (stock number 000664). Mice were group housed with a 12-hour light and dark cycle with access to food and water ad libitum. To minimize variability, mice were single housed for one week before experimental manipulation.

For contextual fear conditioning, mice were habituated in the context for 3 minutes prior to administration of 30 second-spaced dual 0.8 mA foot shocks applied by the grid floor. The animals remained in the chamber for an additional minute and were placed back in their home-cage. Ten or thirty minutes after placement in the context, mice were euthanized by cervical dislocation. For Mifepristone (Sigma-Aldrich) pretreatment, mifepristone was dissolved in 1% v/v Tween 80 in saline. Mice were treated IP with either 50mg/Kg mifepristone or vehicle immediately before contextual fear conditioning, followed by euthanasia 30 minutes later. For corticosterone treatment, corticosterone:HBC complex (Sigma-Aldrich) was dissolved in saline and administered at 2mg/Kg IP, or an equal volume of saline for control, followed by euthanasia 30 minutes later.

Treatment and control groups were euthanized in a staggered manner to minimize circadian differences between groups. Naive mice remained in their home cages prior to euthanasia. For tissue collection, the animals were sacrificed by cervical dislocation and the brains were rapidly extracted and submerged in ice-cold PBS. To isolate the medial prefrontal cortex and hippocampus, the brain was placed ventral side up in an Alto coronal 0.5mm mouse matrix resting on ice. Three coronal cuts were administered with razor blades, one separating the PFC from the olfactory bulb, one placed approximately around the optic chiasm to separate the PFC from the hippocampus, and one placed within the cerebellum for stability. The pieces containing the mPFC and hippocampi were placed in an ice-cold PBS-filled dish for isolation with a dissection microscope. To isolate the mPFC, a horizontal cut was administered just above the anterior olfactory nucleus with a razor blade. Two longitudinal cuts were made medial to the anterior forceps of the corpus collosum. Whole hippocampi were unfurled and isolated from within the cortex. White matter and either meninges, or choroid plexus [106], were removed to prevent contamination. Tissue was flash frozen in liquid nitrogen and stored at -80°C until processing.

### Mixed glial cultures and treatments

For mixed glial cultures, four Swiss-Webster timed-pregnant mice were ordered from Charles River (stock number 024). Cortical glia from pups younger than postnatal day 6 were cultured essentially as described [107]. Briefly, cortices were dissociated with papain (Worthington Biochemical) and plated onto non-coated 10 cM petri dishes. Mixed glia were cultured for a minimum of one week in DMEM containing 10% FBS, GlutaMAX, and Pen-Strep at 37°C and 5% CO2. For treatment with glucocorticoid receptor agonist, dexamethasone (Sigma-Aldrich) was dissolved in DMSO and applied to the media at 100nM. For ChIP experiments, the cultured cells were fixed by diluting 16% Methanol-free Paraformaldehyde (Electron Microscopy Sciences) to 1% in the culturing media and rocked for 10 minutes, before quenching with 0.25M Tris pH 8 (a more effective quencher than glycine [108]). Cells were then scraped, and nuclei were released by resuspending in NF1 buffer (0.5% Triton X-100, 0.1M Sucrose, 5mM MgCl2, 1mM EDTA) and dounce-homogenized with a loose pestle for 30 strokes. Nuclei were centrifuged for 15 minutes 2000 RCF 4°C and the supernatant aspirated, leaving nuclei for downstream applications.

### Tissue homogenization

Tissue was dissociated with a motorized pestle (Argos Technologies) in 0.3–0.5mL ice cold PBS treated with protease and phosphatase inhibitors (cOmplete & PhosSTOP; Roche). For RNA isolation, RNAse inhibitors were added to all buffers (RiboLock (Thermo Scientific) or SUPERaseIn (Invitrogen); 1:100 for homogenization, 1:1000 for buffers with BSA, and 1:10,000 for other buffers). Dissociated brain tissue was fixed in 10 mL of 1% Methanol-free Paraformaldehyde (16%; Electron Microscopy Sciences) for 10 minutes before quenching with 0.25M Tris-HCl pH 8 (a more effective quencher than glycine [108]). Homogenate was centrifuged for 15 minutes 2000 RCF 4°C and the supernatant aspirated. Nuclei were released by resuspending in NF1 buffer (0.5% Triton X-100, 0.1M Sucrose, 5mM MgCl2, 1mM EDTA) and dounce-homogenized with a loose pestle for 30 strokes, then filtered with 70uM cell strainers (Falcon). Nuclei were centrifuged for 15 minutes 2000 RCF 4°C and the supernatant aspirated, leaving nuclei for downstream applications.

### Whole-cell mRNA processing

Extraction of mRNA from whole tissue and cultured mixed glia was performed with the RNeasy mini kit (Qiagen). For brain tissue, homogenization was performed by aspirating the tissue in RLT Plus buffer through a 20-gauge needle and syringe approximately 10 times until homogenized. For cell culture, the media was aspirated before RLT Plus was added and distributed with rocking. Purification proceeded as described by the manufacturer. Isolated RNA was quantified on a NanoDrop spectrophotometer (Thermo Fisher Scientific) and 1ug RNA was used to make cDNA with the OligodT RNA to cDNA EcoDry Premix (Takara) according to the manufacturer’s instructions, before proceeding to qPCR analysis.

### qPCR

For qPCR analysis, diluted cDNA or genomic DNA was subjected to quantitative real-time PCR in triplicate with the indicated primers using Ssofast EvaGreen Supermix (Bio-Rad) in a CFX Connect Real-Time System (Bio-Rad). For gene expression analysis, normalization was against *Hprt* using the ΔΔCT method. For ChIP, normalization was against Input. Primer sequences can be found in S1 Table.

### Flow cytometry

Fixed brain nuclei (see ‘Tissue Homogenization’) were resuspended in 1mL 0.5% BSA in PBS (IgG-Free, Protease-Free; Jackson ImmunoResearch). Nuclei were stained in Eppendorf tubes with the relevant antibodies rocking for 30–60 minutes at 4°C. For neuron and glia isolation, nuclei were stained with NeuN AF488 (1:1000; clone MAB377X; Millipore). For neuron and glial subtype isolation, nuclei were stained with NeuN AF488 (1:1000; clone MAB377X; Millipore), GFAP AF647 (1:200; clone GA5; Cell Signaling Technology), and PU.1 PE (1:200; clone 9G7; Cell Signaling Technology). To stain for the glucocorticoid receptor, nuclei were incubated with Polyclonal Glucocorticoid Receptor (2 ug; clone PA1-511A, Thermo Fisher Scientific) followed by Donkey anti-Rabbit IgG AF647 (0.5ug; A-31573; Thermo Fisher Scientific). To stain for HSF1 receptor, nuclei were incubated with anti-HSF1(1:250; 4356S; Cell Signaling Technologies) followed by Donkey anti-Rabbit IgG AF647 (0.5ug; A-31573; Thermo Fisher Scientific). Nuclei were pelleted between steps by centrifugation for 10–15 minutes at 2000RCF at 4°C. Finally, to help gate for singlet nuclei, 1:1000 DAPI (Sigma-Aldrich) was added to the buffer just prior to flow cytometry. Nuclei were then run on a LSRII cytometer (BD Biosciences) or isolated with a BD FACSAria (BD Biosciences) cell sorter into 1% BSA PBS with inhibitors. The data was analyzed with FlowJo software (FlowJo LLC).

### Nuclear RNA isolation, cDNA generation, and sequencing

FACS-isolated nuclei (see ‘Flow Cytometry’) were pelleted by centrifugation for 15 minutes at 2000RCF at 4°C. To decrosslink the nuclei, the RecoverAll Total Nucleic Acid Isolation Kit for FFPE (Thermo Fisher Scientific) was utilized following the manufacturer’s instructions. Briefly, nuclei were resuspended in 200uL digestion buffer with 4 uL protease (an equal volume of protease K (NEB) was substituted if the manufacturer-provided protease was exhausted) for 15 minutes at 50C, then 15 minutes at 80C. To isolate the RNA and eliminate most DNA prior to DNAase treatment, 800uL TRIzol LS (Invitrogen) was added, mixed well, and incubated for 5 minutes at room temperature before proceeding with isolation or freezing at -80C. 215uL chloroform was added to the solution and vortexed vigorously for 30 seconds before adding to a 5Prime Phase Lock Gel Heavy tube (Quantabio) and centrifuged for 15 minutes at 12,000g at 4C before transfer to an eppendorf tube. An equal volume of 100% ethanol (800uL) was added immediately and mixed well before proceeding to RNA isolation with the Direct-zol RNA Microprep Kit (Zymo Research). DNase treatment and RNA isolation proceeded according to the manufacturer’s instructions, before elution in 6-20uL water.

The generation of cDNA from the isolated nuclear RNA was performed with SuperScript III or IV (Invitrogen) according to the manufacturer’s instructions, priming with either random hexamer or oligo(dT) primers. Diluted cDNA was then utilized for qPCR (see ‘qPCR’).

For library preparation, RNA concentration and quality was assessed with a Fragment Analyzer (Agilent), yielding an RNA fragment distribution concentrated between approximately 200bp to 6000bp. RNA-Seq libraries were generated with the SMARTer Stranded Total RNA-Seq Kit—Pico Input Mammalian (v1 or v2; Takara) according to the manufacturer’s instructions. Because the RNA was already partially degraded during the fixation and decrosslinking procedure, the RNA fragmentation time was 90 seconds. Paired end sequencing was performed with a NextSeq500 at the MIT BioMicro Center.

### ChIP and ChIP-seq

Performed similar to [109]. Pelleted nuclei from cultured mixed glia (see ‘Mixed Glial Cultures and Treatments’) or dissociated brain tissue combined from three different animals’ hippocampi or mPFC (see ‘Tissue Homogenization’), were lysed by the addition of 400 μl LB3 (1mM EDTA pH 8, 0.5mM EGTA pH 8, 10 mM Tris pH 8, 0.5% Sarkolsyl solution) and split into 2 tubes and sonicated on ‘HIGH’ for 30–40 cycles (30” on and 30” off) in a Bioruptor bath sonicator (Diagenode). The immunoprecipitation was prepared by diluting 15-30ug of the chromatin into 1% Triton X-100, 0.1% sodium deoxycholate, 1 mM EDTA plus protease and phosphatase tablets (cOmplete & PhosSTOP; Roche) and preclearing with Protein A Dynabeads (Life Technologies) blocked with BSA. Then 5 ug anti-γH2AX (ab2893; Abcam) or 10 uL anti-HSF1 (clone 4356S; Cell Signaling Technologies) were added and the chromatin rotated overnight. BSA blocked Protein A Dynabeads (Life Technologies) were added and rocked for 4 hours before 4 washes with RIPA buffer (50 mM HEPES, pH 7.6, 10 mM EDTA, 0.7% sodium Deoxycholate, 1% NP-40, 0.5 M LiCl) and one wash with T_50_E_10_ buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA) before resuspending beads in T_50_E_10_S_1_ buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS) and heating to 65C for 15 minutes to elute DNA. After transferring to a new tube, DNA was decrosslinked by leaving at 65C for 5 hours to overnight. DNA was treated with Proteinase K (NEB) and RNAse (Roche) before purification with phenol:chloroform:isoamyl-alcohol 1 Phase (VWR), 5Prime Phase Lock Gel Heavy tube (Quantabio), and glycogen (sigma Aldrich) to facilitate DNA pelleting. Resuspended ChIP and Input DNA was then used for qPCR or ChIP-Seq. Library preparation utilized a HyperPrep Kit (Kapa Biosystems) and NEXTFLEX DNA Barcodes (Perkin Elmer), with size selection performed with Agencourt AMPure XP (Beckman Coulter). Libraries were sequenced on the Illumina HiSeq2000 at the MIT BioMicro Center. γH2AX ChIP-Seq was performed with three or four biological replicates.

### RNA-Seq analysis

To eliminate nucleotides that are part of the template-switching oligo as per the manufacturer’s instructions (SMARTer Stranded Total RNA-Seq Kit—Pico Input Mammalian; v1 [mPFC] or v2 [HIP]; Takara), the first three nucleotides of the first sequencing read (Read 1) for kit v1 or the first three nucleotides of the second sequencing read (Read 2) for kit v2 were trimmed with Trimmomatic [110]. Trimmed reads were then aligned to the mouse genome GRCm38 (mm10) with HISAT2 [111] using default parameters. Picard MarkDuplicates (http://broadinstitute.github.io/picard/) was used to remove duplicate reads and the remaining reads sorted and indexed with SAMtools [112]. Read counts aligning to the entire gene body of each gene (introns and exons) were generated using featureCounts [113]. Analysis of differential gene expression and FPKM values were then performed with DESeq2 [114] in R, with significance determined with padj <0.05, and FPKM > 0.2 in at least one time point. To assess successful isolation of brain cell types, aggregate expression of known cell type-enriched genes was determined by taking the geometric mean of the naive FPKM values for each cell type’s gene set [28], calculating the Z-score, and plotting with the R package pheatmap. To make combined signal tracks, SAMtools [112] was used to down sample replicates to an equal number of reads, before merging and generating normalized signal tracks with deepTools [115]. Genome browser signal tracks were generated with IGV [116]. Plotting was done with the ggplot2 package in R.

### ChIP-Seq analysis

ChIP-Seq reads were aligned to the mouse genome GRCm38 (mm10) with Bowtie2 [117] with default parameters. Picard MarkDuplicates (http://broadinstitute.github.io/picard/) was used to remove duplicate reads. Poorly aligned reads were then filtered out (MAPQ> 10) and the remaining reads sorted and indexed with SAMtools [112]. SAMtools [112] was used to down sample ChIP replicates to an equivalent number of reads before merging. Peaks were called with MACS2 [118] using a broad-cutoff of 0.00001. To get peaks more representative of the underlying signal, peaks were recalled with MACS2 using—broad-cutoff 0.1, and bedtools intersect [119] was used to get the overlap with the more stringently called peaks. Bedtools intersect [119] was then used to annotate peaks overlapping genes with a minimum of 50% overlap with the GRCm38.93 (mm10) GTF annotation file, with manual inspection of genome browser tracks for correction. Read counts for either gene bodies or called peaks were generated using featureCounts [113]. Analysis of differential peaks and RPKM values was then performed with DESeq2 [114] in R. MACS2 [118] was used to make read normalized (-SPMR) LogLR signal tracks and these were converted to the bigwig file format with bedGraphToBigWig [120]. Aggregate signal plots were generated with deepTools [115]. Venn diagrams of shared peaks was generated with the ‘eurlerr’ R package. Genome browser signal tracks were generated with IGV [116]. Plotting was done with the ggplot2 package in R.

For analysis of H3K27Ac data [57], FASTQ files were downloaded from the gene expression omnibus, accession code GSE74971. Replicates were combined before alignment and filtering, which proceeded as above. Normalized read coverage signal tacks were generated with deepTools [115].

Permutation testing was performed similar to [121]. Neuronal upregulated genes were divided into bins by expression level. Using these bins, 1000 iterations of random sampling without replacement was conducted on all expressed genes. A weighted mean of average FPKM for the CFC 30-minute time point, accounting for the approximate neuronal (NeuN+; 60%) and non-neuronal (NeuN-; 40%) composition of whole tissue, was used as the gene expression level for each gene to allow comparison with the whole tissue γH2AX ChIP-Seq. A P-value was then calculated as the fraction of permutations that had higher mean γH2AX or RNA intensity than that for the observed upregulated genes. Plotting was done with the ggplot2 package in R.

### GO and motif analysis

To find promoter TF motif overrepresentation, the ‘enricher’ function of the clusterProfiler R package [21] was utilized with the MSigDB database [32] through the msigdbr R package using the category "C3" and subcategory "TFT" with a pvalueCutoff = 0.01 and all expressed genes for the pertinent condition used as background. To determine overrepresentation of biological process GOs, the ‘enrichGO’ function of clusterProfiler [21] was utilized with the org.Mm.eg.db Bioconductor annotation R package, with a pvalueCutoff = 0.01 and expressed genes used as background. Redundant GO categories were then removed with the clusterProfiler [21] function ‘simplify’, an implementation of GOSemSim [122], with similarity set at 0.7. Disease overrepresentation analysis utilized the DOSE R package [123] with a Q-value cutoff of 0.2 and expressed genes used as background. Plotting was done with the ggplot2 package in R. Clustering of related top GO terms was performed with the ‘emapplot’ function of the clusterProfiler [21].

### Glucocorticoid receptor external dataset analysis

Glucocorticoid receptor ChIP-Seq peaks from rat were downloaded from supplementary tables of [55, 56] and UCSC liftover [120] was used to convert the coordinates to the mouse MM10 genome. Peaks were merged with bedtools [119]. The presence of a mouse glucocorticoid receptor motif was determined by scanning the DNA sequence of each peak, obtained through the R package biomaRt [124], for the presence of the “GCR_MOUSE.H11MO.0.A” motif from the HOCOMOCO motif collection [125] with of the FIMO tool [126] of the MEME Suite [127]. GREAT [128] was used to annotate these peaks to the mouse genome, using “single nearest gene” as the annotation parameter. Plots of aggregate H3K27Ac [57] (see ‘ChIP-Seq analysis’) signal at glucocorticoid receptor peaks were generated with deepTools [115].

### Statistical analysis

Two-tailed unpaired student’s t-test and One-way ANOVA with Tukey’s multiple comparisons test were performed with GraphPad PRISM (Version 8). *P* ≤ 0.05 was considered statistically significant. Bar and scatter plots show the Mean ± SEM. Outliers were detected with ROUT (Q = 2%). Other statistical tests were performed in R, including the hypergeometric distribution test using the ‘phyper’ function, linear regression with the ‘lm’ function, and Welch’s ANOVA with Games-Howell post-hoc test with the ‘oneway’ function.

## Supporting information

S1 Table Sequence of primers. (XLSX) Click here for additional data file.

S2 Table Genome-wide called γH2AX peaks. (XLSX) Click here for additional data file.

S3 Table Nuclear RNA-Seq analysis. (XLSX) Click here for additional data file.

S4 Table Glucocorticoid receptor binding sites. (XLSX) Click here for additional data file.

S1 Fig γH2AX ChIP-Seq. (A) qRT-PCR analysis of *Npas4* and *Arc* mRNA expression in the hippocampus (HIP) and medial prefrontal cortex (mPFC) 30 minutes following contextual fear conditioning (CFC30’), normalized to *Hprt* and respective naive condition. N = 4 mice per group; two-tailed unpaired student’s t-test; * P ≤ 0.05; **P ≤ 0.01; *** P ≤ 0.001; **** P <0.0001; Mean ± SEM. (B) Volcano plots of Log2FC versus Log10(FDR) of γH2AX peaks and their corresponding genes for HIP (left) and mPFC (right). Upregulated indicates FDR < 0.05 and log2FC > 0, Downregulated indicates FDR < 0.05 and log2FC < 0, ns indicates FDR > 0.05. (C) Correlation between gene length and γH2AX peak length with linear regression. Left is HIP, right is mPFC. (D) Enrichment map of the 27 enriched biological processes for the 206 γH2AX peak-containing genes shared between HIP and mPFC in Fig 1A. Over-representation analysis with gene ontology (GO) category “Biological Process.” (E) Hippocampal γH2AX ChIP-qPCR analysis at the gene bodies of early response genes *Npas4*, *Nr4a1*, and housekeeping gene *B2M*. Each replicate was generated from the pooling of 3 animals’ hippocampi. N = 3; IgG N = 2; two-tailed unpaired student’s t-test; ns P > 0.05; * P ≤ 0.05; ** P ≤ 0.01; Mean ± SEM.
(TIF) Click here for additional data file.

S2 Fig Extraction of enriched NeuN+ and NeuN- nuclei from mouse brain. (A) Flow cytometry dot-plots representative of the gating strategy used for isolating neuronal and non-neuronal nuclei from mouse brain for RNA-Seq. Appropriately sized (FSC vs SSC), singlet nuclei (DAPI+), were gated for the presence or absence of the neuronal nuclei marker NeuN (NeuN+). (B) qRT-PCR analysis of pre-mRNA transcription from the neuronal early response gene *Npas4* and mRNA for the early response gene *Arc*. RNA purified from FACS-isolated nuclei or whole mPFC homogenate after CFC. cDNA was primed with random hexamers and the primer used for qPCR was either intronic (*Npas4*) or spanned an exon-exon junction (*Arc*). Normalized to *Hprt* and relative to naive NeuN+ for *Npas4* or normalized to respective naive condition for *Arc*. N = 3–4 mice per group; One-way ANOVA with Tukey’s multiple comparisons test; absence of an asterisk indicates P > 0.05; * P ≤ 0.05; ** P ≤ 0.01; *** P ≤ 0.001; **** P <0.0001; Mean ± SEM.
(TIF) Click here for additional data file.

S3 Fig Nuclear RNA-seq after contextual fear conditioning. (A) Correspondence between RNA-Seq datasets and brain cell types. Marker gene sets for brain cell types was obtained from a previously published dataset [28], and the average expression of these genes was calculated (RPKM geometric mean) for the naive conditions. Z-score determined by row. (B-E) Volcano plots of Log2FC versus log10(FDR) of RNA-Seq from HIP NeuN- (A), HIP NeuN+ (B), mPFC NeuN- (C), and mPFC NeuN+ (D). Up-regulated indicates FDR < 0.05 and log2(FC) > 0, Down-regulated indicates FDR < 0.05 and log2(FC) < 0, ns indicates FDR > 0.05. (F-G) Number of upregulated genes in neuronal (F) and non-neuronal (G) nuclei 10 to 30 minutes following CFC (RNA-Seq; FDR < 0.05). Genes shared between HIP and mPFC are in grey (CFC10’) and light grey (CFC30’).
(TIF) Click here for additional data file.

S4 Fig Brain γH2AX corresponds with rapid gene induction and expression level. (A) Percent overlap between genes containing a γH2AX peak and those genes upregulated (padj < 0.05) in non-neuronal nuclei after CFC. Hypergeometric distribution test; *** P ≤ 0.001; **** P <0.0001. (B) DSBs increase with RNA expression level; mPFC CFC30 γH2AX ChIP-Seq intensity at gene bodies versus percentile of mPFC NeuN+ CFC30’ RNA expression. Welch’s ANOVA with Games-Howell post-hoc test. (C) Confirming equivalent RNA expression levels between the observed (upregulated) genes and expected (randomly sampled) genes for the permutation testing. Distribution of mean RNA FPKM for 1000 permutations of random sampling, binned by RNA expression level. Lines are the mean RNA FPKM. mPFC 10 minutes after CFC (left), or 30 minutes after CFC (right).
(TIF) Click here for additional data file.

S5 Fig RNA-Seq promoter-enriched motifs in neurons. (A-B) Top 10 enriched promoter motifs for the genes upregulated in NeuN+ CFC10’ HIP (A) and NeuN+ CFC10’ mPFC (B). Using the “Transcription Factor Targets” (TFT) gene set from the molecular signatures database (MSigDB). (C) Top 8 enriched promoter motifs for the genes upregulated in neuronal nuclei from HIP 30 minutes after CFC (Log2FC >0 & FDR < 0.05). Using the “Transcription Factor Targets” (TFT) gene set from the molecular signatures database (MSigDB). (D) Motifs associated with upregulated genes in HIP NeuN+ nuclei. Left, number of the indicated motifs associated with each gene’s promoter. Center, γH2AX Log2FC, right, RNA-Seq Log2 fold change 10 or 30 minutes after CFC. Using the TFT gene sets from MSigDB for each transcription factor motif.
(TIF) Click here for additional data file.

S6 Fig γH2AX peaks are not enriched at late response genes. Differentially regulated genes from visual cortex single-cell RNA-Seq that also contain γH2AX peaks in mPFC (right), and their regulation in mPFC nuclear RNA-Seq (left). ‘Neuron’ encompasses excitatory and inhibitory neuron subtypes, ‘Glia’ includes all subtypes from oligodendrocytes, microglia, astrocytes, and oligodendrocyte precursor cells, while ‘Vasculature’ denotes endothelial, pericyte, and smooth muscle cell subtypes [42].
(TIF) Click here for additional data file.

S7 Fig CFC induces early response genes in non-neuronal nuclei. (A) Motifs associated with upregulated genes in non-neuronal nuclei from HIP (top) or mPFC (bottom). Left, number of the indicated motifs associated with each gene’s promoter. Center, γH2AX Log2FC, right, RNA-Seq Log2 fold change 10 or 30 minutes after CFC. Using the TFT gene sets from MSigDB for each transcription factor motif. (B-C) Enrichment map of the top enriched biological processes for the genes upregulated in HIP NeuN- (B) or mPFC NeuN- (C) nuclei 30 minutes after CFC. Over-representation analysis with gene ontology (GO) category “Biological Process.”
(TIF) Click here for additional data file.

S8 Fig Increased HSF1 activity following CFC. (A) HSF1 binding increases at the promoter regions of chaperones *Hsp90ab1* and *Hspa8*. *Actb*, which is not a HSF1 target but has similarly increased levels of γH2AX and gene expression showed lower HSF1 binding. ChIP-qPCR of cortex 30 minutes following CFC. N = 6–7; One-way ANOVA with Tukey’s multiple comparisons test; ns P > 0.05; * P ≤ 0.05; ** P ≤ 0.01; *** P ≤ 0.001; Mean ± SEM. (B) Increased HSF1 nuclear translocation in neurons and non-neurons after CFC in cortex. Top, representative fluorescence intensity histograms after CFC (naïve, grey; CFC30, red). Bottom, intensity of nuclear HSF1 after CFC was analyzed by flow cytometry; median fluorescence intensity (MFI) normalized to respective naive condition. N = 7; two-tailed unpaired student’s t-test; ** P ≤ 0.01; *** P ≤ 0.001; Mean ± SEM.
(TIF) Click here for additional data file.

S9 Fig Related to Fig 4. (A) qRT-PCR analysis of *Sgk1* and *Ddit4* mRNA expression in the HIP and mPFC 30 minutes following contextual fear conditioning—normalized to *Hprt* and respective naive condition. N = 4 mice per group; two-tailed unpaired student’s t-test; **P ≤ 0.01; Mean ± SEM. (B) ChIP-qPCR analysis of γH2AX induction at select gene bodies in mouse glial primary cultures 30 minutes after treatment with dexamethasone (Dex) (100nM). N = 4 independent cultures; two-tailed unpaired student’s t-test; ns P > 0.05; Mean ± SEM. (C) Average H3K27ac signal of prefrontal anterior cingulate cortex (ACC) at glucocorticoid receptor binding sites (rat cortical ChIP-Seq) [55,56] containing the GC motif in mouse (n = 5591 peaks). H3K27ac ChIP-Seq of naive mouse ACC from NeuN+ or NeuN- isolated nuclei [57]. (D) Average H3K27ac signal at intergenic glucocorticoid receptor binding sites (rat cortical ChIP-Seq) [55,56] containing the GC motif in mouse (n = 1860 peaks). H3K27ac ChIP-Seq of mouse hippocampal CA1 region from NeuN+ or NeuN- isolated nuclei 1 hour after exposure to context, or CFC (shock) [57]. (E) Mean expression of the glucocorticoid receptor (*Nr3c1*) from naive nuclear RNA-Seq datasets. (F) Intensity of nuclear glucocorticoid receptor (left) or nuclear NeuN (right) in NeuN+ or NeuN- nuclei of the mPFC after corticosterone treatment. Normalized median fluorescence intensity (MFI). N = 5 mice per group; two-tailed unpaired student’s t-test; ** P ≤ 0.01; ns P > 0.05; Mean ± SEM.
(TIF) Click here for additional data file.

S10 Fig Purification and confirmation of glia cell types. (A) Flow cytometry dot-plots representative of the gating strategy used for isolating neuronal and glial nuclei from hippocampus for RNA-Seq. Appropriately sized (FSC vs SSC plot), singlet nuclei (DAPI+; DNA stain), are gated for the presence or absence of the neuronal nuclei marker NeuN (NeuN+); NeuN- nuclei are then separated by the astrocyte marker GFAP (GFAP+), GFAP- nuclei are then gated for the microglia marker P.1 (PU.1+), with the oligodendrocyte-enriched fraction, NeuN-/GFAP-/PU.1- (3X-), also collected. (B) RT-qPCR analysis of FACS-isolated nuclei for cell-type-specific markers: neuronal (*Npas4*), astrocyte (*Gfap*), microglial (*C1qa*), oligodendrocyte (*Mbp*). Normalized to *Hprt*; N = 8, 4 mice saline treated, 4 mice corticosterone treated. (C) Glucocorticoid receptor agonist corticosterone (Cort) induces *Sgk1*, *Ddit4*, and *Glul* in glia, and not the housekeeping gene *Actb*. RT-qPCR on FACS-purified hippocampal nuclear RNA from neurons (NeuN+), astrocytes (GFAP+), microglia (PU.1+), and oligodendrocytes-enriched (NeuN-GFAP-PU.1-; 3X-) 30 minutes after saline or corticosterone:HBC complex (2mg/Kg) administration. N = 4 mice per group; two-tailed unpaired student’s t-test; * P ≤ 0.05; *** P ≤ 0.001; **** P <0.0001; Mean ± SEM.; * P ≤ 0.05; *** P ≤ 0.001; **** P <0.0001.
(TIF) Click here for additional data file.

S11 Fig Extensive corticosterone-mediated gene induction in the hippocampus. (A) Correspondence between hippocampal cell-type-specific RNA-seq datasets and brain cell types. Marker gene sets for brain cell types was obtained from a previously published dataset, and the average expression of these genes was calculated (RPKM geometric mean) for the saline condition [28]. Z-score determined by row. (B-E) Volcano plots of Log2FC versus Log10(FDR) of RNA-Seq from corticosterone treated hippocampal cell types. Upregulated indicates FDR < 0.05 and log2(FC) > 0, Downregulated indicates FDR < 0.05 and log2(FC) < 0, ns indicates FDR > 0.05.
(TIF) Click here for additional data file.

S12 Fig Corticosterone induced biological process GO terms. (A-C) Enrichment map of the top 30 enriched biological processes for the genes upregulated in HIP after corticosterone treatment in astrocyte (A), oligodendrocyte-enriched (B), and microglia (C) nuclei. No enrichment in neurons. Over-representation analysis with gene ontology (GO) category “Biological Process.”
(TIF) Click here for additional data file.

S13 Fig Corticosterone repressed biological process GO terms. (A-C) Enrichment map of the top enriched biological processes for the genes downregulated in HIP after corticosterone treatment in astrocytic (A), oligodendrocyte-enriched (B), and microglial (C) nuclei. Over-representation analysis with gene ontology (GO) category “Biological Process.” (D) Top five enriched biological processes of the downregulated genes for each cell type in purified hippocampal nuclei from neurons, astrocytes, microglia, and oligodendrocyte-enriched after corticosterone treatment (padj < 0.05). Over-representation analysis with gene ontology (GO) category “Biological Process.”
(TIF) Click here for additional data file.

S14 Fig γH2AX peak at site of convergent transcription within gene *Polr3e*. Genome browser tracks for the gene *Polr3e* displaying a small (951bp) intronic γH2AX peak in mPFC overlapping a mammalian interspersed repeat (MIR). MIR antisense transcription is shown on the negative strand (-).
(TIF) Click here for additional data file.

S15 Fig Enriched disease associations after corticosterone treatment. Enriched disease associations for the genes upregulated in HIP after corticosterone treatment in neuronal, astrocytic, microglial, and oligodendrocyte-enriched nuclei, filtered for disease associations related to the nervous system. An absent group indicates no enrichment at threshold q < 0.05. Over-representation analysis with DOSE Disease ontology.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

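The deposited files hold the positions of γH2AX peaks in mouse HIP and mPFC, and gene counts of sorted nuclei from 3 sets of RNA-Seq libraries. The peaks come from ChIP-Seq of whole tissue of naive mice and mice 30 minutes after CFC. The RNA-Seq libraries are NeuN+ and NeuN- nuclei of HIP and of mPFC at 0, 10 and 30 minutes after CFC, and NeuN+, GFAP+, PU.1+ and 3X- nuclei of HIP 30 minutes after corticosterone or saline.

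The authors made the counts by trimming reads with Trimmomatic, aligning them to GRCm38 with HISAT2, removing duplicates with Picard and counting reads over whole gene bodies with featureCounts, and deposited them as raw counts per gene and library. For the peaks, the authors aligned reads to GRCm38 with Bowtie2, removed duplicates, scaled replicates to equal read numbers and merged them, called broad peaks with MACS2, and annotated them to genes of an Ensembl release. The deposited peak positions combine naive and CFC peaks and carry no score, so scores, fold changes and p-values of peaks are those of the paper's table. No peak was called or counted anew here.

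Gene lengths, positions and overlaps came from GENCODE M21, which covers 99.9% of the 53749 genes. It is a later release than the one the authors used, and genes were joined by Ensembl ID. A gene's overlap is the share of its length that other genes cover on either strand. FPKM were computed from the counts and the length of the gene body.

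Counts were read in Python 3.11.15 with pandas 2.3.3 and NumPy 2.4.6, and tested in R 4.3.3. Genes with a mean FPKM above 0.2 in at least 1 group of the fit were kept. Each region and fraction, or each cell population, had its own fit in edgeR 4.0.16, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over the tested genes. Genes with an adjusted p below 0.05 were called, with no minimum fold change, and these tests are two-sided. A difference between fractions was tested by the interaction term of a fit of all fractions of a table with a residual spread shared between them. That fit leaves out that fractions were sorted from the same tissue. Deviations of same-numbered libraries correlated across fractions by a mean of 0.0416 after corticosterone or saline against -0.0138 for other numbers, 0.0266 against -0.00887 in HIP and 0.0567 against -0.0283 in mPFC. A block on the animal, with the number in a treatment taken as the animal, is given as an alternative, and the splits of libraries for these terms moved all fractions of an animal together. The SE of a log2 fold change was derived from the test's statistic.

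Library totals ranged from 5935395 to 18271372 counts. The test was tried on simulated counts with the means, library sizes and spread of the real libraries. In them 200 genes, each averaging at least 30 counts, were changed by known folds, so recovery at weaker genes was not measured. The test recovered most changes of 1.5-fold in NeuN+ nuclei and fewer in NeuN- nuclei, with the shares given beside each set of libraries. Shares at the smallest simulated change, a log2 of 0.32, were lower in each set. Unchanged genes made up 5.62% to 11.7% of the simulated calls, above the 5% that the threshold aims at.

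Gene lists were written down before the files were examined, apart from the lists that the paper itself names, and were tested by camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Camera with an estimated correlation and fry were run as alternatives. The lists cover response genes, chaperones, receptor targets, markers of cell types and groups of the paper. Overlaps of gene sets were tested by one-sided Fisher's exact tests over the genes tested in the comparison. Where every called gene held a peak, 0.5 was added to each cell for the odds ratio. Expression matching drew 10000 random sets from 10 bins of expression. Correlations were tested with 100000 permutations and marker levels with two-sided exact permutation tests in SciPy 1.17.1.

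Genes described by name follow a rule set before the data were examined. They are genes the paper names, the 8 largest rises and 4 largest falls of each comparison among called genes, and up to 4 members of each list with the smallest p. The largest changes count only genes with at least 30 counts on average and a gene symbol that is no clone name, where each treated library lies beyond each control library. Values in the paper's tables had been seen for some of these genes.

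Groups follow the deposited labels. In HIP NeuN- nuclei, naive replicates 3 and 4 hold identical counts for all 53749 genes and were counted as 1 library. The paper calls the CFC libraries independent replicates, and the number of mice per RNA-Seq library is not in the labels, so p-values measure the spread between libraries. Replicate numbers were checked as pairs by correlating residuals of libraries with the same number, and a block on the number was kept as an alternative only.

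The alternatives tried were RLE size factors, DESeq2 1.42.0, the filterByExpr filter, no filter, all libraries of a table in 1 fit, a block on the replicate number, counts thinned to the smallest library, leaving out each library in turn, and shrunken fold changes. For peaks they were a -log10 q of at least 10, a reciprocal overlap of at least 50%, all genes of a peak, and other matchings of expression and length. Counting the identical libraries as 2, leaving out 2 libraries with the most receptor counts, and taking all peaks of the paper's table were added after the data were examined.

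HIP and mPFC were not tested against each other, as their libraries were made with different versions of a kit. The behaviour, the RT-qPCR, the imaging and the fold changes of γH2AX were not analysed anew, since the files hold no values for them. Genes of olfactory and vomeronasal receptors, 1456 in all, were counted as a check of each library, since these nuclei are not known to use them.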

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

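The tests by other splits of the libraries were chosen after the results were seen, while the tests for carried-over nuclei and for a library counted as 2 were set before.

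Early response genes were called higher 30 minutes after CFC in NeuN- nuclei, 5 in HIP and 15 in mPFC, which could come from neuronal nuclei carried into that fraction. NeuN- nuclei kept a median of 11.9% of the NeuN+ level of neuron markers in HIP and 10.2% in mPFC. This was taken as the share carried over, and it is a share of RNA and not of nuclei. As NeuN- minus NeuN+ of log2(CPM + 1), neuron markers differed by -2.53 in HIP and -3.11 in mPFC. Excitatory neuron markers differed less, by -1.79 and -2.37, as did inhibitory ones, by -0.42 and -1.13. A larger share would lower every ratio, and ratios for those lists were not computed. The observed rises were a median of 5.33 times what the share from neuron markers would bring in HIP (lower quartile 3.71). Per1 stood at 34.4, Sik1 at 45.1, Nr4a1 at 5.33, Fosl2 at 3.71 and Nr4a3 at 2.26. In mPFC the median was 11.6 times (lower quartile 3.24). Only genes called higher in NeuN- nuclei enter these ratios, which favors large values. For these genes as a set, and at that share, the values argue against carry-over as the whole source. In mPFC, Homer1 at 0.291 and 1700016P03Rik at 0.282 times the predicted rise stay open to it. A response of glia to CFC is a hypothesis found and tested on the same data, and the share was measured in naive libraries only.

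Glucocorticoid receptor targets were called higher in NeuN+ nuclei after corticosterone, and glial nuclei in that fraction may bring such a rise. Oligodendrocyte markers put the share of 3X- nuclei there at 0.103%. The rises of Fkbp5, Klf9, Zbtb16 and Errfi1 were 222, 132, 67.2 and 40.3 times what this share would bring, with a median of 99.6 and a lower quartile of 40.3. Carried-over 3X- nuclei are thus excluded as the source for these 4 genes, while the same ratio was not computed for astrocytes and microglia. A response of neurons to corticosterone stays a hypothesis.

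The number of genes called in HIP NeuN- nuclei depends on the naive libraries, of which replicates 3 and 4 are identical. With each library counted once, the test called 177 genes higher and 175 lower at 30 minutes, and with the identical libraries counted as 2 it called 454 and 479. Counting naive replicate 1 as 2 gave 407 and 431, and naive replicate 2 gave 445 and 451, which is consistent with a gain in calls from any 1 naive library counted as 2. At 10 minutes the numbers rose from 18 and 33 to 168 and 166, 209 and 233, and 227 and 238 for replicates 1, 2 and 3. The biology of these nuclei does not enter this test.

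Of 39 tests, 3 measures in each of 13 groups of 4 libraries, 4 found 1 library apart from its group by a larger share of the group's range than chance gives in 95% of tests. They fall in 3 groups, as total count and detected genes of 1 library are linked. Naive replicate 2 of HIP NeuN+ nuclei held 16163576 counts against 11836005 to 12213820 in the others, and 24577 detected genes against 21734 to 21981. Counts of olfactory and vomeronasal receptor genes stood at 57.2 CPM in HIP NeuN- CFC30 replicate 1 against 46.2 to 47.0. In HIP NeuN+ corticosterone replicate 4 they stood at 101.56 CPM against 94.4 to 95.1.

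An interaction term marked 5 comparisons in which the change of some genes differs between cell populations. The number of genes was 47 between NeuN- and NeuN+ nuclei of HIP and 696 of mPFC at 30 minutes after CFC. Against NeuN+ nuclei, the corticosterone change differed for 94 genes in GFAP+, 286 in PU.1+ and 361 in 3X- nuclei. Each was set against the other splits of the animals, 35 with 4 animals against 4, the real one included. In GFAP+ (highest other split 0), PU.1+ (1) and 3X- nuclei (0) only the real split gave as many, a share under 0.05 for each taken alone. Chance cannot be excluded in HIP after CFC, where 2 splits, the real one included, gave as many genes and the other gave 109. In mPFC, 10 splits are too few for a share under 0.05, and the highest other gave 45.

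The numbers of called genes were set against all 35 splits of 4 and 4 or of 3 and 4 libraries, and in each of these only 1 split, the real one, gave as many. That share is under 0.05 for each number taken alone and is the smallest that 35 splits allow. No adjustment over these numbers was made. HIP NeuN+ nuclei had 338 higher and 266 lower genes at 10 minutes against at most 0 and 0 in other splits. At 30 minutes they had 582 higher and 482 lower genes against at most 1 and 1. HIP NeuN- nuclei had 18 higher and 33 lower genes at 10 minutes against at most 0 and 1, and 177 higher genes at 30 minutes against at most 48. Leaving out 1 library took these numbers as low as 2, 1 and 35, so chance is not excluded for them. For the 175 lower genes another split gave 169, and leaving out 1 library moved the number from 26 to 270, so chance stays open there. After corticosterone NeuN+ nuclei had 160 higher and 101 lower genes against at most 24 and 24 in other splits. GFAP+ nuclei had 295 higher and 130 lower genes against at most 0 and 0. In PU.1+ nuclei 634 higher and 474 lower genes stood against at most 1 and 1, and in 3X- nuclei 730 and 361 against at most 0 and 0. In mPFC, 3 against 3 libraries make 10 splits, too few for a share under 0.05. The real numbers and highest others in mPFC were 1065 higher and 813 lower genes against at most 0 and 0 in NeuN+ nuclei at 10 and 1703 higher and 1510 lower genes against at most 0 and 0 at 30 minutes, and 110 higher and 144 lower genes against at most 0 and 0 in NeuN- nuclei at 10 and 398 higher and 472 lower genes against at most 0 and 0 at 30 minutes.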

How the results depend on the processing

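The settings below were fixed before the data were examined, apart from those said to be added. A number of genes counts as changed where it moved by over 1.5 times. With RLE size factors, 1 named gene or list lost its call, and no number moved that far. The cause of the changes under the other settings was not tested.

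DESeq2 gave 56 genes higher and 125 lower in HIP NeuN- nuclei at 10 minutes, 45 genes lower in HIP NeuN+ nuclei after corticosterone and 19 genes higher in both regions in NeuN- nuclei at 10 minutes. DESeq2 also gave 11 mPFC peak genes higher in NeuN- nuclei alone, 54.8% of mPFC peak genes not higher in NeuN+ nuclei and 114 genes whose change at 30 minutes differs between the fractions of HIP. 49 named genes or lists lost their call under DESeq2 and 12 gained one. A gene to which DESeq2 gave no adjusted p counts as not called. The filterByExpr filter gave 8 genes higher and 15 lower in HIP NeuN- nuclei at 10 minutes, 59 genes higher and 83 lower in mPFC NeuN- nuclei at 10 minutes and 3 genes higher in both regions in NeuN- nuclei at 10 minutes. 57 named genes or lists lost their call under the filterByExpr filter and 1 gained one.

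The test without a filter gave 631 genes higher and 401 lower in HIP NeuN+ nuclei at 10 minutes, 230 genes higher and 284 lower in HIP NeuN- nuclei at 10 minutes and 483 genes higher and 431 lower in HIP NeuN- nuclei at 30 minutes. The test without a filter also gave 292 genes higher and 424 lower in mPFC NeuN- nuclei at 10 minutes, 755 genes higher and 716 lower in mPFC NeuN- nuclei at 30 minutes and 447 genes higher and 263 lower in HIP GFAP+ nuclei after corticosterone. The test without a filter further gave 2004 genes higher and 778 lower in HIP 3X- nuclei after corticosterone, 382 genes higher in both regions in NeuN+ nuclei at 10 minutes and 79 genes higher in both regions in NeuN- nuclei at 10 minutes. The test without a filter then gave 331 genes higher in both regions in NeuN- nuclei at 30 minutes, 21 HIP peak genes higher in both fractions and 16 HIP peak genes higher in NeuN- nuclei alone. The test without a filter besides gave 60.8% of HIP peak genes without a call, 70.9% of HIP peak genes not higher in NeuN+ nuclei and 11 mPFC peak genes higher in NeuN- nuclei alone. The test without a filter finally gave 192 genes whose change at 30 minutes differs between the fractions of HIP, 666 genes whose corticosterone change differs between 3X- and NeuN+ and 66 HIP peak genes higher after corticosterone in glia alone. 18 named genes or lists lost their call under no filter and 43 gained one.

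All libraries in 1 fit gave 131 genes higher and 111 lower in HIP NeuN+ nuclei at 10 minutes, 339 genes higher and 285 lower in HIP NeuN+ nuclei at 30 minutes, 77 genes higher and 297 lower in HIP NeuN- nuclei at 10 minutes and 303 genes higher and 388 lower in HIP NeuN- nuclei at 30 minutes. All libraries in 1 fit also gave 612 genes higher in mPFC NeuN+ nuclei at 10 minutes, 237 genes higher and 282 lower in mPFC NeuN- nuclei at 10 minutes, 635 genes higher in mPFC NeuN- nuclei at 30 minutes and 37 genes higher and 10 lower in HIP NeuN+ nuclei after corticosterone. All libraries in 1 fit further gave 204 genes lower in HIP GFAP+ nuclei after corticosterone, 614 genes lower in HIP 3X- nuclei after corticosterone, 85 genes higher in both regions in NeuN+ nuclei at 10 minutes and 234 genes higher in both regions in NeuN+ nuclei at 30 minutes. All libraries in 1 fit then gave 27 genes higher in both regions in NeuN- nuclei at 10 minutes, 198 genes higher in both regions in NeuN- nuclei at 30 minutes, 21 HIP peak genes higher in NeuN+ nuclei alone and 18 HIP peak genes higher in NeuN- nuclei alone. All libraries in 1 fit besides gave 81.4% of HIP peak genes without a call, 91.2% of HIP peak genes not higher in NeuN+ nuclei, 15 mPFC peak genes higher in NeuN- nuclei alone and 9 mPFC peak genes lower only. All libraries in 1 fit finally gave 50.9% of mPFC peak genes without a call and 59.4% of mPFC peak genes not higher in NeuN+ nuclei. 97 named genes or lists lost their call under a fit of all libraries and 14 gained one.

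Thinning to the smallest library gave 167 genes higher and 136 lower in HIP NeuN+ nuclei at 10 minutes, 356 genes higher and 274 lower in HIP NeuN+ nuclei at 30 minutes and 6 genes higher and 11 lower in HIP NeuN- nuclei at 10 minutes. Thinning to the smallest library also gave 103 genes higher and 81 lower in HIP NeuN- nuclei at 30 minutes, 994 genes lower in mPFC NeuN+ nuclei at 30 minutes and 90 genes lower in mPFC NeuN- nuclei at 10 minutes. Thinning to the smallest library further gave 62 genes lower in HIP NeuN+ nuclei after corticosterone, 104 genes higher in both regions in NeuN+ nuclei at 10 minutes and 247 genes higher in both regions in NeuN+ nuclei at 30 minutes. Thinning to the smallest library then gave 7 HIP peak genes lower only, 80.4% of HIP peak genes without a call and 84.6% of HIP peak genes not higher in NeuN+ nuclei. Thinning to the smallest library besides gave 48.8% of mPFC peak genes without a call, 56.2% of mPFC peak genes not higher in NeuN+ nuclei and 11 genes whose change at 30 minutes differs between the fractions of HIP. 103 named genes or lists lost their call under thinning and 6 gained one. The smallest library held 5935395 counts, and the thinned counts were drawn once.

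The replicate block gave 56 genes higher and 124 lower in HIP NeuN- nuclei at 10 minutes, 287 genes higher and 316 lower in HIP NeuN- nuclei at 30 minutes and 161 genes lower in HIP NeuN+ nuclei after corticosterone. The replicate block also gave 21 genes higher in both regions in NeuN- nuclei at 10 minutes and 14 HIP peak genes higher in both fractions. 5 named genes or lists lost their call under the replicate block and 21 gained one. Whether the replicate numbers pair the libraries stays open. Residuals of libraries with the same number correlated from -0.141 to 0.23, and in no set of libraries did each such pair exceed 0.1. Their mean was above that of other pairs in every set. It ran from 0.00642 against -0.00215 in NeuN+ nuclei after corticosterone or saline to 0.104 against -0.0342 in GFAP+ nuclei. A block on the animal, added afterwards for CFC, gave 22 genes whose change at 30 minutes differs between the fractions of HIP and 841 in mPFC, and 126, 347 and 496 genes whose corticosterone change differs between GFAP+, PU.1+ or 3X- and NeuN+ nuclei. The differences that the text gives for single genes stayed called under that block.

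Peaks with a -log10 q of at least 10 gave 16 HIP peak genes higher in NeuN+ nuclei alone, 1 HIP peak gene higher in both fractions and 3 HIP peak genes higher in NeuN- nuclei alone. Peaks with a -log10 q of at least 10 also gave 4 HIP peak genes lower only, 77 mPFC peak genes higher in NeuN+ nuclei alone and 4 mPFC peak genes higher in NeuN- nuclei alone. Peaks with a -log10 q of at least 10 further gave 11 HIP peak genes higher after corticosterone in glia alone and 67 peaks shared by the regions. An estimated correlation in camera ended 83 calls of lists, and fry ended 25 and added 19. Shrunken fold changes gave a value below 0 to 6 rises at 30 minutes. These were Npas4 with -0.151, Egr1 with -0.109 and Fos with -0.089 in HIP NeuN+ nuclei, and Fosb with -0.120, Fos with -0.120 and Npas4 with -0.076 in mPFC NeuN+ nuclei. The shrinking used fits that also held the libraries at 10 minutes. Each was a rise in the main test, so a turn does not show a fall, and its cause was not tested.

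Added after the data were examined, the identical naive libraries of HIP NeuN- nuclei were also counted as 2. The identical libraries as 2 gave 227 genes higher and 238 lower in HIP NeuN- nuclei at 10 minutes, 454 genes higher and 479 lower in HIP NeuN- nuclei at 30 minutes and 29 genes higher in both regions in NeuN- nuclei at 10 minutes. The identical libraries as 2 also gave 183 genes higher in both regions in NeuN- nuclei at 30 minutes, 14 HIP peak genes higher in both fractions and 18 HIP peak genes higher in NeuN- nuclei alone. DESeq2 with the identical libraries as 2 gave 216 genes higher and 369 lower in HIP NeuN- nuclei at 10 minutes, 519 genes higher and 499 lower in HIP NeuN- nuclei at 30 minutes and 33 genes higher in both regions in NeuN- nuclei at 10 minutes. DESeq2 with the identical libraries as 2 also gave 201 genes higher in both regions in NeuN- nuclei at 30 minutes, 13 HIP peak genes higher in both fractions, 21 HIP peak genes higher in NeuN- nuclei alone and 67.6% of HIP peak genes without a call. 10 named genes or lists gained a call in edgeR, and in DESeq2 8 gained and 1 lost one. Leaving out the 2 libraries with the most receptor counts, also added afterwards, gave 2 such genes or lists a call.

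Leaving out each library in turn moved the following values, where the last bracket counts the libraries that moved it by over 1.5 times or, for a share, out of its 95% binomial interval. Genes higher in HIP GFAP+ nuclei after corticosterone ran from 174 without HIP GFAP+ corticosterone replicate 2 to 378 without HIP GFAP+ saline replicate 2 (2 of 8 libraries). Genes lower in HIP GFAP+ nuclei after corticosterone ran from 57 without HIP GFAP+ corticosterone replicate 2 to 132 without HIP GFAP+ corticosterone replicate 3 (4 of 8 libraries). Genes higher in HIP NeuN+ nuclei at 10 minutes ran from 118 without HIP NeuN+ CFC10 replicate 1 to 495 without HIP NeuN+ CFC30 replicate 1 (5 of 12 libraries). Genes lower in HIP NeuN+ nuclei at 10 minutes ran from 71 without HIP NeuN+ CFC10 replicate 1 to 430 without HIP NeuN+ CFC30 replicate 1 (5 of 12 libraries). Genes higher in HIP NeuN+ nuclei at 30 minutes ran from 355 without HIP NeuN+ CFC30 replicate 2 to 659 without HIP NeuN+ CFC30 replicate 4 (2 of 12 libraries). Genes lower in HIP NeuN+ nuclei at 30 minutes ran from 263 without HIP NeuN+ CFC30 replicate 2 to 587 without HIP NeuN+ CFC30 replicate 4 (2 of 12 libraries). Genes higher in both regions in NeuN+ nuclei at 10 minutes ran from 99 without HIP NeuN+ CFC10 replicate 1 to 297 without HIP NeuN+ CFC30 replicate 1 (4 of 21 libraries). Genes higher in both regions in NeuN+ nuclei at 30 minutes ran from 282 without HIP NeuN+ CFC30 replicate 2 to 469 without HIP NeuN+ CFC30 replicate 4 (1 of 21 libraries). Peak genes of HIP higher in both fractions ran from 2 without HIP NeuN- naive replicate 1 to 9 without HIP NeuN- CFC10 replicate 1 (4 of 23 libraries). Peak genes of HIP higher in NeuN- nuclei alone ran from 3 without HIP NeuN- naive replicate 2 to 10 without HIP NeuN- CFC10 replicate 1 (3 of 23 libraries). The share of HIP peak genes without a call ran from 68.6% without HIP NeuN+ CFC30 replicate 4 to 80.4% without HIP NeuN+ naive replicate 3 (4 of 23 libraries). The share of HIP peak genes not higher in NeuN+ nuclei ran from 76.1% without HIP NeuN+ CFC30 replicate 4 to 86.6% without HIP NeuN+ naive replicate 3 (4 of 23 libraries). Genes whose change at 30 minutes differs between the fractions of HIP ran from 15 without HIP NeuN+ CFC30 replicate 2 to 59 without HIP NeuN- CFC10 replicate 1 (10 of 23 libraries). Genes lower in HIP NeuN+ nuclei after corticosterone ran from 58 without HIP NeuN+ saline replicate 1 to 130 without HIP NeuN+ corticosterone replicate 1 (3 of 8 libraries). Genes higher in HIP NeuN- nuclei at 10 minutes ran from 2 without HIP NeuN- CFC10 replicate 3 to 27 without HIP NeuN- CFC30 replicate 2 (8 of 11 libraries). Genes lower in HIP NeuN- nuclei at 10 minutes ran from 1 without HIP NeuN- CFC10 replicate 3 to 49 without HIP NeuN- CFC30 replicate 3 (8 of 11 libraries).

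Genes higher in HIP NeuN- nuclei at 30 minutes ran from 35 without HIP NeuN- naive replicate 3 to 258 without HIP NeuN- CFC10 replicate 1 (6 of 11 libraries). Genes lower in HIP NeuN- nuclei at 30 minutes ran from 26 without HIP NeuN- naive replicate 3 to 270 without HIP NeuN- CFC10 replicate 1 (6 of 11 libraries). Genes higher in both regions in NeuN- nuclei at 10 minutes ran from 1 without mPFC NeuN- naive replicate 1 to 8 without mPFC NeuN- CFC30 replicate 2 (10 of 20 libraries). Genes higher in both regions in NeuN- nuclei at 30 minutes ran from 33 without HIP NeuN- naive replicate 3 to 157 without HIP NeuN- CFC10 replicate 1 (5 of 20 libraries). Genes lower in mPFC NeuN+ nuclei at 10 minutes ran from 468 without mPFC NeuN+ naive replicate 1 to 792 without mPFC NeuN+ CFC30 replicate 3 (1 of 9 libraries). Peak genes of mPFC higher in both fractions ran from 16 without mPFC NeuN- naive replicate 1 to 30 without mPFC NeuN- CFC10 replicate 1 (2 of 18 libraries). Peak genes of mPFC higher in NeuN- nuclei alone ran from 4 without mPFC NeuN- naive replicate 2 to 12 without mPFC NeuN+ naive replicate 1 (2 of 18 libraries). Peak genes of mPFC lower only ran from 11 without mPFC NeuN+ CFC30 replicate 1 to 19 without mPFC NeuN- CFC30 replicate 2 (1 of 18 libraries). The share of mPFC peak genes without a call ran from 38.87% without mPFC NeuN- CFC30 replicate 3 to 47.4% without mPFC NeuN+ naive replicate 1 (1 of 18 libraries). The share of mPFC peak genes not higher in NeuN+ nuclei ran from 48.1% without mPFC NeuN+ CFC10 replicate 1 to 55.8% without mPFC NeuN+ naive replicate 1 (1 of 18 libraries). Genes whose change at 30 minutes differs between the fractions of mPFC ran from 454 without mPFC NeuN+ naive replicate 1 to 811 without mPFC NeuN- CFC10 replicate 1 (1 of 18 libraries). Genes higher in mPFC NeuN- nuclei at 10 minutes ran from 12 without mPFC NeuN- naive replicate 1 to 145 without mPFC NeuN- CFC30 replicate 2 (6 of 9 libraries). Genes lower in mPFC NeuN- nuclei at 10 minutes ran from 16 without mPFC NeuN- naive replicate 1 to 190 without mPFC NeuN- CFC30 replicate 2 (6 of 9 libraries). Genes higher in mPFC NeuN- nuclei at 30 minutes ran from 201 without mPFC NeuN- naive replicate 1 to 501 without mPFC NeuN- CFC10 replicate 1 (2 of 9 libraries). Genes lower in mPFC NeuN- nuclei at 30 minutes ran from 201 without mPFC NeuN- naive replicate 1 to 576 without mPFC NeuN- CFC10 replicate 1 (3 of 9 libraries).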

Differences from the paper's values

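Numbers were set beside the paper's at its stated thresholds, an adjusted p below 0.05 and an FPKM above 0.2. The paper names DESeq2, which is 1 of the settings fixed before the data were examined. A difference is listed where 1 number is over 1.5 times the other. Settings with the identical HIP NeuN- naive libraries counted as 2 were chosen after seeing the values.

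Genes higher in HIP NeuN- nuclei at 30 minutes numbered 177 here and 426 in the paper. It comes within 1.5 times under no filter, a fit of all libraries and the replicate block, and stays apart under RLE size factors, DESeq2, the filterByExpr filter and thinning. With the identical libraries counted as 2, chosen after seeing the values, it was 454 with edgeR and 519 with DESeq2. At 10 minutes in these nuclei they numbered 18 here and 127 in the paper’s table. It stays apart under RLE size factors, DESeq2, the filterByExpr filter, no filter, a fit of all libraries, the replicate block and thinning. Genes lower there at 10 minutes numbered 33 here and 128 in the paper’s table. The number comes within 1.5 times under DESeq2 and the replicate block, and stays apart under RLE size factors, the filterByExpr filter, no filter, a fit of all libraries and thinning. Counted as 2, the identical libraries gave 227 with edgeR and 216 with DESeq2 for higher and 238 with edgeR and 369 with DESeq2 for lower genes, settings chosen after seeing the values. Of the paper's 255 calls in this comparison they drop 36 and 20, against 207 with each library counted once and 107 with DESeq2. No run that left out 1 library came within 1.5 times of these 3 values.

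Genes higher in NeuN- nuclei of both regions at 10 minutes numbered 6 here and 34 in the paper. This number is within 1.5 times under a fit of all libraries, and stays apart under RLE size factors, DESeq2, the filterByExpr filter, no filter, the replicate block and thinning. At 30 minutes there were 120 here and 242 in the paper. It comes within 1.5 times under DESeq2, no filter, a fit of all libraries and the replicate block, and stays apart under RLE size factors, the filterByExpr filter and thinning. With the identical libraries counted as 2, chosen after seeing the values, the numbers were 29 with edgeR and 33 with DESeq2 at 10 minutes, and 183 with edgeR and 201 with DESeq2 at 30 minutes. How many of the paper's genes these settings drop was not counted for shared genes or at 30 minutes, as the paper's table at hand stops before them.

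HIP peak genes higher in both fractions numbered 7 here and 12 in the paper. The number comes within 1.5 times under DESeq2 and the replicate block, and stays apart under RLE size factors, the filterByExpr filter, no filter, a fit of all libraries, thinning and stricter peaks. HIP peak genes higher in NeuN- nuclei alone numbered 6 here and 19 in the paper. This number is within 1.5 times under no filter and a fit of all libraries, and stays apart under RLE size factors, DESeq2, the filterByExpr filter, the replicate block, thinning and stricter peaks. Counted as 2, chosen after seeing the values, the identical libraries gave 14 with edgeR and 13 with DESeq2 for both fractions, and 18 with edgeR and 21 with DESeq2 for NeuN- nuclei alone. For mPFC peak genes higher in NeuN- nuclei alone the numbers were 7 here and 12 in the paper. It comes within 1.5 times under DESeq2, no filter, a fit of all libraries, the replicate block and thinning, and stays apart under RLE size factors, the filterByExpr filter and stricter peaks. 9 of 18 runs without 1 library came within that range in mPFC, 2 of 23 for both fractions of HIP and none for NeuN- nuclei alone of HIP.

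Genes higher in 3X- nuclei after corticosterone numbered 730 here and 453 in the paper. It stays apart under RLE size factors, DESeq2, the filterByExpr filter, no filter, a fit of all libraries, the replicate block and thinning. 4 of 8 runs without 1 library came within that range. The paper's text gives 453 to 3X- and 551 to PU.1+ nuclei, and the legend of Fig 5C gives them the other way round. With 551 for 3X- nuclei the number found here is within 1.5 times and the order of the 2 populations is the same, so no difference is claimed for the order. Here PU.1+ nuclei had 634, fewer than 3X- nuclei under each setting above. Without 1 library, 3X- nuclei fell below that number in 3 of 8 runs, as low as 604. Corticosterone replicates 2 and 4 of 3X- nuclei held 209.8 and 258 CPM of olfactory and vomeronasal receptor genes, and without them 696 genes were higher. In HIP NeuN+ nuclei at 30 minutes, lower genes numbered 482 here and 317 in the paper’s table. The number comes within 1.5 times under RLE size factors, DESeq2, a fit of all libraries and thinning, and stays apart under the filterByExpr filter, no filter and the replicate block. For mPFC NeuN+ nuclei at 10 minutes they numbered 813 here and 460 in the paper’s table. This number is within 1.5 times under DESeq2, a fit of all libraries and thinning, and stays apart under RLE size factors, the filterByExpr filter, no filter and the replicate block. 9 of 12 and 3 of 9 runs without 1 library came within that range.

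The paper finds the numbers of higher genes in NeuN- nuclei more alike between regions than in NeuN+ nuclei. Here HIP and mPFC had 18 and 110 at 10 minutes and 177 and 398 at 30 minutes in NeuN- nuclei. In NeuN+ nuclei they had 338 and 1065, and 582 and 1703. As a ratio the regions lay closer in NeuN+ nuclei at 10 minutes and in NeuN- nuclei at 30 minutes. As a difference in number they lay closer in NeuN- nuclei at both times. The identical libraries counted as 2 brought HIP NeuN- nuclei to 227 and 454. The paper names 30 minutes as the time when higher genes of NeuN- nuclei most often hold a γH2AX peak. The number of such genes was larger at 30 minutes in both regions, with 13 against 3 in HIP and 31 against 10 in mPFC. Their share of the higher genes was larger at 10 minutes, with 16.7% against 7.34% in HIP and 9.09% against 7.79% in mPFC. In mPFC the odds ratio was larger at 30 minutes under DESeq2, no filter, a fit of all libraries and thinning.

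The paper describes Arc and Egr1 as higher in both fractions. In HIP NeuN- nuclei Arc had adjusted p values of 0.319 and 0.545 at 10 and 30 minutes, and no setting called it. Egr1 had 0.0726 and 0.0734 there. No filter, a fit of all libraries, the replicate block and the identical libraries counted as 2 called it at 10 minutes, and at 30 minutes no filter did. In mPFC both genes were called in both fractions.

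Of the 15 HIP genes that the paper lists as possible HSF1 targets, 11 were higher in at least 1 fraction and time, and not Ddit4, Hsp90ab1, Mbp and Ptk2b. DESeq2 and the replicate block called 13 of them, no filter called 15, a fit of all libraries 10 and thinning 9. Hsp90ab1 in HIP was called under DESeq2, no filter, a fit of all libraries, the replicate block, thinning and the identical libraries counted as 2, Ddit4 under no filter, a fit of all libraries and the identical libraries counted as 2, and Mbp under no filter and the replicate block. Ptk2b was called under DESeq2, no filter and thinning. Of the 11 in mPFC, 10 were higher and Tcf4 was not, under each setting run. Of the 5 ATF6 targets that the paper names, 5 were higher in mPFC and 2 in HIP, where Xbp1, Ywhaz and Atp2b1 were not. Thinning left 3 in mPFC, without Atp2b1 and Xbp1. Xbp1 in HIP was called under DESeq2, no filter, a fit of all libraries, the replicate block and the identical libraries counted as 2, and no setting called Ywhaz or Atp2b1 there.

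The paper names Sgk1 and Ddit4 among genes higher after CFC in NeuN- nuclei. Ddit4 at 30 minutes in HIP had an adjusted p of 0.0695, and Sgk1 was called in both regions. Ntrk2, for which the paper's text makes no claim in NeuN- nuclei, had 0.0811 in HIP NeuN- nuclei at 30 minutes. DESeq2, no filter, a fit of all libraries, the replicate block and the identical libraries counted as 2 called it. The paper singles out Tuba1a as a peak gene that rose only at the late time in published single cells of visual cortex. No setting here called its change at 10 or 30 minutes, and no difference is claimed, as the samples are unlike.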

Other observations

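Mbp, the gene of myelin basic protein, rose in mPFC NeuN+ nuclei by a log2 fold change of 0.86 (SE 0.13, adjusted p = 6.79e-05) at 10 and 1.15 (SE 0.13, adjusted p = 7.15e-07) at 30 minutes after CFC, and its value in mPFC NeuN- nuclei was 0.12 (SE 0.06, adjusted p = 0.293) at 30 minutes. Ptgs2, which encodes cyclooxygenase 2, rose in mPFC NeuN+ nuclei by 1.07 (SE 0.17, adjusted p = 8.38e-05) and 0.99 (SE 0.17, adjusted p = 9.14e-05), while in HIP NeuN+ nuclei it changed by -0.48 (SE 0.12, adjusted p = 0.0159) at 30 minutes. Pde10a, a phosphodiesterase gene, rose in mPFC NeuN- nuclei by 1.56 (SE 0.20, adjusted p = 0.00229) and 2.49 (SE 0.20, adjusted p = 4.35e-06). Mobp, another myelin gene, rose in NeuN- nuclei at 30 minutes by 0.62 (SE 0.09, adjusted p = 0.00295) in HIP and 0.74 (SE 0.10, adjusted p = 3.63e-04) in mPFC, and after corticosterone in 3X- nuclei by 0.80 (SE 0.07, adjusted p = 3.9e-11). The p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

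Some microglia markers were lower in mPFC NeuN- nuclei after CFC, 3 of 14 at 10 minutes and 4 at 30 minutes (7 and 5 adjusted over the list alone), and no member was higher at an adjusted p below 0.05. Siglech, a microglial lectin gene, changed by -0.43 (SE 0.07, adjusted p = 0.00884) and -0.49 (SE 0.07, adjusted p = 6.69e-04). As a set the list was lower at 10 minutes in camera (adjusted p = 1.46e-05), and not with an estimated correlation (adjusted p = 0.361 with an estimated correlation). Per1 fell in NeuN+ nuclei after corticosterone, with a log2 fold change of -0.37 (SE 0.08, adjusted p = 0.00177), and rose in PU.1+ nuclei by 1.32 (SE 0.14, adjusted p = 1.08e-05). The difference between these changes was tested and was 1.67 (SE 0.18, adjusted p = 7.22e-09).

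Counts of olfactory and vomeronasal receptor genes differed between some groups of libraries. HIP NeuN- nuclei held 62.0 to 87.1 CPM in naive libraries, 40.3 to 51.2 at 10 minutes and 46.2 to 57.2 at 30 minutes. In mPFC NeuN- nuclei they were 50.5 to 54.6 CPM in naive libraries and 36.9 to 39.6 at 30 minutes, and CFC10 replicate 1 stood at 100.1. In 3X- nuclei, corticosterone replicates 2 and 4 stood at 209.8 and 258 CPM, the others at 57.4 to 78.8 and saline libraries at 36.9 to 67. Without those 2 libraries, a setting added after the data were examined, 696 genes were higher and 281 lower in 3X- nuclei. What these counts come from was not tested.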
